# SnoBIRD: a tool to identify C/D box snoRNAs and refine their annotation across all eukaryotes

**DOI:** 10.1093/nar/gkaf708

**Published:** 2025-07-30

**Authors:** Étienne Fafard-Couture, Cédric Boulanger, Laurence Faucher-Giguère, Vanessa Sinagoga, Mélodie Berthoumieux, Jordan Hedjam, Virginie Marcel, Sébastien Durand, Mark A Bayfield, François Bachand, Sherif Abou Elela, Pierre-Étienne Jacques, Michelle S Scott

## Abstract

Small nucleolar RNAs (snoRNAs), a group of noncoding RNAs present amongst all eukaryotes, are most extensively characterized for their regulation of ribosome biogenesis and splicing. Despite their central roles, current snoRNA annotations remain incomplete. Several eukaryote genome annotations contain few or no snoRNAs, and none distinguish expressed snoRNAs from their pseudogenes—a recently characterized snoRNA subclass with distinct features and expression levels. To address this, we developed SnoBIRD, a BERT-based C/D box snoRNA predictor trained on snoRNAs spanning all eukaryote kingdoms. We show that SnoBIRD outperforms existing tools and is the only predictor capable of identifying snoRNA pseudogenes using biologically relevant signal. Applied on the fission yeast and human genomes, we demonstrate that only SnoBIRD scales well with genome size in terms of runtime, and we identify and experimentally validate several new SnoBIRD-predicted C/D box snoRNAs. By running SnoBIRD on multiple eukaryote genomes, we identify hundreds of novel snoRNA candidates and highlight SnoBIRD’s usefulness to determine the evolutionary paths of snoRNAs distributed across different species. Overall, SnoBIRD represents a user-friendly and efficient tool for reliably predicting C/D box snoRNAs and their pseudogenes across any eukaryote genome.

## Introduction

Small nucleolar RNAs (snoRNAs) represent an ancient group of highly structured noncoding RNAs present in all eukaryotes. SnoRNAs are generally categorized in two types which differ in their sequence motifs, protein interactors, and functions: the C/D and H/ACA box snoRNAs, the name of which has been respectively standardized to start with SNORD and SNORA in human. Termed after the canonical motifs they harbor [namely the C/C’ and D/D’ boxes (respectively RUGAUGA and CUGA), and the H and ACA boxes (respectively ANANNA and ACA), where R is a purine and N is any nucleotide], snoRNAs exist in their mature form as ribonucleoprotein complexes (snoRNPs), i.e. bound to their core protein partners which confer the stability and catalytic activity to the snoRNP [1, 2]. As a crucial member of the complex, snoRNAs act as guides by base-pairing to a specific target RNA which allows dedicated enzymes to modify specific nucleotides in the recipient RNA [3]. The most well-characterized targets of snoRNAs are ribosomal RNAs (rRNA) and small nuclear RNAs (snRNAs) which undergo several important chemical modifications as part of ribosome and spliceosome biogenesis steps, namely C/D-guided 2′-*O*-methylations and H/ACA-guided pseudouridylations [4, 5]. While guiding these chemical modifications was considered for decades to be the main purpose of snoRNAs, a multitude of new functions and noncanonical targets have been associated with snoRNAs in recent years, several of which do not involve RNA modification (reviewed in [6–8]). These include the regulation of splicing [9–13], chromatin remodeling [14, 15], protein secretion [16] as well as transfer RNA (tRNA), and transcript stability [17, 18] through the interaction of snoRNAs with different effectors [messenger RNAs (mRNAs), RNA-binding proteins (RBPs), etc.]. Overall, these diverse cellular involvements underscore that snoRNAs are increasingly recognized as versatile key players in the regulation of gene expression.

While most snoRNAs in human are embedded within the introns of so-called host genes, the genomic location of snoRNAs varies substantially across species and eukaryote kingdoms [8, 19, 20]. For instance, most plants and fungi snoRNAs are expressed as independent units using their own promoter, transcribed either alone or as a polycistronic transcript with other snoRNAs located in a cluster [8, 20]. On the other hand, some snoRNAs in vertebrates are also transcribed as intergenic units, but most rely on the transcription and splicing of their host gene locus to be expressed [21]. The association between intronic snoRNAs and their host gene appears to be under strong evolutionary pressure, as snoRNA host loci are strongly enriched for genes involved in ribosome biogenesis and RNA processing [19, 22–24]. While these genomic locations are often conserved across species, several “new” snoRNA genomic locations arose throughout evolution and across species, thanks to countless rounds of gene duplications (via *cis*-recombination and retrotransposition events) which simultaneously led to the expansion of snoRNA families and copy numbers [25–28].

Interestingly, not all these snoRNAs or their copies are equally expressed. In fact, we and others have recently shown that a significant proportion of annotated snoRNA genes are not expressed (sometimes as many as two-thirds of all annotated snoRNAs) [19, 24, 29, 30]. Investigating the reasons explaining this widespread non-expression, it was demonstrated that four features could reliably distinguish the expressed from the nonexpressed snoRNAs (which are also called snoRNA pseudogenes) [24]. Indeed, snoRNA pseudogenes display increased mutations in their characteristic boxes, an unstable secondary structure and an unstable terminal stem (i.e. a structure formed by the base-pairing of both snoRNA ends) compared to the expressed snoRNAs, as well as a nonexpressed host locus [24]. These snoRNA pseudogenes were hypothesized to have either transient functions in a rapidly degraded host transcript and/or represent snoRNA remnants of past duplication events in loci unfavorable for their expression [8, 24]. Taken together, these observations represent an additional layer of snoRNA complexity (which is yet to be considered in current annotations) since these two subclasses show distinct sequence features and functionalities.

Moreover, the latest gene annotations do not reflect the full range and complexity of snoRNA repertoires for several reasons. First, a recent effort highlighted that snoRNAs are not as evenly and adequately represented in the different eukaryote kingdom annotations [8]. Indeed, it was shown that fungus and protist species displayed fewer than expected or sometimes even no snoRNA genes in their current Ensembl annotation [8, 31]. Second, several species including model species (e.g. *Drosophila melanogaster*, *Caenorhabditis elegans*, *Arabidopsis thaliana*, etc.) display incomplete snoRNA annotation, many lacking information about the snoRNA type [8]. Finally, and as mentioned earlier, the quite recent characterization of snoRNA pseudogenes brings the challenge that they are not yet considered in the latest gene annotations. Therefore, these observations clearly underline that current gene annotations lack the comprehensiveness and granularity to fully investigate the multiple facets of snoRNA biology.

One way to help alleviate these shortcomings is to create accurate snoRNA-specific annotation tools. Snoscan [32], the first C/D box snoRNA predictor to have been released and still one of the most widely used in the literature, is based on the Hidden Markov Model (HMM) architecture and was trained on a few dozen snoRNAs. The beginning of the 21st century next saw the introduction of several new snoRNA prediction tools including CDseeker [33], Snoreport [34], and SnoStrip [35], none of which are currently supported or installable. The latest snoRNA predictor to be released, Snoreport2 [36], was elaborated almost a decade ago as an optimized version of the original Snoreport, employing a Support Vector Machine (SVM) architecture that was trained on a limited set of snoRNAs of different species. Other generalist approaches were also developed, including cmscan from the non-snoRNA-centric Infernal suite [37]. This tool, when combined with Rfam covariance models (thereby dubbed Infernal_rfam in this study), searches in an input for sequence and structural homology that fit within a certain Rfam family covariance model, including snoRNA families. Unfortunately, each of the previous tools suffers from major issues which are further discussed in the following sections of this study (Table 1). In addition, having been released over a decade ago, their training set is highly limited in terms of the diversity of species considered. Indeed, during this last decade, many new snoRNAs were identified across a vast breadth of species [30, 38, 39], including through the development of novel techniques to specifically detect structured RNAs in a high-throughput manner (e.g. TGIRT-Seq which uses a thermostable reverse transcriptase [40, 41]).

**Table 1.** Comparison between existing C/D box snoRNA predictors and SnoBIRD

	*Snoscan*	*Infernal_rfam*	*Snoreport2*	*SnoBIRD*
**Purpose**	Identify canonical C/D box snoRNAs*	Identify C/D box snoRNAs that fit in known Rfam families	Identify any C/D box snoRNA	Identify any C/D box snoRNA
**SnoRNA pseudogene detection**	False	False	False	True
**Strand prediction**	Both strands	Both strands	+ strand only	Both strands
**Minimal input**	Input FASTA and rRNA FASTA	Input FASTA and covariance model	Input FASTA	Input FASTA or BED and input FASTA
**Output type**	FASTA with multi-line embedded information	Text file and/or table-shaped	FASTA	BED, FASTA, GTF or TSV (default)
**Output information**	C/D/D’ motifs, genomic location, potential target, score (bits)	Genomic location, Rfam family, score (bits and E-value)	Sequence, C/D motifs, genomic location, score (probability)	Sequence, C/D/C’/D’ motifs, genomic location, box conservation, structure and terminal stem stabilities, score (probability)
**Installation**	Conda	Conda	Conda with dependency issues**	Virtualenv /conda
**Parallelization**	False	Multithreading or Message Passing Interface	False	CPU/GPU multiprocessing
**Publication**	Lowe & Eddy, 1999	Nawrocki & Eddy, 2013	de Araujo Oliveira *et al.* 2016	Fafard-Couture *et al.* 2025 (This study)

*Snoscan will only identify snoRNAs that present complementarity to the input rRNA sequence, thereby excluding snoRNAs with noncanonical targets.

**The ViennaRNA dependency is not installed automatically, and GNU Compiler Collection/C Library versions must be tweaked for Snoreport2 to work.

Therefore, to take advantage of these novel snoRNA datasets and considerable advances in machine learning models over the past decade, as well as to tackle the aforementioned issues with current snoRNA annotations and snoRNA prediction tools, we created a new C/D box snoRNA predictor. To do so, we employed the state-of-the-art Bidirectional Encoder

Representations from Transformers (BERT) model which was shown to perform well on tasks related to sequential inputs, including nucleotide sequences [42, 43]. Our predictor, called SnoBIRD for BERT-based Identification and Refinement of C/D box snoRNAs, takes as input any genomic sequence to identify C/D box snoRNAs, and refines their annotation by considering if they are pseudogenes or not. SnoBIRD was trained on a large dataset of validated snoRNAs representative of all eukaryote kingdoms. We demonstrate that SnoBIRD outperforms existing tools in a controlled test set environment and at the scale of genome-wide predictions. We also show that SnoBIRD uses relevant biological signal within the input sequence to predict the presence of C/D box snoRNA genes. Finally, we applied SnoBIRD across various species, underlining its discovery of several new snoRNAs and its usefulness in cross-species comparative studies, all of which help pave the way to precisely characterize snoRNAs in any eukaryotic species.

## Materials and methods

### Dataset collection

Expressed C/D box snoRNA genes were collected from different publications (*D. melanogaster* [44], *C. elegans* [45], *Gallus gallus* [27], *Ornithorhynchus anatinus* [26], *Macaca mulatta* [46], *Tetrahymena thermophila* [47], *Leishmania major* [48], *Dictyostelium discoideum* [49], *Giardia lamblia* [50], *A. thaliana* [51, 52], *Oryza sativa* [53], *Ostreococcus tauri* [38], *Aspergillus fumigatus* [54], *Neurospora crassa* [55], and*Candida albicans* [56]) and were considered in the initial dataset if they met at least one of the following criteria: detected in a complementary DNA (cDNA) library, detected by northern blot, detected by reverse transcription polymerase chain reaction (RT-PCR) or detected by primer extension. In addition, expressed C/D box snoRNAs and C/D box snoRNA pseudogenes were included in the initial dataset based on their abundance level in TGIRT-Seq datasets for *Saccharomyces cerevisiae*, *D. melanogaster*, *Mus musculus*, and *Homo sapiens* (i.e. species with enough datasets to reliably assess snoRNA expression globally). These datasets were either collected from the literature (untreated or retinoic acid-treated embryonic stem cells from *M. musculus* [29]; S2R cells, head and ovary samples from *D. melanogaster* [30]; brain, breast, ovary, liver, prostate, testis, skeletal muscle, plasma, universal brain, and human reference samples, HCT116/PC3/MCF7/SKOV/TOV112D cell lines, high grade and low grade ovarian cancer samples from *H. sapiens* [19, 39–41, 57–59]) or generated in this study (wild-type samples from *S. cerevisiae*, brain sample from *M. musculus*). The generation and analysis of these TGIRT-Seq datasets is described in the following subsections. The snoRNAs in *H. sapiens* were retrieved from snoDB (v2.0) [60] whereas the snoRNAs from the other species were extracted from the Ensembl annotations (Animals v108 and Fungi v55). Per species, snoRNAs were considered to be expressed if their abundance was >1 transcript per million (TPM) in at least one average condition (mean across replicates of a same condition, except for human plasma TGIRT-Seq samples, for which we stringently required at least half of the plasma samples at an abundance >1 TPM in order to account for greater variability in these samples); otherwise, they were considered as C/D box snoRNA pseudogenes.

Negative examples included in the initial dataset were constituted of four types of midsize noncoding (mnc)RNAs [tRNAs, H/ACA box snoRNAs, snRNAs, and pre-micro RNAs (pre-miRNAs), shuffled version of annotated C/D box snoRNA sequences as well as randomly selected 194 nt windows in exons, introns, and intergenic regions that did not overlap with any annotated C/D box snoRNA. These negative examples were randomly sampled amongst the genome of species for which we collected C/D box snoRNAs and for which sufficient reliable annotation existed. More specifically, mncRNAs were sampled from the species present in the RNAcentral database [61], whereas exons, introns and intergenic regions were sampled based on the Ensembl [31] GTF annotation and genome FASTA files for the different species (genome and annotation file versions: Protists v55, Animals v108, Plants v55, Fungi v55).

In addition, the following TGIRT-Seq datasets were retrieved from the literature and processed as described in the following subsections for the cross-species inference results to identify relevant C/D box snoRNA predictions (thereby not included in the training of SnoBIRD): wild-type and MLP1 immunoprecipitation samples from *T. thermophila* [62], developmental stage samples [egg (0 hour post fertilization (hpf)), 256-cells (2.5 hpf), 1000-cells (3 hpf), sphere (4 hpf), shield (6 hpf), and bud (10 hpf)] from wild-type *Danio rerio* [63] and developmental stage samples (initial infection with complete or amino acids-depleted medium, ring, trophozoites, and schizonts stages) from the NF54 *Plasmodium falciparum* strain [64].

### Dataset filtering, data augmentation strategy, and dataset split

Positive examples were filtered using the following criteria: exact duplicate window sequences were removed (i.e. snoRNA copies with the same genomic context) and snoRNAs part of an Rfam [65] family with >100 members were reduced to 100 members maximum (by randomly removing snoRNA members in order to reduce overrepresentation of some snoRNA sequences). Moreover, based on the length distribution of collected C/D box snoRNAs across species (Supplementary Fig. S1A), the maximal length for a snoRNA to be considered in the initial dataset was set at 164 nt (since it included 95 % of all collected examples, without shifting too much the length towards a handful of longer nonrepresentative snoRNAs). C/D box snoRNAs of length >164 nt were therefore excluded from all downstream analyses. The chosen window size that is fed to SnoBIRD was set at 194 nt, thereby including the snoRNA length threshold plus a flanking 15 nt on both sides of the snoRNA. These flanking nucleotides were added as it was previously shown that one of the most important determinant of snoRNA expression is the formation of a terminal stem using nucleotides that are internal to and flanking the snoRNA [24]. As the 194 nt fixed window length was set, the sequence of examples in the initial dataset was extended to reach that desired length: C/D box snoRNAs and other mncRNA negative example sequences were extended uniformly on both sides of the given gene using the surrounding genomic nucleotides, thereby creating a 194 nt window containing a centered example (Supplementary Fig. S1B). Random exonic, intronic and intergenic regions (i.e. the other negative examples) were sampled directly as 194 nt windows.

To increase SnoBIRD training inference, positive examples (expressed C/D box snoRNAs and snoRNA pseudogenes) were data augmented through the creation of synthetic new examples by shifting either left or right the window that is initially centered around the snoRNA (Supplementary Fig. S1C). Two different data augmentation strategies were used, one for each of SnoBIRD’s model (the first model being used for the C/D box snoRNA identification step, the second being used for the refinement step, i.e. the prediction of expressed C/D box snoRNA versus snoRNA pseudogene). For SnoBIRD’s first model dataset, each positive example was data augmented 10 times (five 1-nt shift to the left, and five 1-nt shift to the right of the original window). The overall ratio of negative to positive examples in SnoBIRD’s first model dataset was set at ∼5:1 to reflect the overrepresentation of non-snoRNA sequences that SnoBIRD encounters when running across a whole genome. For SnoBIRD’s second model dataset, each expressed C/D box snoRNA example was data augmented 10 times, whereas each C/D box snoRNA pseudogene was data augmented 30 times (15 1-nt shift to the left, and 15 1-nt shift to the right of the original window) to create an equal number of examples of both classes. Both datasets were split into three independent parts: the tuning, training and test sets (respectively, 10%, 70%, and 20 % of all examples). The tuning set was created to tune the hyperparameters of the models, whereas the training and test sets were respectively created to train the models and evaluate their performance on examples that were never encountered during training. SnoRNAs of a same Rfam clan and Rfam family were constrained into one set only in order to reduce example redundancy across sets and thereby limit the chances of overfitting. Manual stratification was performed when dispatching negative examples across sets to ensure a consistent distribution of species and negative types across the sets. The datasets used to tune/train/test the first and second model used by SnoBIRD are accessible on Zenodo at https://zenodo.org/records/14927289, respectively, containing expressed C/D box snoRNAs, snoRNA pseudogenes and negative examples for the first model, and expressed C/D box snoRNAs and snoRNA pseudogenes for the second model.

### Hyperparameter tuning, training, and testing of SnoBIRD

SnoBIRD was built by fine-tuning DNABERT [43], i.e. by optimizing and training a classification layer on top of the pretrained BERT model using the *transformers*, *scikit-learn*, and *optuna* libraries [66–68]. This fine-tuning was done in parallel for the two DNABERT models that SnoBIRD employs: the first one predicts if there is a C/D box snoRNA gene (in the general sense) in the input sequence, and the second one predicts if the C/D box snoRNA gene is expressed or is a pseudogene. For each BERT model, hyperparameter tuning was performed using the grid search algorithm to find the optimal learning rate and batch size that maximized the F1-score over a stratified 3-fold cross-validation strategy after 4 epochs of training (as recommended in [42]) with their respective tuning set. Using the optimal hyperparameters, each BERT model was next trained over 4 epochs using their respective training set to fit the parameters of the classification layer. To stabilize the learning process, a learning rate schedule was implemented for both models during training by decreasing linearly the learning rate to a tenth of its initial value over the training epochs. After training, the performance of the two fine-tuned BERT models was assessed on their respective test set. SnoBIRD was also later run on the following genomes and chromosome sequence (with default parameters unless specified): *Schizosaccharomyces pombe* (with -cs 2), *H. sapiens* (with -s 1), *D. melanogaster* (with -cs 10 -G V100), *T. thermophila* (with -cs 10 -G V100), *G. gallus* (with -cs 10 -G V100), *M. mulatta* (with -cs 10 -G V100), and chr1 of *H. sapiens* (with -cs 10 -G V100), *P. falciparum*, and *D. rerio* (with -cs 100). SnoBIRD was run using one NVIDIA A100 graphics processing units (GPU) and 2 central processing units (CPU) cores for the *S. pombe*, *H. sapiens*, and *P. falciparum* genomes; the remaining genomes were predicted on by SnoBIRD using one NVIDIA V100 GPU and 2 CPU cores.

### Implementation of the different SnoBIRD steps

SnoBIRD was written in python (v3.10.14) and implemented under a Snakemake workflow. SnoBIRD was elaborated so that it can take as input either a FASTA file [containing one or multiple chromosome (or smaller) sequences] or a BED file of regions of interest as well as a FASTA file containing the genome sequence (Supplementary Fig. S2). SnoBIRD was designed to use a sliding window approach to scan the input sequence with more or less sequence redundancy between the different overlapping predicted windows. To define what default step size should be used with SnoBIRD (i.e. the number of nucleotides employed to shift the sliding window; with a step size of 1 meaning all possible overlapping windows are predicted on, a step size of 2 meaning an overlapping window is skipped at every shift, etc.), a step size analysis was generated on *S. pombe* and *H. sapiens* genomes (Supplementary Fig. S3). After using SnoBIRD with a step size of 1 on both species and thereby predicting on all possible 194 nt windows in these genomes, the impact of increasing the step size was mimicked by synthetically removing the relevant windows for each step size from 2 to 50 (i.e. the windows that would be skipped if SnoBIRD model was actually rerun using the given step size). The conservative step size of 5 was chosen as SnoBIRD’s default step size value, since for both species, it maximized the number of annotated C/D box snoRNAs predicted by SnoBIRD, while minimizing the total number of predictions (Supplementary Fig. S3). This is by design a conservative threshold, and the user can easily increase the step size value to up to 10 without risking losing too many relevant predictions (using the -s option). The net impact of increasing the step size is an expected linear decrease in terms of prediction time (as the total number of windows to be predicted on decreases by a factor of *s*, where *s* is the step size).

After predicting on the sequences of interest with SnoBIRD’s first model (identification step), a merging strategy was implemented, serving the purpose of merging overlapping entries and selecting significant predictions (Supplementary Fig. S2). The following filters were included in this merging strategy in this order: (i) keep predicted windows that have a probability greater than or equal to the defined *p1* threshold (default: 0.999, or 0.9 for BED input); (ii) merge and keep blocks of at least *w* consecutive positive windows (default: 10); (iii) return the centered 194 nt window within each block if it is also predicted positively. To define the snoRNA start and end within the resulting positive windows, a Shapley Additive Explanation (SHAP)-based approach was implemented using the *SHAP* package [69] set with the partition algorithm and max_evals = 50. Briefly, SHAP values are computed for each nucleotide [average (mean) SHAP value across all k-mers containing the given nucleotide] in the input window. Peaks of high SHAP values are identified along the window sequence using the savgol_filter and find_peaks function from *scipy* (v1.13.0). C (RTGATGA) and D (CTGA) motifs are searched for amongst the peaks that fit within the respective range of C and D motif location (C and D motifs being located respectively before and after the half-window). The best C-D pair limiting the number of mutations with regards to their consensus sequence is then chosen. The best C’ and D’ box are then identified by selecting the best C’-D’ pair (i.e. limiting the number of mutations with regards to their consensus sequence) amongst all possible pairs (where C’ is downstream of D’) located between the previously identified C and D motifs. The predicted snoRNA start and end are then defined as the fifth nucleotide upstream of the C box and the fifth nucleotide downstream of the D box, respectively, based on the distribution of start/end positions with regards to the C and D motifs of all annotated C/D box snoRNAs present in the initial collected dataset (Supplementary Fig. S4).

The following refinement step was implemented to predict if the C/D box snoRNAs identified by the first model are expressed or pseudogenes. Briefly, SnoBIRD’s second model is run on the identified windows and returns a probability associated with either the expressed C/D or pseudogene prediction. The predictions are then separated in the two following categories based on the probability threshold *p2* (default: 0.999): high confidence (if probability≥ *p2*) or low confidence prediction (probability < *p2*). The high and low confidence predictions are then filtered differently based on known snoRNA expression determinants, namely the C and D box score (Hamming distance, i.e. the number of mutations compared to their consensus sequence), the cumulative box score (sum of Hamming distances of the C, D, C’ and D’ boxes), the terminal stem score (terminal stem length multiplied by the terminal stem secondary structure stability computed with RNAcofold (from *ViennaRNA* v.2.7.0 [70]), as previously described in [24]), and the structural score (snoRNA secondary structure stability computed with RNAfold normalized by the snoRNA length). Based on feature distributions of expressed C/D box snoRNAs and snoRNA pseudogenes shown in the third main figure, different threshold values were defined as favorable (or not) for snoRNA expression and applied to the low and high confidence predictions. Namely, the low confidence predictions were subject to the following filters in this order: (i) the prediction is considered as a snoRNA pseudogene if its C box score ≥ 2 and its D box score ≥ 1; (ii) the prediction is considered as expressed if its terminal stem score ≤ −25 kcal*nt/mol; (iii) the prediction is considered as a snoRNA pseudogene if <2 features are favorable for its expression. For high confidence predictions of snoRNA pseudogenes, the prediction is overturned (thereby ultimately considered as an expressed C/D box snoRNA) if at least 4 of its features are favorable for its expression. Overall, by design, the refinement step was elaborated to favor expressed C/D box snoRNA prediction over snoRNA pseudogene prediction (in order to limit false negatives of the expressed C/D box snoRNA class, i.e. expressed C/D box snoRNAs that would be dismissed as pseudogenes, and by the same token increase precision on the snoRNA pseudogene class). By default, SnoBIRD was implemented so that both models are run, but using the –first_model_only option, the user can decide to run only the first model and obtain C/D box snoRNA predictions in the general sense (Supplementary Fig. S2). In addition, although SnoBIRD can run on CPUs alone, its standard recommended usage is to be run on GPUs where its overall speed is vastly accelerated, because of its utilization of BERT models and SHAP value computations. Finally, SnoBIRD was designed to output the predictions in any of the following format: FASTA, BED, GTF, or tab-separated value (TSV) files.

### Other tool usage

To compare SnoBIRD’s performance with existing tools, Snoscan, Snoreport2, and Infernal_rfam were run on the test set of the first model as well as on the whole FASTA sequence of *S. pombe* and *H. sapiens* genomes using 2 CPU cores (no GPU was provided to any of the tools as by design, none of these tools can benefit from GPU acceleration). As the running time increased heavily with genome size for all these tools, their job runtime was limited at maximum 60 h when they ran for the time comparison analysis in order to limit unnecessary energy consumption and CO_2_ emission. Snoscan was run using default parameters, and the following rRNA sequences from the NCBI Gene database were fed as mandatory input for predicting in the different species present in the test set and/or for the species whole genome predictions: *S. pombe* (Z19578.1), *S. cerevisiae* (LC756999.1), *N. crassa* (FJ360521.1), *C. albicans* (AACQ01000295.1), *A. fumigatus* (KC119199.1), *O. tauri* (Y15814.1, AY586729.1), *O. sativa* (LC086814.1), *A. thaliana* (X52320.1), *O. anatinus* (AJ311679.1, XR_003764684.1), *T. thermophila* (X54512.1), *G. lamblia* (XR_005248692.1, XR_005248693.1, 7PWO_1), *L. major* (XR_002460811.1, OP829811.1), *D. discoideum* (AM168071.1, HQ141459.1, JF931128.1), *C. elegans* (X03680.1), *D. melanogaster* (X15707.1), *M. musculus* (NR_003279.1, NR_003278.3, NR_003280.2), *G. gallus* (KT445934.2), *M. mulatta* (KX061890.1), and *H. sapiens* (NR_146144.1). Snoreport2 was run with the following options (-CD –positives) on the input sequences as well as on the reverse complement of these sequences which needed to be manually generated since Snoreport2 predicts only on the + strand. Infernal_rfam was run using Infernal’s cmscan submodule with Rfam covariance models v15.0 with default parameters except the following added options: –cut_ga –rfam –nohmmonly. The output of all these tools was filtered and formatted using custom python scripts to extract pertinent information for comparison with SnoBIRD.

Clustal omega was run with default parameters on its web server [71] to multi-align SnoBIRD predicted C/D box snoRNA sequences within the *SF3B3*/*Sf3b3* locus in *D. melanogaster*, *D. rerio*, *G. gallus*, and *M. mulatta*. The resulting Newick tree file was then used to generate the phylogenetic tree.

### Filtering of predictions

After applying SnoBIRD (and the other tools) across the diverse genomes mentioned above, predictions were filtered using *pybedtools* (v0.10.0) [72] to find which predictions overlapped annotated C/D box snoRNAs as well as expressed regions in the genomecov-generated bedGraph files (see the section “TGIRT-Seq library preparation and analysis” below for more details). The annotated C/D box snoRNAs were obtained from Ensembl [31] GTF files (Protists v55, Animals v108, Plants v55, and Fungi v55) supplemented with RNAcentral [61] and Rfam [65] snoRNAs. Different filters were used to filter real expressed predictions (potential new C/D box snoRNAs) using custom python scripts: a prediction had to be covered by reads on the same strand on at least 50% of its length, with >5 reads on average (mean), and the regions flanking the prediction (20 nt on both sides) should not have more than a third of the average number of reads covering the prediction. Following these filters, each potential candidate was manually inspected to remove predictions overlapping expressed exons of the same size and to filter out predictions with low uneven coverage, thereby constituting the final candidate snoRNAs represented in the Venn diagrams of relevant figures. As the *D. rerio* TGIRT-Seq datasets that we used to identify expressed predictions were size-selected for RNAs ≤100 nt [63], a maximal 100 nt length filter was applied to *D. rerio* (on top of the 164 nt length filter) to remove annotated or predicted snoRNAs that exceeded that length.

### SnoRNA target prediction

Candidate snoRNAs in *D. rerio*, *G. gallus*, *H. sapiens*, *M. mulatta*, *S. pombe*, and *T. thermophila* were further studied by predicting their potential interaction with an rRNA target. This target prediction was carried out using snoGloBe (v0.1.1), a recently published C/D box snoRNA target predictor [73], with default parameters and the optional –merge flag. The input rRNA sequences given to snoGloBe were the same as described in the “Other tool usage” section for the species of interest, with the addition of the rRNA sequences from *D. rerio* (XR_011015053.2, XR_012383513.1, and XR_012383521.1) also obtained from the NCBI Gene database. The target predictions were then filtered using a custom python script to retrieve only those matching the following criteria: a minimum number of three consecutive windows predicted as positive by snoGloBe, an average score (mean across consecutive windows) ≥0.98, and a predicted interaction region located either between the C and D’ boxes or between the C’ and D boxes. Only the target with the highest score was selected if multiple target sites were predicted for a given snoRNA.

### Figure generation

All figures were generated with custom python scripts using *matplotlib* (v3.8.4), *seaborn* (v0.13.2), *pandas* (v2.2.2), or Integrative Genome Viewer (IGV; v2.4.18) [74] exported images.

### Statistical analyses

The following equations were used to calculate the different scores included in this study:

\begin{eqnarray*}
Precision = \;\frac{{True\;positives}}{{True\;positives + False\;positives}}
\end{eqnarray*}

\begin{eqnarray*}
Recall = \;\frac{{True\;positives}}{{True\;positives + False\;negatives}}
\end{eqnarray*}

\begin{eqnarray*}
F1\;score = \;\frac{{2*Precision*Recall}}{{Precision + Recall}}
\end{eqnarray*}

\begin{eqnarray*}
&& Accuracy = \\ && \;\frac{{True\;positives + True\;negatives}}{{True\;positives + True\;negatives + False\;positives + False\;negatives}}
\end{eqnarray*}

### Environmental impact

The training, optimization and inference steps with SnoBIRD, as well as other high-throughput analyses, were run on different high performance computing clusters of the Digital Research Alliance of Canada (DRAC). The total environmental impact of the whole study is estimated at 0.821 kg of CO_2_ emission based on CPU and GPU usage across the DRAC clusters (information retrieved from the DRAC cluster-specific portals).

### Fission yeast culture for RNA coimmunoprecipitation (RIP)

The following *S. pombe* strains were used in order to perform RIP assays: wild-type (WT) untagged (ID: FBY106; genotype: h + ade6-M216 leu1-32 ura4-D18 his3-D1 [75]) and NOP58-Tandem Affinity Purification (TAP) (ID: FBY2417; genotype: h + ade6-M216 leu1-32 ura4-D18 his3-D1 Nop58-TAP::natMX6). The addition of C-terminal TAP tag at the endogenous nop58 locus was performed by polymerase chain reaction (PCR)-mediated gene targeting using the lithium acetate method for yeast transformation, as previously described [76]. Proper gene targeting was confirmed by western blotting. Fission yeast cells were routinely grown at 30°C in Yeast Extract Medium Supplemented (YES) with adenine, uracil, histidine, and leucine. For each condition, 50 ml of yeast cultures were grown to an OD600 of ∼0.5 at 30°C in YES and frozen in liquid nitrogen. Cell pellets from 50 ml cultures were thawed and resuspended in 500  μl of cold lysis buffer (50  mM Tris–HCl [pH 7.5], 140 mM NaCl, 2 mM MgCl_2_, 1% Triton X-100, and 1 mM dithiothreitol [DTT]) that was supplemented with a protease inhibitor cocktail (1 mM phenylmethylsulfonyl fluoride (PMSF), 1× PLAAC, 1× complete protease inhibitor cocktail [Roche]) and RNase inhibitor (40 U/ml). Cells were disrupted vigorously with glass beads in a FastPrep-24^™^ (MP biomedical) for 3 cycles of 30 s at 6.5 m/s. Hundred and fifty  microloters of cold lysis buffer with proteases and RNase inhibitors was then added to increase the volume, and samples were sonicated for 3 cycles of 5 s at 20% amplitude with a Branson digital sonifier. Fifty microliters of sonicated lysate (10% of IP volume) was kept for total RNA extraction (input fraction) and 15 μl was used for verification of IP efficiency by western blot. Five hundred microliters of sonicated lysates were then incubated for 2 h at 4°C with 50 μl of IgG Dynabeads (Life Technologies, 11041) in the case of TAP-tagged protein. For the anti-fibrillarin purification, beads were coupled with fibrillarin (ab4566, abcam) or flag (as a negative control) antibodies. Beads were then washed three times with cold lysis buffer supplemented with proteases and RNase inhibitors. After washing steps, beads were resuspended in 150 μl of lysis buffer and 15 μl of bead slurry was kept for western blot analysis. RNA was extracted using TRI Reagent (Sigma–Aldrich, T9424). RNA pellets were resuspended in 20 μl of RNase-free water for the input sample and 10 μl for the IP sample. One microliters of diluted input RNA and the total of immunoprecipitated RNA was treated with 1 unit of RNase-free DNase RQ1 (Promega, M6101) for 30 min at 37°C and inactivated with 1 μl of 25 mM EDTA for 10 min at 65°C. Reverse transcription reactions were performed in 20 μl using random hexamers and the SuperScript III reverse transcriptase (Invitrogen). Quantitative PCR (qPCR) reactions were performed in triplicates on a LightCycler 96 system (Roche) in a final volume of 15 μl using 6 μl from a 1:20 dilution of each cDNA, 0.15 μM of forward and reverse primers, and 7.5 μl of the 2 × PerfeCTa SYBR Green SuperMix from Quantabio. The primers used in the qPCR experiments are listed in Supplementary Table S1.

### Fission yeast culture, RNA extraction, and size-selection for RNA-sequencing (RNA-Seq)

Wild-type yAS99 *S. pombe* cultures were grown to mid-log phase in 25 ml of YES media at 32°C. Cultures were pelleted at 4°C and 1900 × *g* for 10 min, and pellets were washed with 25 ml of sterile ddH_2_O, then re-pelleted at the previous conditions. Pellets were resuspended in 500 μl of nuclease-free H_2_O and transferred to sterile microfuge tubes. Cells were re-pelleted using the previous conditions and pellets were subsequently washed with 250 μl of complete RNA Extraction Buffer A (50 mM NaOAc pH 5.2, 10 mM EDTA pH 8.0, 1% SDS). Seven hundred and fifty microliters of warm Buffer A-saturated acid phenol was then added to each sample. The samples were vortexed to resuspend the pellet in the buffers and were incubated at 65°C for 4 min, vortexing occasionally. The samples were subsequently centrifuged at maximum speed for 3 min, and the aqueous layer was transferred to a new sterile microfuge tube. An additional 250 μl of complete RNA Extraction Buffer A was added to the initial tubes with cells and a second round of RNA extraction was performed as described above, adding the aqueous layer to the corresponding tubes and discarding the phenol layer. Phenol–chloroform RNA extraction and precipitation was then performed on the aqueous samples, by adding an equal volume of phenol:chloroform:isoamyl alcohol (25:24:1) to each sample and vortexing until thoroughly mixed. The aqueous layer obtained from centrifugation at 14 000 × *g* for 10 min was transferred to a sterile microfuge tube. To each aqueous sample, 2 μl of GlycoBlue coprecipitant (Invitrogen cat. #AM9515), 10% of the isolated sample volume of 3 M NaOAc pH 5.2, and 2.5× the isolated sample volume of ice-cold 100% ethanol was added. RNA was left to precipitate overnight at −80°C. Precipitated RNA was pelleted at 4°C and 14 000 × *g* for 10 min. Pellets were washed with 500 μl of ice-cold RNase-free 70% ethanol and re-pelleted at the previous conditions. Pellets were air-dried and resuspended in 7 μl of nuclease-free H_2_O and 7 μl of 2× formamide dye (80% deionized formamide, 10 mM EDTA, 0.06% bromophenol blue, and 0.06% xylene cyanol). RNA samples were heated at 95°C for 5 min and snap-cooled on ice prior to separation on a 10% denaturing urea gel (8 M urea, 10% acrylamide, 1× TBE) at 100 V until the xylene cyanol dye front reached the bottom of the gel. Following staining with EtBr in 1× TBE (1 μl/5 ml), the gel was visualized under UV light and RNAs were size selected (20–150 nucleotides) by cutting each lane between the bands corresponding to the 5S and 5.8S rRNAs and retaining the lower halves in microfuge tubes. RNA was eluted from the gel pieces by overnight rotation at 4°C in 150 mM NaOAc pH 5.2 and 50% phenol:chloroform:isoamyl alcohol (25:24:1). The aqueous layer obtained by centrifugation at 4°C and 20 000 × *g* for 10 min was precipitated, and precipitated RNA for all samples was pelleted, washed, and air-dried, as described above. Pellets were finally resuspended in 20 μl of nuclease-free H_2_O.

### Budding yeast culture, RNA extraction, and rRNA depletion for RNA-seq

Wild-type 10H3 *S. cerevisiae* (genotype: MATa hisΔ200 leu2Δ0 ura3Δ0 lys2Δ0) cultures were grown in Yeast Extract Peptone Dextrose (YEPD) rich media at 26°C up to an OD600 between 0.6 and 0.8. Fifty milliliters of culture were centrifuged for 1 min at 4°C and 6000 rpm. The pellet was resuspended with 10 ml of sterile water at 4°C, then centrifuged a final time at 6000 rpm for 1 min. The supernatant was discarded, and the pellet was frozen at −80°C. The pellet was resuspended with 300 μl of LETS buffer (0.1 M LiCl, 0.01 M Na-EDTA pH 8.0, 0.01 M Tris–HCl pH 7.5, 0.2% SDS) and incubated for 2 min on ice. 0.7 ml of glass beads were added to the samples, to enable mechanical cell lysis, followed by 300 μl of phenol. Samples were vortexed 7 times for 30 s, with 30 s breaks on ice. Supernatant was collected and beads were washed with 150 μl of LETS buffer, before centrifuging the samples at 14 000 rpm for 3 min. The supernatant from the washed beads was added to the previously collected fraction, followed by two RNA extractions with phenol:chloroform:isoamyl alcohol (25:24:1) and one with chloroform alone. RNA was then precipitated with 3 volumes of 95% ethanol and 2% KOAc, stored at −80°C for 30 min, followed by centrifugation at 14 000 rpm for 10 min. The resulting pellet was then washed 2 times with 95% ethanol and air-dried. RNA pellet was resuspended in 100 μl of RNAse-free water and underwent DNAse I treatment using the RNeasy kit (QIAGEN). The DNAse-free RNA was then ribodepleted using the Yeast Ribo-Zero Gold rRNA Removal Kit (Illumina) as previously described [19]. The size profile and concentration of the ribodepleted RNA were validated on an Agilent RNA ScreenTape (Agilent Technologies 5067-5576).

### Mouse brain RNA extraction for RNA-seq

Brain samples were extracted from adult female BALB/c mice and directly frozen until RNA extraction. Samples were first cryo-ground into powder prior to total RNA extraction. Total RNA was extracted using TRIzol Reagent (Invitrogen) according to the manufacturer’s recommendations. Briefly, cryo-ground samples were resuspended in 1 ml of TRIZol Reagent and 200 μl of chloroform were then added followed by a thorough mix. Samples were incubated 2 min at 4°C before a 15 min centrifugation at 14 000 *× g* and at 4°C. The aqueous phase was then collected and transferred to RNAse-free microtubes. 1.5 μl of Glycoblue carrier (Invitrogen) and 600 μl of propan-2-ol were added and samples were thoroughly vortexed and incubated 10 min at room temperature. RNA pellets were then collected after a 15 min centrifugation at 14 000 × *g* and at 4°C, and washed with 75% ethanol. RNA pellets were air dried 10 min before being resuspended in RNAse-free water (Life Technologies). Nanodrop (Thermo Scientific) was used to quantify sample concentrations and evaluate purity ratios. The RNAse-free RNA was then ribodepleted using the Ribo-Zero Gold rRNA Removal Kit (Illumina) as previously described [19].

### Size-selection for RNAs of *M. mulatta* and *G. gallus* samples

Ten micrograms of total RNA from Universal Chicken (Biochain R4C34565-1) and Universal Monkey (Biochain R4534565-1) were dried and resuspended in 10 μl of formamide dye (94% deionized formamide, 0.05% Bromophenol blue, and 0.05% xylene cyanol). RNA samples were heated at 95°C for 2 min and then snap-cooled on ice for an additional 5 min. The RNA was separated on a 10% denaturing urea gel [8 M urea, 10% acrylamide:bisacrylamide (19:1), 1× TBE at pH 8.3] at 100 V in a Mini Trans-Blot Cell (Bio-Rad 153BR) until the bromophenol dye reached the bottom of the gel. Gels were stained with SYBR gold (Thermo Fisher Scientific S-11494) in 1× TBE buffer (1:5000). The RNAs were size selected (≤300 nucleotides) based on a size marker and split into two 0.6 ml microtubes. The gel was crushed through a pierced hole of the 0.6 ml of microtube into a 1.7 ml of microtube. Five hundred microliters of 150 mM NaOAc pH 5.1 was added to each microtube, which were vortexed and frozen at −80°C for 1 h. Five hundred microliters of 50% phenol:chloroform:isoamyl alcohol (25:24:1) was added, and RNA was eluted from the gel pieces by overnight rotation at 4°C. Samples were centrifuged at 4°C and 20 000 × *g* for 15 min, and the obtained aqueous phase was precipitated in 2% KOAc ethanol with 2 μl of glycogen. RNA was pelleted and washed twice in 70% ethanol, and air dried. RNA was resuspended in 20 μl of RNase/DNase-free H_2_O. RNA size profile and concentration were validated on an Agilent RNA ScreenTape (Agilent Technologies 5067-5576).

### TGIRT-Seq library preparation and analysis

TGIRT-Seq libraries were prepared as previously described [40, 41] for the *S. pombe*, *S. cerevisiae*, *M. musculus*, *G. gallus*, and *M. mulatta* samples by the RNomics platform at Université de Sherbrooke. Their subsequent analysis was performed using a snoRNA-sensitive detection pipeline that we previously published [19], with the addition of stranded bedGraph generation using genomecov from *bedtools* (v2.31.0) [77] with default parameters except for the following added flags: -bg -split.

## Results

### Current annotations do not reflect the complexity of snoRNA repertoires, and no tool is currently suited to improve reliably these annotations

As mentioned above, it was recently highlighted that the latest snoRNA annotations are not systematically comprehensive amongst species, with clear gaps across several large eukaryote kingdoms and no consideration for the annotation of snoRNA pseudogenes (i.e. annotated snoRNAs that are not expressed) [8]. As snoRNA pseudogenes exhibit characteristics that hinder their expression and which are very distinct from those of expressed C/D box snoRNAs (Supplementary Fig. S5) [24], we sought to explore the extent to which snoRNA pseudogenes were distributed across a diverse panel of eukaryotes. 

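The newly generated datasets of budding yeast and mouse came from wild-type S. cerevisiae (strain 10H3), grown in rich medium at 26°C, and from brains of adult female BALB/c mice. Total RNA was depleted of rRNA and sequenced by TGIRT-Seq, RNA sequencing in which the libraries are made with a thermostable group II intron reverse transcriptase. There were 3 libraries per species, all of a single condition, so no groups were compared. The authors processed the reads with their snoRNA-sensitive pipeline and deposited TPM (abundance divided by gene length and scaled to the same total within each library) for 7127 S. cerevisiae genes and 56951 mouse genes. Each species was scaled on its own, so TPM was not compared between species. In S. cerevisiae, snoRNA genes took 24.5% ± 1.05 (SD, n = 3) of TPM, tRNA genes 26.4% ± 4.79 and rRNA genes 0.321% ± 0.0161, with the mature 18S, 25S and 5.8S rRNA entries listed at 0 in every library. In mouse brain, mitochondrial genes took 43.6% ± 2.76 (SD, n = 3) of TPM and snoRNA genes 7.66% ± 0.286. The mouse snoRNA share was 5.27% when the class of a gene was read from its name instead of the annotation. Over the 6099 S. cerevisiae genes with a mean above 1 TPM, Pearson's r of log2(TPM + 1) between pairs of libraries lay between 0.991 and 0.996, and over 7738 mouse genes it lay between 0.975 and 0.979. These correlations run across genes, which are not independent replicates. With a pseudocount of 0.1 the mean r in mouse was 0.965.

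TPM keeps no sequencing depth. Low values multiplied by gene length less 1 nt were therefore searched for a common step, a search chosen after the values had been seen. In the S. cerevisiae libraries 73.2%, 76.9% and 81.8% of the low values lay within 0.1 of a whole number of steps, and in the mouse libraries 68.7%, 70.3% and 69.0% did. The same search with gene lengths shuffled among these values 20 times gave at most 30.2% in any S. cerevisiae library and at most 31.4% in any mouse library. If a step is 1 read, 1 TPM on a C/D box snoRNA of the median length of 96 nt in S. cerevisiae stands for 6.05, 10.6 and 3.25 reads in libraries 1, 2 and 3. On a mouse C/D box snoRNA of the median length of 83.5 nt it stands for 9.04 reads in library 1 and 9.01 reads in each of the others. On such genes 3 reads, the most that a count of 0 allows, come to 0.496, 0.282 and 0.922 TPM in the S. cerevisiae libraries and to 0.332, 0.333 and 0.333 TPM in the mouse libraries. These floors cover counting error alone.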

By reanalyzing available and newly generated TGIRT-Seq datasets in human (*H. sapiens*), mouse (*M. musculus*), fruit fly (*D. melanogaster*), and budding yeast (*S. cerevisiae*), we observe a widespread distribution of pseudogenes amongst the currently annotated C/D box snoRNAs, varying from ∼65 % in human to 0% in the unicellular eukaryote *S. cerevisiae* (Fig. 1A). 

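As the study did for these species over all their conditions, a snoRNA was counted as expressed when its mean over the libraries was above 1 TPM and otherwise as a pseudogene, and C/D box snoRNAs longer than 164 nt were left out. In S. cerevisiae, 45 annotated snoRNAs are of the C/D box type in the R64 annotation, and 41 of them remained under the length limit. All 41 were expressed, in the mean and in each of the 3 libraries, which makes 0% pseudogenes. Their median was 2219 TPM. The lowest were snR65 (chromosome III from 177183 to 177282 of R64) at 321 ± 18.6 TPM (SD, n = 3), snR58 (chromosome XV from 136088 to 136183) at 342 ± 22.7 TPM and snR59 (chromosome XVI from 173827 to 173904) at 416 ± 10.3 TPM. The highest were snR40 (chromosome XIV from 89210 to 89306) at 11946 ± 610.2 TPM, snR18 (chromosome I from 142367 to 142468) at 7751 ± 1289 TPM and snR13 (chromosome IV from 1402919 to 1403042) at 7138 ± 617 TPM.

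In mouse brain, 104 genes named Snord remained after 4 longer than the limit were left out. Lengths were known for 102 of the genes before that step. Snord3b1, Snord3b2, Snord3b3 and Snord3b4 were kept without a known length. Snord3a (213 nt), Snord3b-ps1 (216 nt) and Snord3b-ps2 (214 nt) were left out, so those kept may exceed the limit too. Of the 104, 89 were expressed and 15 (14.4%) were at or below the threshold, with 88, 89 and 87 expressed in libraries 1, 2 and 3. Snord68 (ENSMUSG00000064450) was highest at 5079 ± 1013 TPM (SD, n = 3), followed by Snord104 (ENSMUSG00000065126) at 3325 ± 96.7 TPM and Snord57 (ENSMUSG00000065272) at 2811 ± 238 TPM. All 15 pseudogenes by this rule were copies named Snord116l, 7 of them listed at 0 in every library. The closest to the threshold were Snord116l12 (ENSMUSG00000118941) at 0.391, 0.393 and 0.984 TPM, Snord116l10 at 0.501, 0.0978 and 0.0221 TPM and Snord116l6, which was listed at 0 in library 1 and stood at 0.00614 and 0.0765 TPM in the others. Just above it lay Snord116l14 (ENSMUSG00000119367) at 1.09 ± 0.504 TPM, Snord116l9 at 1.96 ± 0.490 TPM and Snord123 at 4.14 ± 0.0564 TPM. Libraries disagreed on the call for 2 genes. Snord116l14 was above the threshold in library 2 alone, at 1.67 TPM against 0.776 and 0.819 TPM, and without that library 88 genes were expressed. Snord3b2 stood at 97.4 and 33.2 TPM in libraries 1 and 2 and was listed at 0 in library 3. The count of the mouse moved most with the choice of genes. When every annotated snoRNA not named as an H/ACA box snoRNA was taken, 253 of 1036 genes were expressed. That set holds snoRNAs whose names give no box type, so H/ACA box snoRNAs can be among them. From the pseudogene shares in its Fig. 1A, which cover these species, human and fruit fly, the paper states that pseudogenes are widespread among annotated C/D box snoRNAs.

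**Figure D1:**
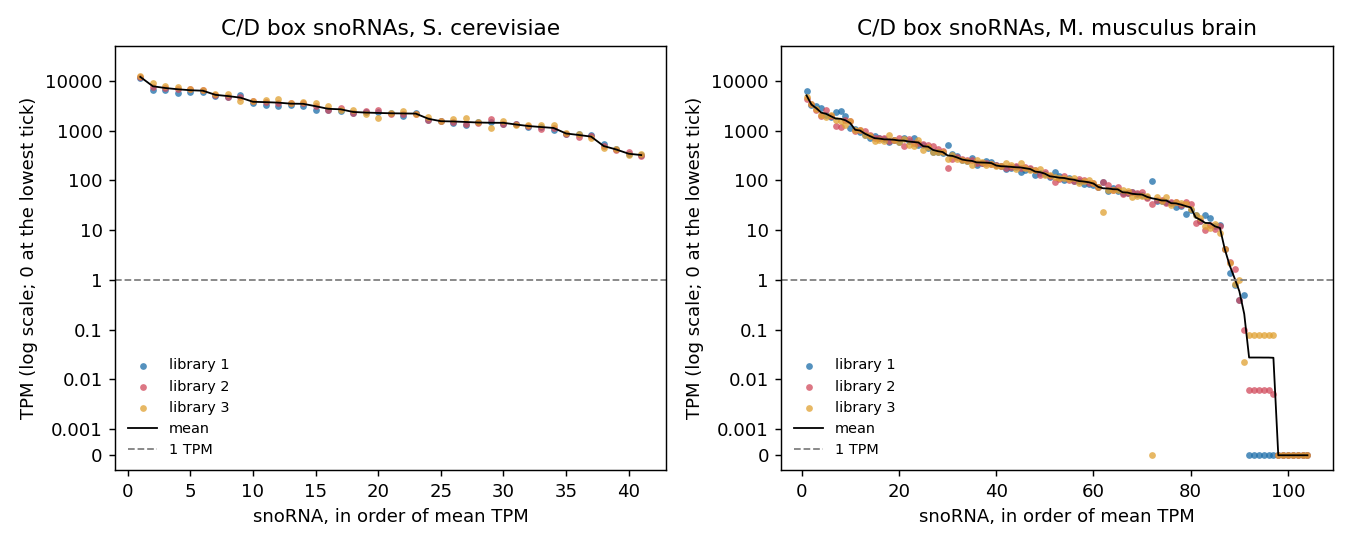
TPM of annotated C/D box snoRNAs in S. cerevisiae and in mouse brain. The x axis orders snoRNAs by mean TPM and the logarithmic y axis gives TPM, with values of 0 drawn at the lowest tick; dots are the 3 libraries, black lines the means and the dashed line 1 TPM. All 41 S. cerevisiae means lie far above the dashed line, and 15 mouse means lie at or below it.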

As none of the currently available snoRNA prediction tools (Snoscan, Snoreport2, and Infernal_rfam) can differentiate between expressed C/D box snoRNAs and snoRNA pseudogenes (Table 1), we sought to create a new tool that includes this relevant characteristic while maintaining beneficial features from the past approaches, eliminating or limiting their biases and enhancing the overall user-friendliness. SnoBIRD was thus developed such that a simple DNA sequence would be sufficient as input, thereby creating a tool which can theoretically identify any snoRNA, unlike Snoscan and Infernal_rfam that are limited, respectively, to discover canonical snoRNAs (i.e. with a rRNA target) and snoRNAs that are part of an Rfam family (Table 1). In terms of practical use, SnoBIRD was designed to predict by default on both strands of the input sequence (unlike Snoreport2’s predictions which are restricted to the positive strand), to be parallelized using GPU/CPU multiprocessing to reduce runtime (unlike Snoscan and Snoreport2 that are inherently not parallelizable), and to be reproducibly and easily installed via python’s virtualenv or Conda (unlike Snoreport2 which presents several dependency issues during installation) (Table 1). Furthermore, SnoBIRD’s output format was implemented to facilitate its downstream usage, which is not the case for the existing tools which often embed relevant information in a cumbersome format (Table 1). By default, a tab-separated file is produced by SnoBIRD to easily extract relevant information (e.g. genomic location, sequence, boxes, etc.), but additional FASTA, BED or GTF formats are also available as output.

**Figure 1.**
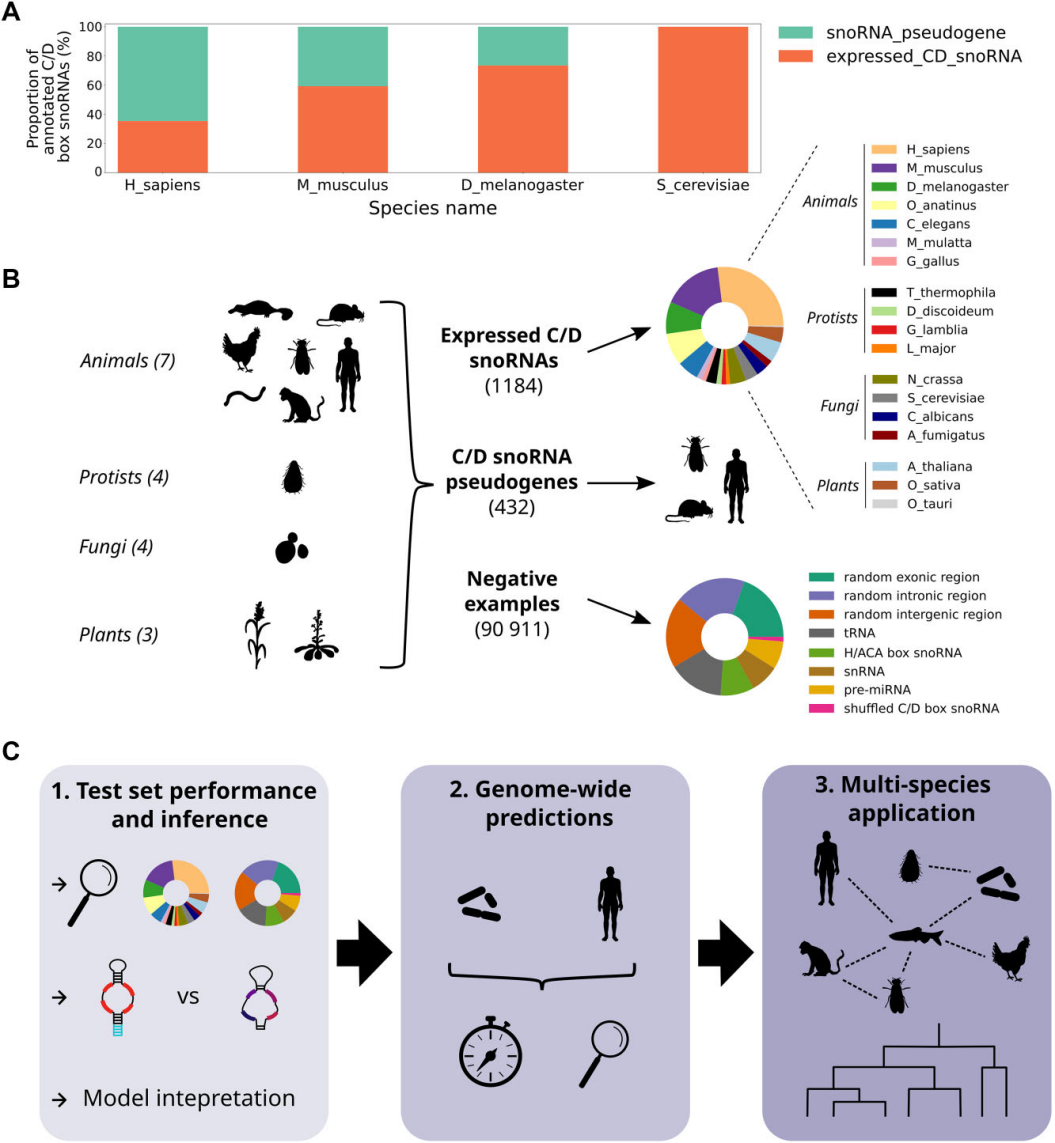
Current annotations do not reflect snoRNA complexity, and a new reliable method needs to be developed to alleviate this problem across all eukaryotes. (**A**) Proportion of the annotated C/D box snoRNAs that are expressed or pseudogenes based on TGIRT-Seq datasets in different eukaryotes and on the currently annotated C/D box snoRNA genes in Ensembl. (**B**) Composition of the initial dataset that was used to build SnoBIRD, a novel C/D box snoRNA predictor, in terms of species and gene biotype (for positive and negative examples, respectively). (**C**) Three-step strategy that was employed to compare SnoBIRD’s performance to existing methods. The first step consists of evaluating the performance of SnoBIRD on a held-out test set and compare its performance to existing tools. This step also includes snoRNA pseudogene prediction testing, which only SnoBIRD can perform as of today, and model interpretation to infer the learned patterns during training. The second step aims at evaluating SnoBIRD’s performance and that of its competitors in a genome-wide manner on a small and large genome (*S. pombe* and *H. sapiens*, respectively), considering time efficiency and identification of known and novel C/D box snoRNAs. The third step consists of using SnoBIRD to predict C/D box snoRNAs across the genome of diverse eukaryotes with matched TGIRT-Seq samples, facilitating inference across species in terms of snoRNA evolution.

With these various desirable improvements in mind, we first gathered examples from the literature to form the initial dataset used for the training of SnoBIRD. This initial dataset was constituted of 1184 expressed C/D box snoRNAs and 432 C/D box snoRNA pseudogenes after filtering according to their length, with snoRNAs originating from >18 different species distributed across all eukaryote kingdoms (Fig. 1B). As BERT models use preferentially fixed input sizes, only snoRNAs with a length ≤164 nt were comprised in the initial dataset to include as much examples as possible (∼95%) without shifting too much the size distribution towards outlier snoRNAs (Supplementary Figs S1A and S6). A fixed input size of 194 nt was therefore chosen to include minimally 30 nt surrounding the snoRNA (Supplementary Fig. S1B), since these flanking regions (15 nt upstream and downstream) are known to form the terminal stem structure, which is an important determinant of C/D box snoRNA expression [23, 24, 78, 79]. In addition to these positive examples, negative examples sampled from the same species were included in the initial dataset (Fig. 1B and Supplementary Fig. S7): other types of midsize noncoding RNAs (tRNAs, H/ACA box snoRNAs, snRNAs, and pre-miRNAs), the shuffled sequence of C/D box snoRNAs and randomly selected regions in exons, introns and intergenic regions not overlapping with annotated C/D box snoRNAs. These regions were included in a greater proportion compared to positive examples to mimic the reality of genomes in which the vast majority of the sequences SnoBIRD will encounter will not include C/D box snoRNAs. Having assembled the initial dataset, we then devised a three-step strategy to assess SnoBIRD’s performance following its optimization and training (Fig. 1C). First, the performance on C/D box snoRNA identification was compared between SnoBIRD’s and that of three other tools on a controlled held-out test set representative of all eukaryote kingdoms. As SnoBIRD is the only tool designed to identify snoRNA pseudogenes, its performance (but not that of other tools) was evaluated for the snoRNA pseudogene prediction task on the held-out test set. Following test set prediction, SnoBIRD’s model was interpreted using SHAP values [69] in order to infer and assess the reliability of the learned features during training. Second, SnoBIRD and the other tools were applied on two genomes with very different length (the fission yeast *S. pombe* and *H. sapiens*) to evaluate their scalability as well as the relevance of their predictions. Third, SnoBIRD was applied genome-wide across several species with matched TGIRT-Seq datasets to identify novel C/D box snoRNAs and to highlight SnoBIRD’s potential in facilitating comparative evolutionary studies of snoRNA across species.

### SnoBIRD outperforms existing tools on a test set representative of all eukaryote kingdoms

Following the collection of the initial dataset, we used a data augmentation strategy to synthetically increase the representation of positive examples in our dataset (Fig. 2A and Supplementary Fig. S1C), a commonly adopted strategy known to improve training efficacy and overall performance of machine learning models [80]. The data-augmented dataset was then split in three independent sets (respectively 10%, 70%, and 20% of all examples): the tuning set was used for hyperparameter tuning with a 3-fold cross-validation strategy, the training set was used for SnoBIRD’s training with a 10-fold cross-validation strategy and the held-out test set was used to assess SnoBIRD’s and the existing tools’ performance (Fig. 2A). We next proceeded to SnoBIRD’s optimization and training as a way to fine-tune the BERT model (DNABERT from [43]) on the data-augmented dataset, reaching adequate performance as depicted by high F1-score over the epochs of training (Supplementary Fig. S8). Intrinsically, SnoBIRD is designed to work in two main steps: the identification and the refinement steps, respectively to predict the presence of C/D box snoRNAs in the general sense and to predict if these snoRNAs are either expressed or pseudogenes (Fig. 2B). Briefly, the input sequence is first split into 194 nt windows which are next converted into 6-mers (i.e. the DNABERT input format) and then transformed into dense vector embeddings. These embeddings are used by the first BERT model to perform the identification step (Fig. 2B). Given a positive C/D box snoRNA prediction, the initial window is then fed to a second BERT model, which was trained to perform the specific refinement task, and passed through additional filters based on known snoRNA expression determinants (Fig. 2B).

**Figure 2.**
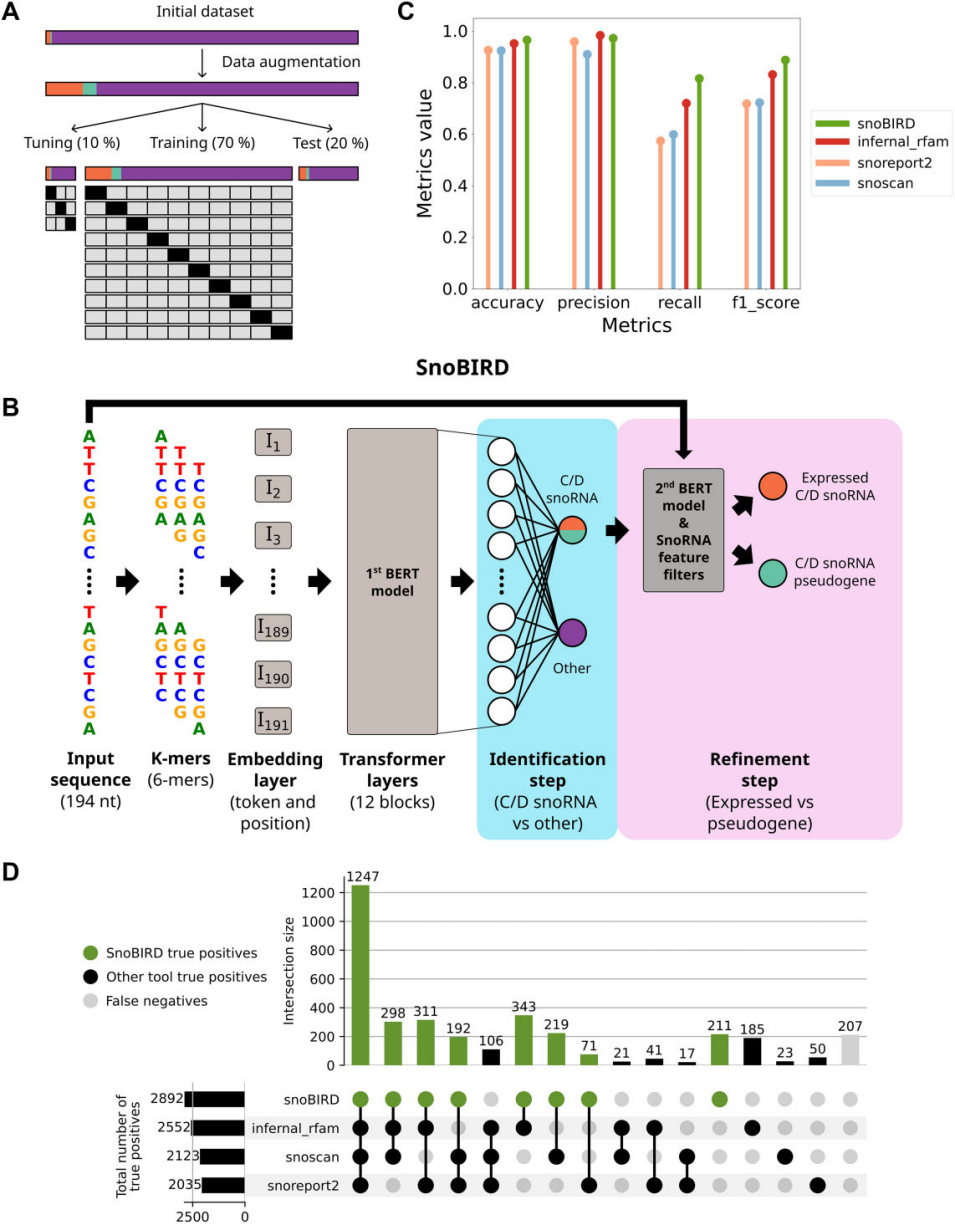
SnoBIRD outperforms existing tools in a controlled test set environment. (**A**) Schematic representing how the initial dataset composed of expressed C/D box snoRNA (orange), C/D box snoRNA pseudogenes (teal), and negative examples (violet) was data augmented for the snoRNA examples and then split into the tuning, training and test datasets of SnoBIRD’s first model (respectively 10%, 70%, and 20% of the initial dataset). A stratified 3-fold cross-validation strategy was used to define the best hyperparameters for SnoBIRD (tuning set), whereas a stratified 10-fold cross-validation strategy was employed to train SnoBIRD (training set). The held-out test set was used to compare the performance of SnoBIRD and the other tools in a controlled environment. (**B**) Architecture of SnoBIRD which uses two models in respectively the identification and refinement steps (light blue and pink areas). First, the input sequence is converted into windows of 194 nt which are converted into *k*-mers (6 nt) and then converted into dense vectors by the embedding layer. These embeddings are then fed to the first model of SnoBIRD, a fine-tuned BERT model, which predicts, in the identification step, if the input sequence contains a C/D box snoRNA (in the general sense) or not. Finally, the refinement step consists in predicting if the C/D box snoRNA is expressed or a pseudogene, using a second fine-tuned BERT model combined with snoRNA feature filters (box conservation, global structure, and terminal stem stabilities). (**C**) Lollipop plot comparing different performance metrics (accuracy, precision, recall, and F1-score) of SnoBIRD’s first model and other tools in predicting the C/D box snoRNAs present in the held-out test set. (**D**) Upset plot representing the intersection of test set predictions between the tools regarding the positive class (C/D box snoRNA). The green dots and vertical bars represent SnoBIRD’s true positives (a C/D box snoRNA predicted as such), the black dots and vertical bars represent the other tools’ true positives, whereas the gray dots and vertical bars represent false negatives (C/D box snoRNAs that were not predicted as such). The black horizontal bars represent the total number of true positive predictions per tool.

Interestingly, SnoBIRD outperforms all other tools on the held-out test set for the specific identification task based on the accuracy, recall and F1-score metrics, while being the second best after Infernal_rfam for the precision metrics (Fig. 2C). These results also stand true when looking exclusively at the expressed C/D box snoRNAs present in the test set, whereas we observe an overall decrease in performance across tools when only considering snoRNA pseudogenes in the identification task, which is yet acceptable for SnoBIRD and Infernal_rfam but markedly low for Snoscan and Snoreport2 (Supplementary Fig. S9A and B). Looking at the concordance of predictions between tools, we observe a great overlap between true positives (i.e. C/D box snoRNAs predicted as such), with SnoBIRD displaying the highest number of overall true positives (2892) and the highest number of true positives found by only one tool (211) (Fig. 2D). In addition, the results were highly similar between tools for the true negative predictions (i.e. examples from the negative set not predicted as a C/D box snoRNA) (Supplementary Fig. S9C). Finally, when considering the prediction errors of the tools across the different species present in the test set, SnoBIRD demonstrates a remarkably low number of prediction errors that seems unbiased across species, which is less the case for other tools (Supplementary Fig. S10). For instance, Snoscan shows a high level of false positive predictions in *M. mulatta* (i.e. C/D box snoRNA predictions which are not snoRNAs in reality), whereas Infernal_rfam and Snoreport2 display a higher number of false negatives (actual C/D box snoRNAs that are missed by the tools) across protist and fungal species (Supplementary Fig. S10, right half of the bar plots). Altogether, these results indicate that SnoBIRD is the most reliable tool to predict C/D box snoRNAs across all eukaryote kingdoms.

### SnoBIRD uses relevant biological signal to differentiate between expressed C/D box snoRNAs and snoRNA pseudogenes

Following SnoBIRD’s impressive performance on the test set, we sought to explore which features were learned during its training as a way to validate the biological relevance of its predictions. To do so, we interpreted SnoBIRD’s model by computing SHAP values [69] for all the C/D box snoRNAs accurately predicted from the initial dataset of 1616 snoRNAs (Fig. 3A). Briefly, we computed an average SHAP value per nucleotide in the input sequence fed to SnoBIRD, thereby representing the importance of each nucleotide for the given prediction, with higher SHAP values correlating with higher importance (see “Materials and methods” section for details). Strikingly, we observe that SnoBIRD tends to recognize two regions of importance for its predictions in the input sequences: one overlapping with the C box and the other overlapping with the D box (Fig. 3A). These results not only indicate that SnoBIRD learned the C and D motifs that typify C/D box snoRNAs but also that SnoBIRD can adjust the position of the found C and D boxes depending on the snoRNA length (as these important regions shift from the outer limits of the input window towards the center of the window as the snoRNA length decreases) (Fig. 3A). Moreover, when clustering the snoRNAs by the resemblance of their SHAP profiles instead of sorting by their length, we notice that the C box region is in general more important than the D box region for the predictions (which is expected as the C motif is longer and thus more recognizable than the D motif), while SnoBIRD uses both the C and D box equally for some snoRNA predictions (Supplementary Fig. S11). As these SHAP profiles clearly highlighted C and D box positions, we included the SHAP value computations as an integral part of the SnoBIRD pipeline in order to identify box motifs as well as the start and end of the predicted snoRNAs (Supplementary Fig. S2). Indeed, as most snoRNA boundaries start 5 nt upstream of the C box and end 5 nt downstream of the D box (Supplementary Fig. S4), we applied this same rule to the SnoBIRD predictions. When comparing SnoBIRD-defined snoRNA boundaries to those defined by the annotation for all C/D box snoRNAs accurately predicted in the initial dataset, we observe a strong overlap, suggesting that SnoBIRD reliably annotates the start and end of snoRNA predictions (Supplementary Fig. S12).

**Figure 3.**
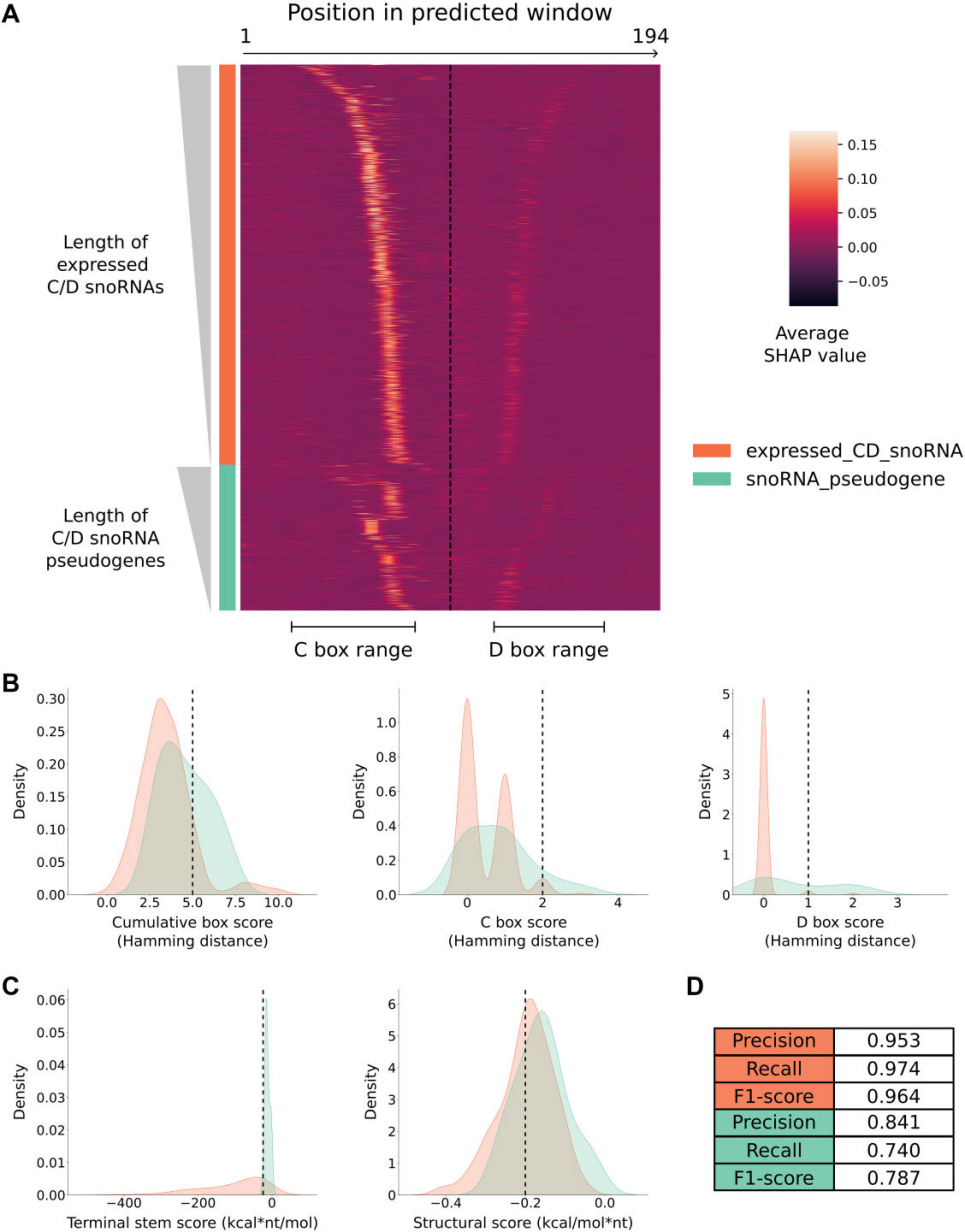
SnoBIRD uses biologically meaningful signal to predict and differentiate between expressed C/D box snoRNAs and snoRNA pseudogenes. (**A**) Heatmap showing the importance of each nucleotide (nt) in the input sequence (194 nt window) for the identification step of SnoBIRD (prediction of C/D box snoRNAs in the general sense). Stacked horizontal lines represent all the C/D box snoRNAs in the initial dataset that were predicted as such by SnoBIRD. Expressed C/D box snoRNAs were separated from snoRNA pseudogenes (represented by the left color bar), and both classes were sorted by increasing length of snoRNA within their fixed 194 nt window length (represented by the left gradient triangles). Vertical lines in the heatmap represent the first to last nucleotide (from left to right respectively) in the window encompassing the snoRNA. The dotted vertical line marks the center of the window. The nucleotide importance is color-shaded and based on its average SHAP value across all 6-mers containing that given nucleotide (the legend is on the right). The C box and D box range is underlined below the heatmap based on high SHAP values. (**B**) Density plots highlighting differences in snoRNA features between expressed C/D box snoRNAs and snoRNA pseudogenes in the test set based on the boxes that SnoBIRD found in the predicted snoRNAs. From left to right are shown the distributions of cumulative box score (sum of all mutations, i.e. Hamming distance, across the C, D, C’, and D’ boxes compared to their consensus sequence), C and D box scores (respectively the number of mutations, i.e. Hamming distance, in C and D boxes compared to their consensus sequence). Each vertical dotted line represents the chosen threshold value per feature used to filter expressed C/D box snoRNAs from snoRNA pseudogenes in SnoBIRD’s refinement step. (**C**) Same as (B), but the distributions represent the terminal stem score (predicted structural stability of the terminal stem multiplied by its length) and the structural score (predicted whole snoRNA structure stability normalized by the snoRNA length). (**D**) Metrics showing SnoBIRD’s performance for its refinement step (prediction of expressed C/D box snoRNAs vs snoRNA pseudogenes) on test set examples of each class (the first three rows for expressed C/D box snoRNAs, the following three for snoRNA pseudogenes). Only SnoBIRD’s performance is represented as no other tool has the capacity to perform this task.

As the SHAP profile distributions differed between expressed snoRNAs and pseudogenes, with snoRNA pseudogenes depicting more asymmetrical C and D regions with regards to the center of the input window (Fig. 3A), we decided to train a second BERT model to differentiate between these two subclasses of snoRNAs. While this second model identified C and D box regions as important for the expressed C/D box snoRNAs (although in a fainter way than with the first BERT model), it lacked a clear biological signal for the snoRNA pseudogene class predictions (Supplementary Fig. S13). Therefore, to improve overall performance and biological relevance of this refinement step, we decided to include additional filters based on features known to distinguish expressed snoRNAs from snoRNA pseudogenes (see “Materials and methods” section for details). Based on the boxes and snoRNA limits found through the SHAP value computation step of SnoBIRD, we could calculate a cumulative box score (sum of all mutations across the C, D, C’, and D’ boxes) and individual box scores that were, as expected, higher for snoRNA pseudogenes than for expressed C/D box snoRNAs (Fig. 3B and Supplementary Fig. S14). Similarly, we computed a terminal stem score (length of the terminal stem multiplied by its structural stability) and a structural score (snoRNA structural stability normalized by its length) which were, as expected again, lower (and therefore more stable) across expressed C/D box snoRNAs compared to snoRNA pseudogenes (Fig. 3C). Combining the second BERT model predictions with the additional feature filters, SnoBIRD achieved high performance on the expressed C/D box snoRNA class (F1-score = 0.964) and respectable yet lower performance on the snoRNA pseudogene class (F1-score = 0.787) (Fig. 3D). These data underline that, by design, SnoBIRD was optimized to maximize the performance on the expressed C/D box snoRNA class as we argue that it is preferable to consider a snoRNA pseudogene as expressed than to misclassify an expressed C/D box snoRNA as a pseudogene (and thereby potentially lose its biological relevance). Taken together, these results emphasize that SnoBIRD accurately predicts C/D box snoRNAs and is the only tool capable of distinguishing expressed from snoRNA pseudogenes, all of this relying on solid and meaningful biological signal.

### Genome-wide comparisons underscore SnoBIRD’s enhanced scalability and reliability to identify known and novel C/D box snoRNAs

After assessing SnoBIRD’s performance in a controlled test set environment, we next wondered how scalable and reliable SnoBIRD would be when deployed across a whole genome. To investigate this, we applied SnoBIRD and the other existing predictors across two genomes of very different size: the fission yeast *S. pombe* (∼12 Mb) and the human genome (∼3000 Mb). Upon usage on a small genome, SnoBIRD’s overall runtime of ∼85 min is reasonable and similar to that of other tools (except for Snoscan which already displays a longer runtime of ∼218 min, which is more than twice of SnoBIRD’s runtime) (Fig. 4A, upper panel). When applied on the large human genome, SnoBIRD really outperforms its competitors with an overall runtime of <13 h, thanks to its high parallelizability capacity (Fig. 4A, lower panel). Its closest competitor, Snoreport2, takes >3.5 days (>87 h) to complete its predictions, whereas Infernal_rfam and Snoscan take >12 and 51 days respectively. To validate if these gigantic runtimes were specific to the whole human genome sequence, we applied all these tools on genomes of increasing lengths (Supplementary Fig. S15), making sure to cap the runtime at maximally 60 h to limit unnecessary energy consumption and carbon emission. Similar to the previous results, only SnoBIRD prediction time scales efficiently with genome size, with the other tools becoming unpractical and almost unusable with genome sizes >500 Mb (Supplementary Fig. S15). Interestingly, SnoBIRD’s cumulative runtime is most affected by the genome prediction step (identification step with the first BERT model) for genomes of smaller sizes, whereas the SHAP value computation accounts for most of the total runtime on genomes of greater size (Supplementary Fig. S16). Overall, these results indicate that SnoBIRD, but not its competitors, was optimized to be run on sequences of any size in a reasonable amount of time.

**Figure 4.**
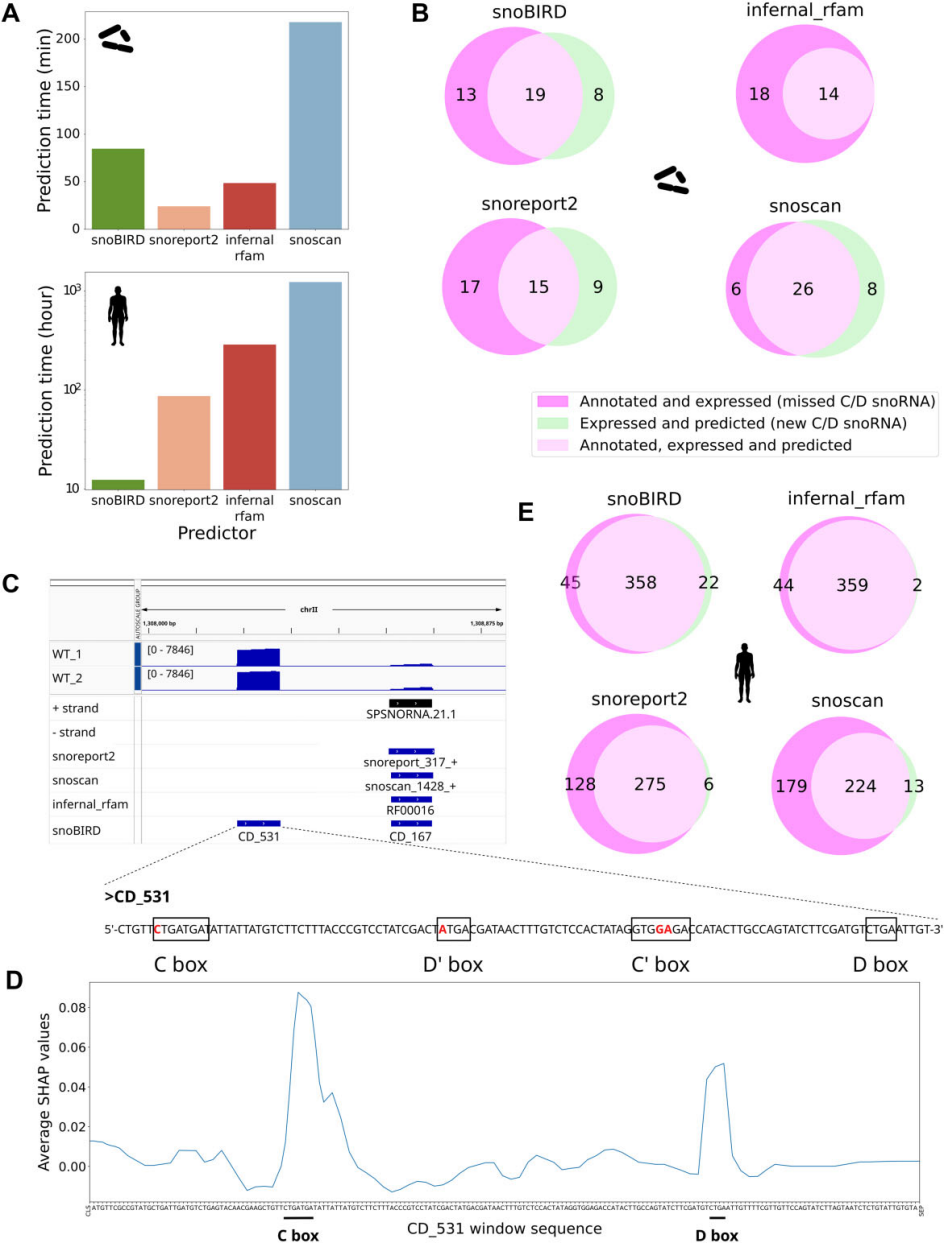
Genome-wide comparison between predictors underlines SnoBIRD’s efficiency and reliability to identify known and novel C/D box snoRNAs. (**A**) Bar plots displaying total runtime of the different C/D box snoRNA predictors on a small (top panel, *Schizosaccharomyces pombe*, genome size of ∼12 Mb) and a large genome (bottom panel, *Homo sapiens*, genome size of ∼3000 Mb). (**B**) Venn diagrams showing the intersection between annotated or novel expressed C/D box snoRNAs and the different tools’ predictions in *S. pombe* (the expression is based on TGIRT-Seq samples). Only the “expressed_CD_snoRNA” predictions of SnoBIRD are considered. (**C**) Genome viewer screenshot depicting two TGIRT-Seq datasets of wild-type (WT) *S. pombe* samples at the specific chrII:1308 000-1308875 locus. The + and – strand tracks represent the currently annotated snoRNAs in *S. pombe*. The following tracks below represent the predictions made by each tool, including SnoBIRD as the lowest track. The sequence of the novel C/D box snoRNA only predicted by SnoBIRD (CD_531) is shown below the screenshot, with the SnoBIRD-inferred C/D’/C’/D motifs highlighted by black rectangles and mutated nucleotides (with regards to their consensus sequence) written in red. (**D**) Line plot showing the importance of each nucleotide in SnoBIRD’s prediction with regards to CD_531, the new snoRNA found in (**C**). The importance is assessed based on the average SHAP value (across *k*-mers containing the given nucleotide) along the 194 nt–long window sequence. The C and D boxes are underlined to highlight which peaks were used by SnoBIRD to define the presence of relevant C/D box snoRNA motifs. SHAP values were generated using the parameter max_evals = 500 within the SHAP partition explainer for clarity purposes in this figure. (**E**) Same as in (B), but with *H. sapiens*.

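The S. pombe libraries were made from wild-type cells of strain yAS99 grown to mid-log phase at 32°C. Small RNAs up to 150 nt were taken from a denaturing gel by cutting between the 5S and 5.8S rRNA bands. The cut was aimed against longer RNAs, and how well it left them out stays open. There were 3 libraries of this condition and no other to compare them with. The deposited table gives the authors' TPM for 7064 genes, scaled within each library. Genes for tRNAs took 93.1% ± 0.999 (SD, n = 3) of it, mitochondrial genes 5.06% ± 0.793, snoRNA genes 1.31% ± 0.286, rRNA genes 0.484% ± 0.0631 and protein-coding genes 0.0198% ± 0.00873. A snoRNA's TPM in these libraries therefore depends on how much tRNA was recovered beside it. Between pairs of libraries, r over the 305 genes above the expression threshold lay between 0.935 and 0.967, and for snoRNA genes alone between 0.978 and 0.994. Gene lengths of S. pombe were not in the sources used, so the depth of these libraries is unknown and no limit is given for values of 0.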

Having predicted with the different tools on both *S. pombe* and *H. sapiens* genomes, we next sought to evaluate their potential in identifying known and novel expressed snoRNAs in these presumably well-annotated species. Out of the 32 annotated and expressed C/D box snoRNAs in *S. pombe*, SnoBIRD identified 19 of these (∼59%), which represents the second-best result after Snoscan (26/32 (81%) and an improvement over Snoreport2 and Infernal_rfam which found less than half of all annotated C/D box snoRNAs (Fig. 4B). 

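The S. pombe table does not state box types, so the 59 entries with a snoRNA identifier or a snoRNA family name were counted as a single class, and no length limit was applied. The rule of a mean above 1 TPM, which the paper states for other species, was used here too. The class holds H/ACA box snoRNAs as well, and it leaves out snoR61, listed among non-coding RNAs, and the U3 entries snu32 and snu3. Of the 59, 40 (67.8%) had a mean above 1 TPM, with 41, 38 and 39 in libraries 1, 2 and 3, and 7 were listed at 0 in every library. The highest were snoZ7 (SPSNORNA.03) at 1741 ± 533 TPM (SD, n = 3), snR40 (SPSNORNA.01) at 1726 ± 461 TPM and SNORD24 (ENSRNA049676952) at 1106 ± 241 TPM. The means of snoZ7 and snR40 differ by less than the spread between libraries. The median over the class was 17.3 TPM. Closest above the threshold were S_pombe_snR46 (ENSRNA049677206) at 1.07 ± 0.549 TPM, snR33 (SPSNORNA.38) at 1.37 ± 0.830 TPM and sno16 (SPSNORNA.33) at 1.67 ± 0.735 TPM. Closest below it were snR30 (SPSNORNA.20) at 0.955 ± 0.551 TPM, sno20 (SPSNORNA.34) at 0.755 ± 0.194 TPM and snR98 (SPSNORNA.50), which stood at 0.901 and 0.979 TPM in libraries 1 and 2 and was listed at 0 in library 3. The call differed between libraries for S_pombe_snR46, snR33, sno16 and snR30, 4 snoRNAs whose means lie within their SD of the threshold. The count moved most when the class was taken instead from names given to C/D box snoRNAs (snoU, snoZ, snoR and snu3), a set that includes snoR61, snu32 and snu3, of which 25 of 28 entries were expressed. From tallies of how many annotated and expressed C/D box snoRNAs each tool found (Fig. 4B), the paper ranks SnoBIRD behind Snoscan and states that it improves on Snoreport2 and Infernal_rfam.

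**Figure D2:**
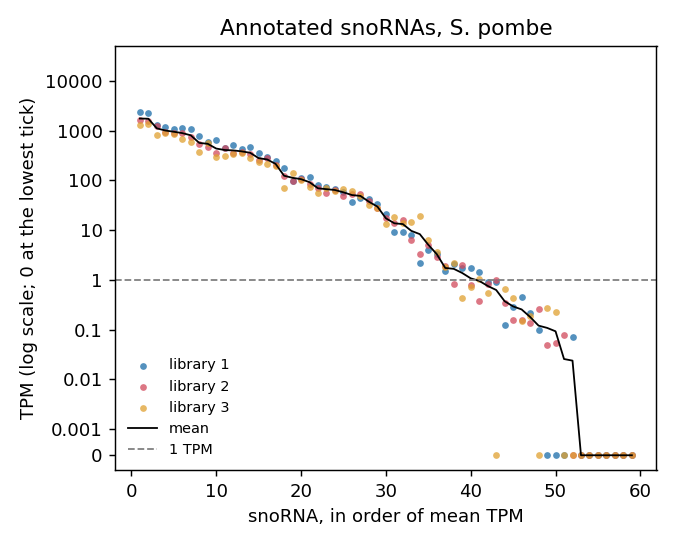
TPM of the 59 annotated snoRNAs of S. pombe. The x axis orders snoRNAs by mean TPM and the logarithmic y axis gives TPM, with values of 0 drawn at the lowest tick; dots are the 3 libraries, the black line the mean and the dashed line 1 TPM. The means of 40 snoRNAs lie above the dashed line, and libraries straddle it for 4.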

The higher recall for Snoscan is to be expected as it was trained on yeast snoRNAs. Interestingly, SnoBIRD identified eight novel expressed C/D box snoRNA candidates, a similar number to what Snoreport2 and Snoscan found, whereas Infernal_rfam did not find any new C/D box snoRNA (Fig. 4B). As a starting point, we decided to validate experimentally in *S. pombe* four of the eight SnoBIRD candidates using an RNA coimmunoprecipitation assay followed by qPCR to assess their binding to core proteins of the C/D box snoRNP. The four tested candidate snoRNAs showed a strong binding enrichment to NOP58 (as observed with the positive controls, i.e. known C/D box snoRNAs), arguing in favor of these candidates being bona fide C/D box snoRNAs (Supplementary Fig. S17A). Similarly, some of these candidates showed a binding enrichment for Fibrillarin (yet weaker than for NOP58), suggesting that they can incorporate this enzyme in the resulting snoRNP while other candidates exist in a complex devoid of Fibrillarin as demonstrated previously [9] (Supplementary Fig. S17B). Further investigating these candidates, we focused on CD_531, a candidate which is amongst the most highly expressed ones in wild-type *S. pombe* TGIRT-Seq samples (Fig. 4C, top and Supplementary Fig. S18). 

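The candidates are not entries of the TPM table, so their own TPM cannot be given. The paper's Supplementary Table S2 lists 8 candidates in S. pombe with their mean read coverage, and all coverage and candidate positions given here are the paper's. CD_531, on chromosome II from 1308236 to 1308346 on the plus strand, has a coverage of 7529, which ranks 2 among the 8. CD_505 (chromosome I from 5369837 to 5369942) has 15396, CD_639 (chromosome II from 2162349 to 2162443) has 4602 and CD_757 (chromosome III from 950556 to 950637) has 1122. Among the annotated genes drawn at these loci, snoU14 (SPSNORNA.21), near CD_531 in Fig. 4C, was at 112 ± 26.2 TPM (SD, n = 3). The candidates of Supplementary Fig. S18 lie in or opposite genes with little signal of their own in this RNA selected for small size. Protein-coding genes together took 0.0198% of TPM in it, so low values do not measure how strongly such genes were expressed. CD_505 is drawn in an intron of spt20 (SPAC4D7.10c), which was at 0.0306, 0.00602 and 0.0407 TPM in libraries 1, 2 and 3. CD_639 is drawn in an intron of SPBC1711.15c, which was at 0.0383 ± 0.00839 TPM (SD, n = 3). The non-coding SPNCRNA.477, on the strand opposite CD_757, was at 0.0119 and 0.0109 TPM in libraries 1 and 2 and was listed at 0 in library 3. Rescaling TPM after leaving out rRNA and tRNA genes moved these values most, to 8488 TPM for snoU14 and 1.94 TPM for spt20.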

While being located in a potential snoRNA cluster close to the annotated *snoU14* (*SPSNORNA.21.1*), only SnoBIRD predicts this candidate as a C/D box snoRNA (Fig. 4C, middle). This could be explained by the fact that its characteristic motifs display some alterations compared to their consensus sequence (Fig. 4C, bottom), which could hinder motif search (a direct step implemented in all competing tools) whereas SnoBIRD, being agnostic to direct motif search, is more permissive in its identification of snoRNAs. Interestingly, when looking at the important regions in CD_531 sequence used by SnoBIRD to make its prediction, we observe that not only it finds the C and D motif regions as important but also extends beyond these regions downstream of the C box and upstream of the D box, highlighting potential important nucleotides that could serve to stabilize the snoRNA structure (Fig. 4D).

Extending our analysis to human, we find that SnoBIRD identified 89% (358/403) of all annotated and expressed C/D box snoRNAs, which is almost equal to Infernal_rfam (359/403), but considerably higher than Snoreport2 (275/403) and Snoscan (224/403) (Fig. 4E). Notably, SnoBIRD identified 22 novel C/D box snoRNA candidates that are expressed in human TGIRT-Seq samples, which is more than all the other tools’ novel candidates combined (Fig. 4E). Interestingly, the only two novel snoRNAs predicted by Infernal_rfam are also predicted by all the other tools, and overlap the longer annotated *SNORD91A* and *SNORD91B* (Fig. 4E and Supplementary Fig. S19). Strikingly, we can observe that SnoBIRD as well as Infernal_rfam and Snoreport2 nicely identify the most plausible start and end of these two snoRNAs with regards to read accumulation, which is not the case for Snoscan (as it frequently outputs multiple overlapping predictions with varying lengths) (Supplementary Fig. S19). As other examples of reannotation, we can also observe that SnoBIRD helps in *S. pombe* to redefine the right start and end of snoRNAs that are either misannotated as longer snoRNAs, long noncoding RNAs or snRNAs in current annotations, which is not consistently the case for the other tools (Supplementary Fig. S20). 

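At the loci of Supplementary Fig. S20, TPM belongs to the genes as currently annotated, while the read coverage and positions of the predictions are the paper's. The annotated snoR61 (SPNCRNA.445) had 87.5 ± 14.2 TPM (SD, n = 3). In its intron the figure draws CD_254, on chromosome II from 3874669 to 3874761, with a coverage of 2356. SPNCRNA.893, a non-coding RNA gene that CD_358 (chromosome I from 3177924 to 3178029) partly overlaps on the same strand, had 6.30 ± 1.29 TPM (SD, n = 3), and the coverage of CD_358 is 717. Its neighbour on the other strand, SPNCRNA.87, was at 0.0329 TPM in library 1, listed at 0 in library 2 and at 0.0846 TPM in library 3. CD_261 (chromosome II from 4239149 to 4239245, coverage 194.8) is drawn in an intron of rps3 and overlaps SPNCRNA.497 on the same strand. SPNCRNA.497 had 24.8 ± 1.75 TPM (SD, n = 3), above rps3 (SPBC16G5.14c) in every library, where rps3 was at 0.136, 0.733 and 0.908 TPM. The gel cut was aimed against longer RNAs, so this order does not measure the expression of rps3. The annotated H/ACA box snoRNA snR90 (SPSNORNA.42) had 1.73 ± 0.231 TPM (SD, n = 3), and a separate entry named S_pombe_snR90 was listed at 0 in all 3 libraries. Next to snR90 lies CD_134, on chromosome I from 4937053 to 4937174, with a coverage of 149. With rRNA and tRNA genes left out of the scaling, snoR61 came to 6344 TPM and snR90 to 129.8 TPM.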

Another interesting case is SnoBIRD’s prediction CD_134 in *S. pombe* that is located close to the H/ACA box snoRNA *snR90* (*SPSNORNA.42.1*) (Supplementary Fig. S20D). This prediction was previously identified as the C/D box snoRNA *snR80* [81], but was never added, to our knowledge, to the *S. pombe* gene annotation. Overall, these results underscore that SnoBIRD is also useful to correct and improve current snoRNA annotations.

As a final comparison between the different tools, we looked at the total number of predictions as well as their overlap with annotated genomic elements (Supplementary Fig. S21). While SnoBIRD presents a relatively high number of total predictions (739 and 276 087 for *S. pombe* and *H. sapiens*, respectively), it still represents a major improvement compared to other snoRNA-specific approaches: Snoscan’s total predictions amount to more than twice those of SnoBIRD (1315 and 555 813 for *S. pombe* and *H. sapiens*) whereas Snoreport2’s totals amount to ∼1.5 time those of SnoBIRD (1118 and 360 790 for *S. pombe* and *H. sapiens*) (Supplementary Fig. S21). To ensure a fair comparison for the total predictions, Infernal_rfam was treated in a different category as it is an annotation tool used by large annotation consortia such as Ensembl [31] and thereby not a tool made for the discovery of snoRNAs per say. This signifies that by design, Infernal_rfam is very stringent in its output predictions (as they need to fit very well within the covariance models, otherwise they are not returned as output), but this is to the detriment of identifying new snoRNAs, as depicted by its high precision and low recall (Fig. 2C) as well as its very low number of newly identified snoRNAs (Fig. 4B and E). To highlight potential biases in the genomic context of predicted snoRNAs for each tool, we then intersected all predictions with the Ensembl gene annotation for both *S. pombe* and *H. sapiens*, separating the genomic regions into exonic, intronic or intergenic (Supplementary Fig. S21). We note that SnoBIRD, Snoscan and Snoreport2 can predict on all types of genomic regions, with a varying proportion that reflects each genome’s specificities (the *S. pombe* genome consisting largely of exons, whereas introns and intergenic regions dominate the human genome) (Supplementary Fig. S21). Unexpectedly, we observe a strong bias for Infernal_rfam which does not predict any intergenic C/D box snoRNA in *S. pombe* and only six in human (although there are hundreds of intergenic snoRNAs annotated amongst these species [8, 60]) (Supplementary Fig. S21). This is likely due to intergenic snoRNAs not being part of Rfam covariance models. Altogether, the results presented in this section indicate that SnoBIRD is the only C/D box snoRNA predictor that can be reliably applied to any genome and run in a reasonable amount of time to identify both expected and novel relevant snoRNA genes.

### Applying SnoBIRD across a broad panel of eukaryotes enables multi-species evolutionary studies

To prove SnoBIRD’s usefulness beyond single-species analyses, we applied it across a panel of varied eukaryotes with matched TGIRT-Seq datasets that we either generated within this study or that were recently published. In addition to *S. pombe* and *H. sapiens*, we predicted C/D box snoRNAs with SnoBIRD in the protists *T. thermophila* and *P. falciparum* as well as in the animals *D. melanogaster*, *D. rerio*, *G. gallus*, and *M. mulatta*. 

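The G. gallus and M. mulatta libraries were made from commercial universal RNA of chicken and monkey, and small RNAs up to 300 nt were selected on a denaturing gel. Each species has 2 libraries of this single condition, so the spread between them rests on a single difference and no test was made. The authors' TPM covers 30107 G. gallus genes and 35424 M. mulatta genes, and the depth behind it is unknown because gene lengths of these species were not in the sources used. Classes came from gene names alone in both species, so the shares of a class leave out its unnamed genes. In G. gallus, snoRNA genes took 14.5% of TPM in library 1 and 30.8% in library 2, snRNA genes 16.4% and 10.6%, and rRNA genes 14.5% and 14.2%. Genes with other names or none took 54.5% and 44.4%. The snoRNA difference comes largely from SCARNA15 (ENSGALG00010020868), a small Cajal body-specific RNA gene at 93653 TPM in library 1 and 244086 TPM in library 2. The other most abundant G. gallus entries were a 5.8S rRNA gene (5_8S_rRNA, ENSGALG00010003618) at 138426 and 135792 TPM and the unnamed ENSGALG00010000004 at 114363 and 59746 TPM. In M. mulatta, snoRNA genes took 33.8% and 34.2% of TPM, snRNA genes 30.4% and 23.7% and rRNA genes 5.65% and 6.69%. Genes with other names or none took 30.1% and 35.4%. The 3 most abundant M. mulatta entries were U2 snRNA genes, at 134505 and 99813 TPM, 79234 and 53164 TPM, and 67713 and 61039 TPM. Between the libraries of a species, r was 0.973 over 917 G. gallus genes and 0.952 over 1359 M. mulatta genes, and log2 ratios between libraries had an SD of 0.83 and 1.08. With a pseudocount of 0.1 the M. mulatta value was 0.898. No gene had the same value above 0 in both libraries of a species.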

In general, we observe that the proportion of predicted snoRNA pseudogenes increases and correlates with organismal complexity, apart from *P. falciparum* (Fig. 5A). The proportion of expressed snoRNA predictions is higher than that of snoRNA pseudogene predictions for all species, which is an expected feature of SnoBIRD which favors by design the identification of expressed C/D box snoRNAs over that of snoRNA pseudogenes. Looking at the distribution of features known to influence snoRNA expression, we observe in these predictions similar trends across species to those found in the initial dataset: predicted expressed C/D box snoRNAs display lower cumulative, C and D box scores as well as lower terminal stem and structural scores compared to predicted snoRNA pseudogenes (compare Fig. 3B and C and Supplementary Figs S14–22). These observations highlight again the biological importance of differentiating between these two subclasses of snoRNAs using SnoBIRD.

**Figure 5.**
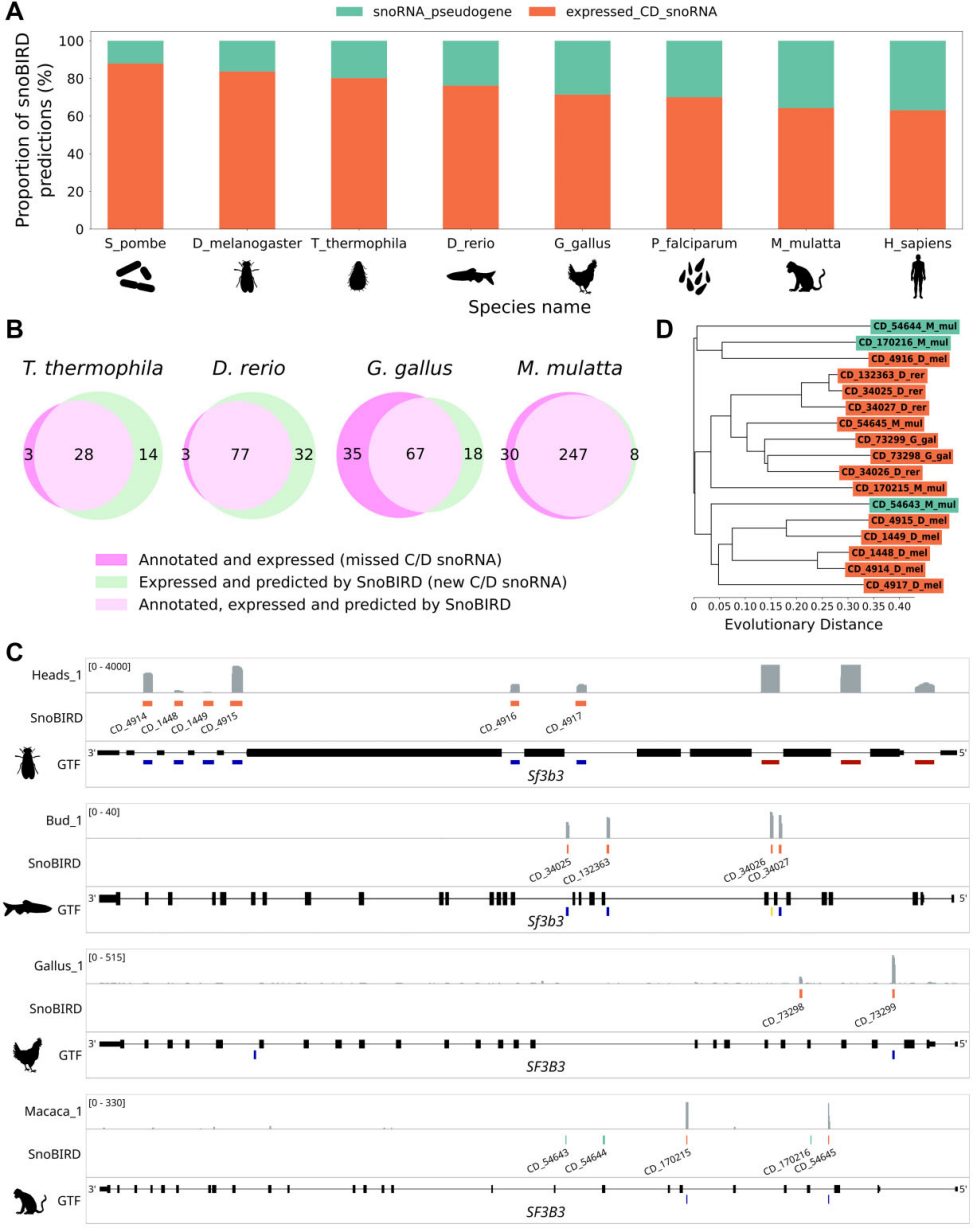
SnoBIRD enables multi-species inference, highlighting snoRNA divergent paths during evolution. (**A**) Stacked bar plot displaying the proportion of the different types of C/D box snoRNA predictions obtained after running SnoBIRD across a wide range of different eukaryote species. Species are ordered by increasing percentage of C/D box snoRNA pseudogene predictions. (**B**) Venn diagrams showing the intersection between annotated or novel expressed C/D box snoRNAs and SnoBIRD’s predictions across species (the expression is based on TGIRT-Seq samples). Only the “expressed_CD_snoRNA” predictions of SnoBIRD are considered. (**C**) Genomic view of the *SF3B3* gene locus across different species [fruit fly (*D. melanogaster*), zebrafish (*D. rerio*), chicken (*G. gallus*), and monkey (*M. mulatta*), from top to bottom, respectively]. Each subpanel shows in the GTF track the exons and introns of *SF3B3* as black rectangles and lines respectively, as well as annotated snoRNA genes as colored rectangles below (blue: C/D box snoRNAs; red: H/ACA box snoRNAs; yellow: snoRNA of unknown type). The SnoBIRD track shows SnoBIRD predictions, with orange and teal rectangles representing expressed C/D box snoRNAs and snoRNA pseudogenes, respectively. The top track in each subpanel shows read accumulation (bedGraph) along the locus for one representative sample per species. (**D**) Phylogenetic tree suggesting evolutionary distance between the C/D box snoRNAs predicted by SnoBIRD across the different species *SF3B3* genes [i.e. those represented in (**C**)]. Expressed C/D box snoRNA and snoRNA pseudogene predictions are colored in orange and teal, respectively. Species names are abbreviated such as M_mul for *Macaca mulatta* after the prediction id for each leaf in the tree.

We next confirmed that SnoBIRD identified the majority of expressed and already annotated C/D box snoRNAs across these species, ranging from 65% in *G. gallus* to >96% in *D. rerio* (Fig. 5B and Supplementary Fig. S23). In addition to these known C/D box snoRNAs, SnoBIRD identified several new expressed C/D box snoRNA candidates across the different species (with the extreme case of 32 new candidates in *D. rerio*) (Fig. 5B), highlighting its potential to supplement and expand current snoRNA annotations eukaryote-wide. These new predictions as well as those in *S. pombe* and *H. sapiens* were included in the Supplementary Table S2. 

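Genes named SNORD were taken as annotated C/D box snoRNAs, without a length limit, and were counted as expressed when the mean of both libraries was above 1 TPM, a rule that the paper states for other species. In G. gallus, 40 of 47 (85.1%) were expressed, with 40 in library 1 and 39 in library 2. SNORD14 (ENSGALG00010026369) was highest at 8893 TPM in library 1 and 20508 TPM in library 2, followed by SNORD36 at 4355 and 2188 TPM and SNORD24 at 1309.5 and 3006 TPM. The 7 genes at or below the threshold were copies of SNORD58, of which 6 were listed at 0 in both libraries and 1 (ENSGALG00010013839) was listed at 0 in library 1 and stood at 0.154 TPM in library 2. Closest above the threshold were a SNORD18 copy (ENSGALG00010020867) at 2.38 and 0.276 TPM, SNORD19 at 1.01 and 1.70 TPM and another SNORD18 copy (ENSGALG00010020860) at 3.04 and 2.23 TPM. Only the SNORD18 copy named first changed its call between libraries, and without library 1 the count was 39. When genes of the same name were counted once with their TPM summed, all 27 names were expressed.

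In M. mulatta, 198 of 307 (64.5%) were expressed, with 195 in library 1 and 187 in library 2, and 49 genes were listed at 0 in both. The call differed between libraries for 30 genes. SNORD65 (ENSMMUG00000032815) was highest at 16924 and 16517 TPM, followed by SNORD36 at 16602 and 14624 TPM and SNORD68 at 15804 and 10346 TPM. Around the threshold the genes were mostly copies of SNORD115. The nearest above it (ENSMMUG00000054905) stood at 0.661 and 1.36 TPM and the nearest below it (ENSMMUG00000062505) at 0.587 and 1.32 TPM, a difference smaller than that between the libraries. SNORD109A and SNORD109B had the same values, 1.86 TPM in library 1 and listed at 0 in library 2. Counted once per name, 139 of 164 names were expressed. With entries named U3 and U8 added, 205 of 429 genes were expressed, which is 47.8%. From the overlap of its predictions with annotated snoRNAs expressed in each species (Fig. 5B), the paper states that SnoBIRD found most of them.

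**Figure D3:**
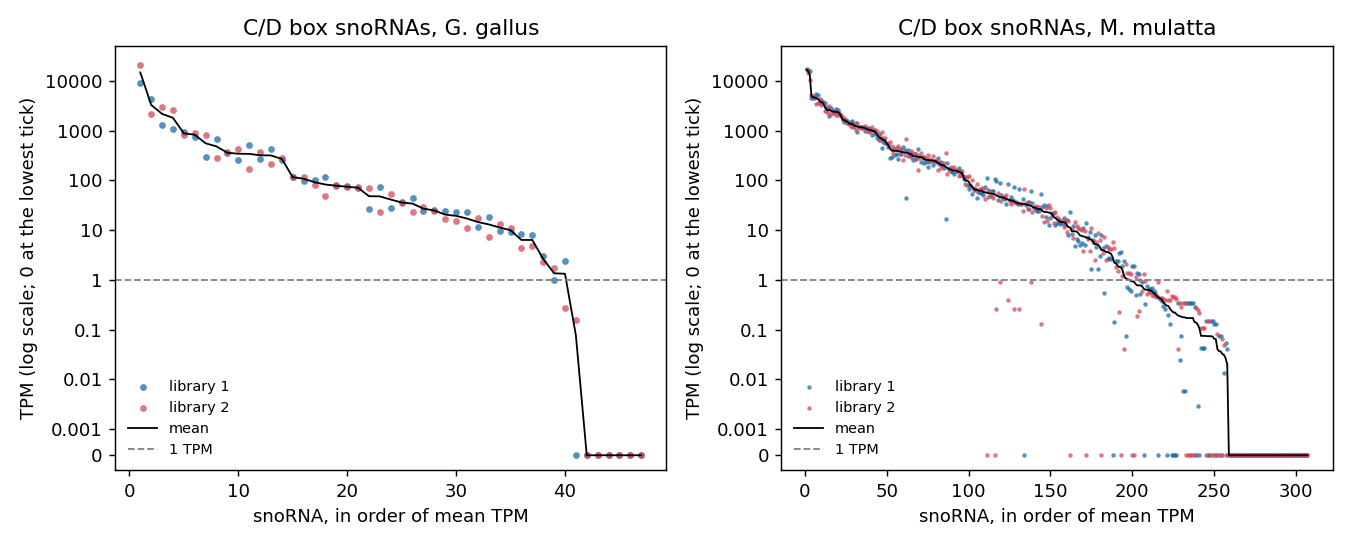
TPM of annotated C/D box snoRNAs in G. gallus and M. mulatta. The x axis orders snoRNAs by mean TPM and the logarithmic y axis gives TPM, with values of 0 drawn at the lowest tick; dots are the 2 libraries, black lines the means and the dashed line 1 TPM. The means of 40 G. gallus and 198 M. mulatta snoRNAs lie above the dashed line.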

Approximately 20% (20/102) of these new candidates were predicted, using snoGloBe (v0.1.1) [73], to interact with rRNA using an antisense element upstream of either the D or D’ box, further supporting the functional relevance of these new snoRNAs (Supplementary Table S3). We then assessed the genomic element overlapping these SnoBIRD predictions, also comparing side by side with the actual genomic proportion (Supplementary Fig. S24). Interestingly, we see an enrichment for SnoBIRD predictions to overlap with introns across the genomes of animals (i.e. more intronic predictions than the actual intronic proportion of the genome), which is not observed in the other tested eukaryote kingdoms (Supplementary Fig. S24). This suggests that SnoBIRD potentially learned that the typical snoRNA location in animals is in introns [8, 20], likely due to its larger 194 nt window encompassing not only the snoRNA but its genomic surroundings. Having predicted in all these different species, we could also note recurring overlap trends across species such as the peculiar location of several SnoBIRD predictions overlapping with 5.8S rRNA genes (Supplementary Fig. S25).

As a final case study, we analyzed SnoBIRD predictions across a snoRNA host gene that is recurrently present amongst the different species covered in this study: *SF3B3* (or *Sf3b3* in *D. rerio* and *D. melanogaster*). This gene encodes a core protein component of the U2 small nuclear ribonucleoprotein complex (snRNP) and harbors a varying number of intron-embedded snoRNAs depending on the species (Fig. 5C and Supplementary Fig. S26). *D. melanogaster*’s *Sf3b3* harbors six C/D box snoRNAs as well as an additional three H/ACA box snoRNAs (Fig. 5C), which is more snoRNAs than any of the other species considered. To decipher if these *D. melanogaster* snoRNAs shared a possible common origin with *SF3B3*-hosted snoRNAs in other species, we applied SnoBIRD on all the considered species. Not only did SnoBIRD correctly identify the expressed C/D box snoRNAs annotated in the different species, but it also helped uncover one novel expressed C/D box snoRNA in *G. gallus* (CD_73298) as well as reannotate one previously annotated snoRNA of unknown box type in *D. rerio* (CD_34026) (Fig. 5C). Additionally, SnoBIRD predicted the presence of three C/D box snoRNA pseudogenes in *M. mulatta*, which made us wonder if these could have a common origin with any of the *D. melanogaster* snoRNAs. 

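The gene tables list SF3B3 and several snoRNAs but no positions, so snoRNAs were taken by name and whether they lie in SF3B3 was not checked in these species. On the mouse assembly GRCm38, the RefSeq annotation places Snord111 and a snoRNA without a family name, LOC115485679, inside Sf3b3, and SNORD111B was looked up for its name alone. In G. gallus, SF3B3 (ENSGALG00010023190) was at 0.288 TPM in library 1 and 0.205 TPM in library 2, and SNORD111B (ENSGALG00010025752) at 37.4 and 34.3 TPM. The G. gallus table has no entry named SNORD111. In M. mulatta, SF3B3 (ENSMMUG00000017812) was at 0.276 and 0.247 TPM, SNORD111 (ENSMMUG00000033987) at 1171 and 1146 TPM and SNORD111B (ENSMMUG00000033587) at 24.2 and 29.0 TPM. In both species every one of these snoRNAs was above SF3B3 in each library by far more than the libraries differed, in RNA selected for small size. With rRNA genes left out of the scaling (no entries are named as tRNA genes in these tables), SNORD111 of M. mulatta came to 1234 TPM and SNORD111B of G. gallus to 41.9 TPM. The candidate CD_73298 is not an entry of the table and has no TPM.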

Based on the sequence identity between SnoBIRD predictions across the different species, we constructed a phylogenetic tree to potentially recapitulate the evolutionary path of the different C/D box snoRNAs. Surprisingly, most *D. melanogaster* C/D box snoRNAs clustered together, along with CD_54643, a snoRNA pseudogene predicted in *M. mulatta* (Fig. 5D, lower cluster). The other annotated C/D box snoRNA in *D. melanogaster* (predicted by SnoBIRD as CD_4916) also clustered but this time with the two other predicted snoRNA pseudogenes in *M. mulatta* (Fig. 5D, top cluster). These relationships suggest some gene duplication events unique to *D. melanogaster*, and that these *M. mulatta* snoRNA pseudogenes might represent remnants of ancient snoRNAs only still functional in *D. melanogaster* and lost or no longer expressed in the three other organisms. Interestingly, the expressed C/D box snoRNAs from the remaining species all clustered in one group (Fig. 5D, middle cluster), suggesting a more recent common origin for these snoRNAs differing from *D. melanogaster*’s snoRNAs. In summary, these results demonstrate yet another useful application of SnoBIRD’s potential, this time unveiling possible evolutionary paths of snoRNAs across multiple species.

## Discussion

In this study, we have highlighted major issues that current eukaryote snoRNA annotations present, such as their incompleteness with regards to the number of included snoRNAs as well as their widespread lack of specificity in terms of snoRNA type (i.e. C/D versus H/ACA box snoRNA not always specified) and snoRNA pseudogene annotation. To address this, we have designed SnoBIRD, a novel tool which predicts C/D box snoRNAs in any eukaryote genome and classifies them as expressed or pseudogenes. We have shown that not only does SnoBIRD outperform its competitor tools in a controlled test set representative of all eukaryote kingdoms, but that it does so using meaningful and reliable biological signal recognized within the input sequence as the characteristic C and D motifs. We have also demonstrated that SnoBIRD, but none of the other tools, can accurately distinguish between expressed C/D box snoRNAs and their pseudogenes, further refining current annotations. Applied on the whole genome of the fission yeast and human, we have underlined that only SnoBIRD is suited to identify genome-wide known and novel relevant candidate C/D box snoRNAs in a reasonable amount of time, while the other tools can take up to several weeks to generate their oftentimes incomplete predictions. Finally, we have applied SnoBIRD across a diverse panel of eukaryote species with matched TGIRT-Seq samples, allowing for the discovery of several new C/D box snoRNA candidates and enabling the study of snoRNA evolutionary paths across different species.

Although several C/D box snoRNA predictors have been released in the last decades [32–36], most of these tools have either become obsolete or carry questionable design choices, since they were often constrained by the availability of datasets and information at their time of conception. These drawbacks include the rigid search for the presence of motifs, structural features and guide sequence complementarity (in the case of Snoscan) which make these tools miss relevant C/D box snoRNAs (Fig. 4B–E; Supplementary Figs S17 and S18). While SnoBIRD benefits from greater prediction flexibility, other more generic approaches like Infernal_rfam that use covariance models are confined to only predicting snoRNAs which were previously identified in other species and characterized enough to be included in a given Rfam family. Albeit a tool with great value, Infernal_rfam thus remains more of a reannotation tool rather than a tool for discovery. It is also not adapted to all species (Supplementary Figs 4B and S10), as less studied eukaryotes such as protists, fungi and plants are not as well represented in Rfam families, and seems biased against specific snoRNA location such as intergenic snoRNAs (Supplementary Fig. S21).

Prioritizing user-friendliness during SnoBIRD’s elaboration, we have improved over past approaches in the fields of reproducible installation (automatic environment creation and model downloads), ease of use [expanded input and output types (Supplementary Fig. S2), automated job submission, etc.], and scalability [parallelization strategy to work as well on small and large sequences (Fig. 4A and Supplementary Fig. S15)]. Moreover, SnoBIRD can scan entire sequences (e.g. genes, chromosomes, genomes, etc.) using the FASTA format as input or only consider specific genomic regions suspected to harbor C/D box snoRNAs (e.g. regions enriched for the binding of an RBP following cross-linking and immunoprecipitation (CLIP) experiments, unannotated regions with blocks of read accumulation in RNA-Seq experiments, etc.) using the BED format as input (Supplementary Fig. S2). This SnoBIRD-specific BED option enables its seamless integration in experimental pipelines designed for the discovery of novel genes or interactors, and it increases even more its prediction speed (as it will run only on the specified regions and not the whole genome sequence). SnoBIRD’s improvements also lie in the quality of output information it provides compared to the other tools. Indeed, SnoBIRD is the only approach that annotates all four boxes (especially the D and D’ motifs which are useful to locate the target base-pairing region on the snoRNA), that provides snoRNA pseudogene annotation as well as snoRNA features (box conservation, terminal stem, and structural stability scores) and that organizes this information into an easy-to-read format such as TSV, FASTA, BED, or GTF (Table 1). Such output formats can then be effortlessly integrated into subsequent analyses (e.g. finding the overlap of BED entries with other genes, computing the read abundance in RNA-Seq experiments, etc.). Finally, another output feature specific to SnoBIRD is that it limits the number of overlapping predictions through its merging step (Supplementary Fig. S2). This is oftentimes not the case for the other tools (as depicted in Supplementary Figs S18A and B, S19, and S20A and D), thus complexifying subsequent analyses by forcing the user to choose which overlapping prediction should be used as the potential “real” snoRNA gene.

Throughout this study, SnoBIRD has been applied to a wide range of different eukaryote species. Remarkably, SnoBIRD’s usage expanded the repertoires of both poorly characterized species and well annotated ones such as *S. pombe* and human, by either reannotating misannotated C/D box snoRNAs (Supplementary Figs S19 and S20) or by identifying more than a hundred novel C/D box snoRNAs (Supplementary Table S2; Figs 4B, E, and 5B), a certain proportion of which were predicted to interact with specific rRNA loci to guide their potential 2′-*O*-methylation (Supplementary Table S3). We have also validated in *S. pombe* multiple C/D box snoRNA candidates (Supplementary Fig. S17) and we support their addition as expressed C/D box snoRNA genes in the next annotation release of PomBase [82]. Interestingly, one of these validated SnoBIRD prediction was also recently characterized in parallel by another group [83]. Indeed, the SnoBIRD prediction CD_531 (Fig. 4C and D), identified as *snR107*, was shown to be hosted in a previously described longer noncoding RNA called *mamRNA* [84]. This C/D box snoRNA was shown to exhibit two crucial functions: (i) to guide a site-specific 2′-*O*-methylation on the 25S rRNA to regulate ribosome production and (ii) to interact with specific RBPs to regulate gametogenesis [83]. The concurrent discovery of this same snoRNA by their approach and ours reinforces that SnoBIRD identifies relevant regulatory C/D box snoRNAs that are missing from current annotations. Additionally, further experiments are needed to confirm that the predictions in the other species are genuine snoRNAs (Supplementary Table S2), but based on the *S. pombe* results, we are confident that many of these high-confidence candidates are also bona fide C/D box snoRNAs.

In addition to displaying high performance and ease-of-use, SnoBIRD maintains a high degree of interpretability by integrating SHAP values as an intrinsic component of the pipeline (Fig. 3). Interestingly, these SHAP values remain available as intermediate results for each prediction in the final output, allowing the user to dig deeper in the specifics of each SnoBIRD prediction (as highlighted in Fig. 4D). This increased interpretability also represents one of few examples where large language models (LLMs) such as BERT can be interpreted and where they can be freed from their usual label as “black-box” models [85]. Therefore, our approach could serve as a blueprint for other interpretable genomic tools (e.g. a H/ACA box snoRNA predictor) as it exploits the enhanced prediction performance of LLMs while providing a precise biological explanation for each prediction. Furthermore, SnoBIRD’s refinement step is similar to other approaches that try to distinguish expressed from pseudogene copies of different types of noncoding RNAs, e.g. tRNAs [86, 87]. For instance, tRNAscan-SE, the most widely adopted tRNA predictor, includes a tRNA pseudogene detection module which classifies, based on secondary structure, if a given tRNA prediction is likely functional or a retrotransposed degenerate copy [87]. These tRNA pseudogenes are also included in the affiliated GtRNAdb tRNA database. Thus, a similar strategy for snoRNA pseudogene prediction, such as the one implemented in SnoBIRD, is highly desirable as these snoRNA pseudogenes are different from the expressed snoRNAs in their expression level, sequence, structure and functionalities (Supplementary Fig. S5) [24].

As SnoBIRD was purposefully trained to limit the number of false positives, it achieved by far the lowest number of total predictions amongst the different snoRNA-centric discovery tools (Supplementary Fig. S21). Nonetheless, the total number of SnoBIRD predictions remains relatively high, with an increased proportion of snoRNA pseudogenes correlating with organism complexity (Fig. 5A), raising the question as to why so many predictions. One hypothesis is that there might have been a high number of snoRNA duplication events that have occurred in ancestral genomes. Most of these duplicated snoRNAs would have integrated loci that are unfavorable to their expression (as hypothesized previously [24]), leading to their degeneration into the remnants identified by SnoBIRD as pseudogenes. Future studies could analyze in a systematic way (similar to our analysis of Fig. 5C and D) the overall evolutionary trajectory of all SnoBIRD predictions across diverse eukaryote genomes, leading to better insights into the potential origin of these snoRNA predictions.

In terms of limitations, SnoBIRD only detects, by design, snoRNAs with a maximal length of 164 nt, which still corresponds to >95% of annotated C/D box snoRNAs eukaryote-wide (Supplementary Figs S1A and S6). The excluded longer snoRNAs are usually *SNORD3* copies which also exist in shorter versions (and these shorter copies are predicted by SnoBIRD). Another drawback is that the performance of SnoBIRD’s refinement step is not as high as for the identification step. A potential explanation is that we did not include the host gene expression status as additional feature for the second BERT model (despite being reported as the fourth most important expression determinant of snoRNAs [24]). This design choice was driven by the fact that host gene expression levels cannot be inferred directly from the sequence, unlike the other used features (motif conservation, terminal stem, and structural stabilities). By relying uniquely on the sequence as input, we simplified the input requirements, while still attaining reasonable performance on the pseudogene prediction task. We believe that a future iteration of SnoBIRD including as input such data (e.g. transcriptomic or even epigenetic datasets in addition to the sequence) could help improve this refinement step and provide more accurate snoRNA pseudogene predictions.

To conclude, SnoBIRD represents the most reliable tool to predict C/D box snoRNAs and classify them as expressed or pseudogenes across any eukaryote genome in a reasonable time. As snoRNAs are central regulators of several physiological and pathological processes [6–8], it is only through a better and more refined annotation that snoRNAs will be investigated thoroughly, leading to new discoveries regarding human and other eukaryotes molecular processes.

## Supplementary Material

gkaf708_Supplemental_Files

## Data Availability

The TGIRT-Seq datasets generated in this study (for *G. gallus*, *M. mulatta*, *M. musculus*, *S. cerevisiae*, and *S. pombe*) were deposited on the Gene Expression Omnibus and are accessible under the id GSE290579. SnoBIRD tuning, training and test sets are available on Zenodo at https://zenodo.org/records/14927289. SnoBIRD training procedure as well as the analyses presented in this study are organized in a Snakemake workflow accessible at https://github.com/etiennefc/cd_predictor. Finally, SnoBIRD as a tool is freely accessible on GitHub at https://github.com/etiennefc/snoBIRD and on Zenodo at https://zenodo.org/records/14927205/files/snoBIRD.zip.

# Supplementary material for: SnoBIRD: a tool to identify C/D box snoRNAs and refine their annotation across all eukaryotes
**Source:** Nucleic Acids Res. 2025 Jul 30;53(14):gkaf708. doi: 10.1093/nar/gkaf708
**Supplement:** gkaf708_Supplemental_Files

**Supplementary figures**  
**(Fafard-Couture *et al.*, 2025)**

**A**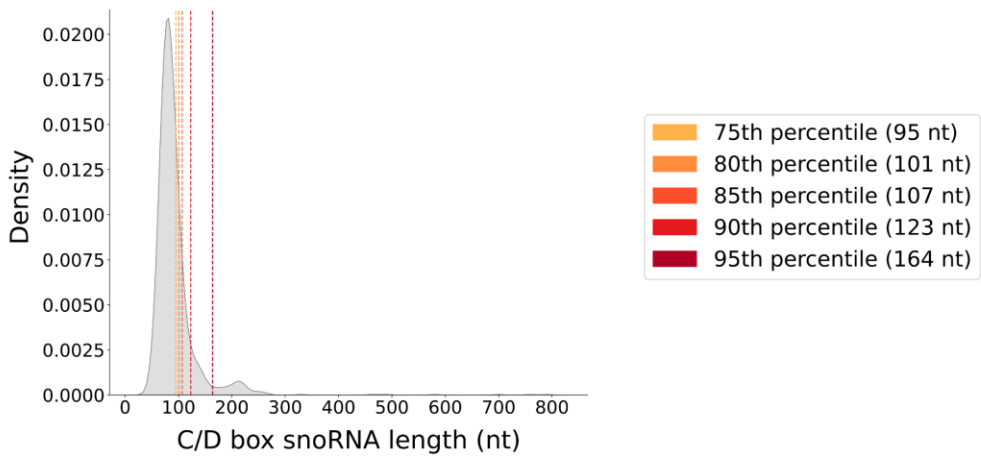**B**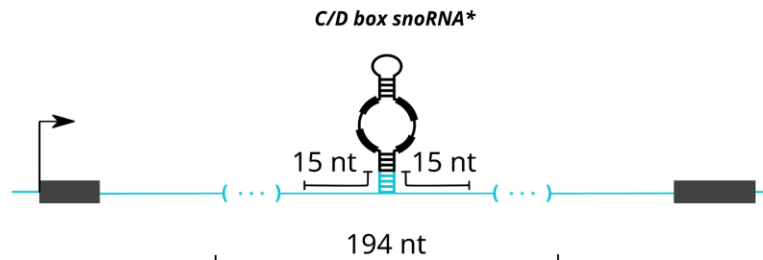**C**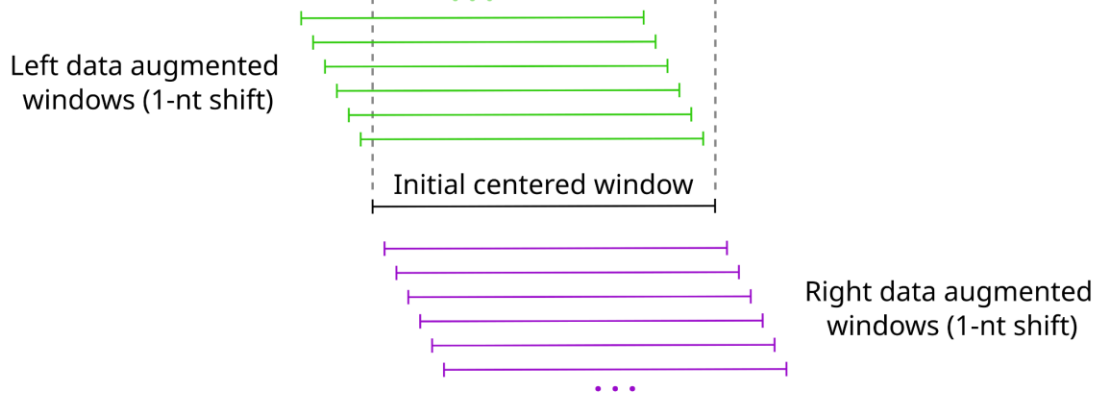

**Figure S1 (Supplemental to Methods and Figures 1 and 2). SnoBIRD's training window selection and data augmentation.** **(A)** Length distribution of the collected C/D box snoRNAs (no filter applied). Vertical dotted lines represent the length thresholds from the 75<sup>th</sup> to the 95<sup>th</sup> percentile. The 164 nt threshold was used to keep all C/D box snoRNAs below or equal to that threshold (i.e. 1184 expressed C/D box snoRNAs and 432 C/D box snoRNA pseudogenes). **(B)** The choice of SnoBIRD's input window size length was fixed at 194 nt, which comprises the centered C/D box snoRNA with its flanking 15 nucleotides. If the snoRNA is smaller than 164 nt, the window is further extended within surrounding nucleotides (represented by the blue dots in parentheses). The \* represents the fact that this window extension strategy was also applied to all other midsize noncoding RNAs smaller than 164 nt and present in the initial dataset as negative examples. **(C)** Data augmentation was applied by shifting the initial centered window both left and right by 1 nt increments to create new synthetic examples of the C/D box snoRNAs examples only. The dataset used for SnoBIRD's first model tuning/training/test was data augmented by a factor of 10 (5 shifts on both sides), whereas the dataset for SnoBIRD's second model was data augmented by a factor of 10 for expressed C/D box snoRNAs and by 30 (15 shifts on both sides) for C/D box snoRNA pseudogenes to create an equal number of examples of both classes.

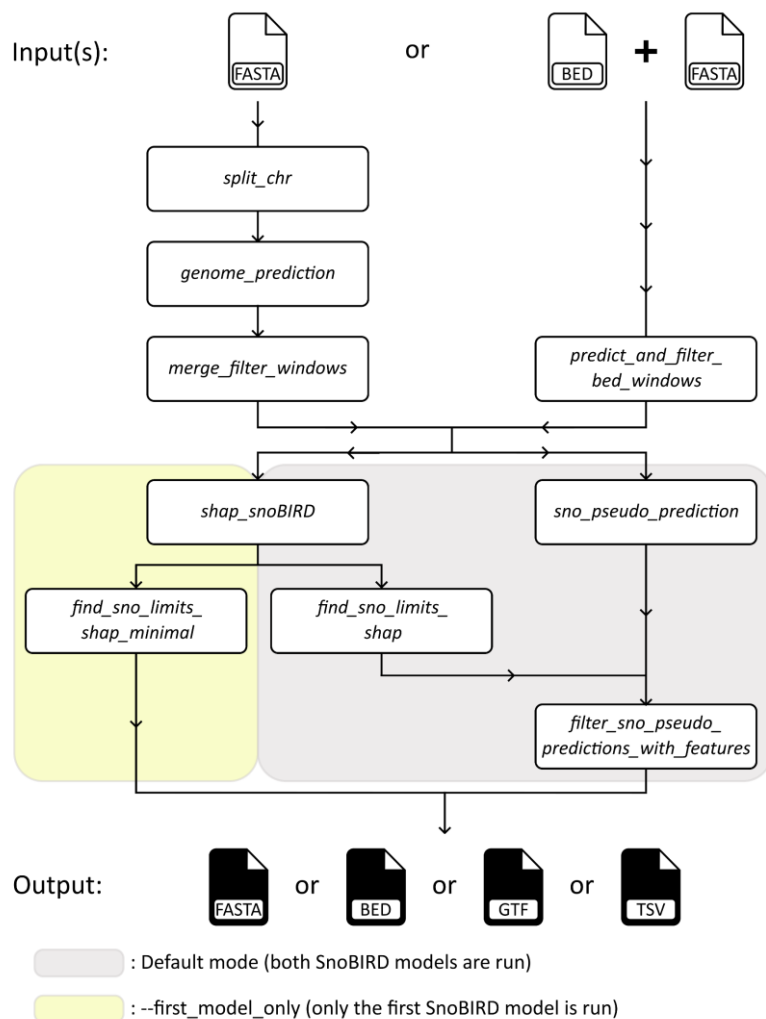

**Figure S2 (Supplemental to Methods and Figure 2). Overview of the main steps and options of SnoBIRD.**

The input given to SnoBIRD can either be a FASTA file (contain one or multiple sequences) or a BED file of regions of interest as well as a FASTA file of the input genome sequence (separated per chromosome). When using only a FASTA file as input, this input is split in different chromosome and/or smaller chunks of chromosome files (via *split\_chr*) to parallelize downstream jobs. These split sequences are fed to SnoBIRD for prediction of the presence of C/D box snoRNAs in the general sense (via *genome\_prediction*). The positive windows are next merged and filtered based on the *p1* (probability of the first model) and *w* (number of consecutive positive windows) parameters to return centered positive windows (via *merge\_filter\_windows*). If a BED input file is used, only the windows present in this input are predicted on by the first model of SnoBIRD and later filtered using the *p1* parameter to return centered positive windows (via *predict\_and\_filter\_bed\_windows*). Using the default parameters, SnoBIRD will next run the second model which will output a probability of being either an expressed C/D box snoRNA or a pseudogene (via *sno\_pseudo\_prediction*). In parallel, SHAP values will be computed for each centered positive window (output of the merging step after the first model) (via *shap\_snoBIRD*) and these SHAP values will be used to identify the C and D boxes as well as to define the start and end of the snoRNA within the 194 nt window (via *find\_sno\_limits\_shap*). Finally, the predictions of the second model combined with feature filters (based on the terminal stem score and structural score, as well as on mutations found in the different boxes) will be filtered and generated as the final output (via *filter\_sno\_pseudo\_predictions\_with\_features*). The final output is user-defined within the following choices: FASTA, BED, (gene transfer format) GTF or (tab-separated value) TSV file. Of note, if the *--first\_model\_only* option is used, the second model predictions will be skipped and only the predictions of the first model with found boxes based on the computed SHAP values will be produced as output (via *find\_sno\_limits\_shap\_minimal*).

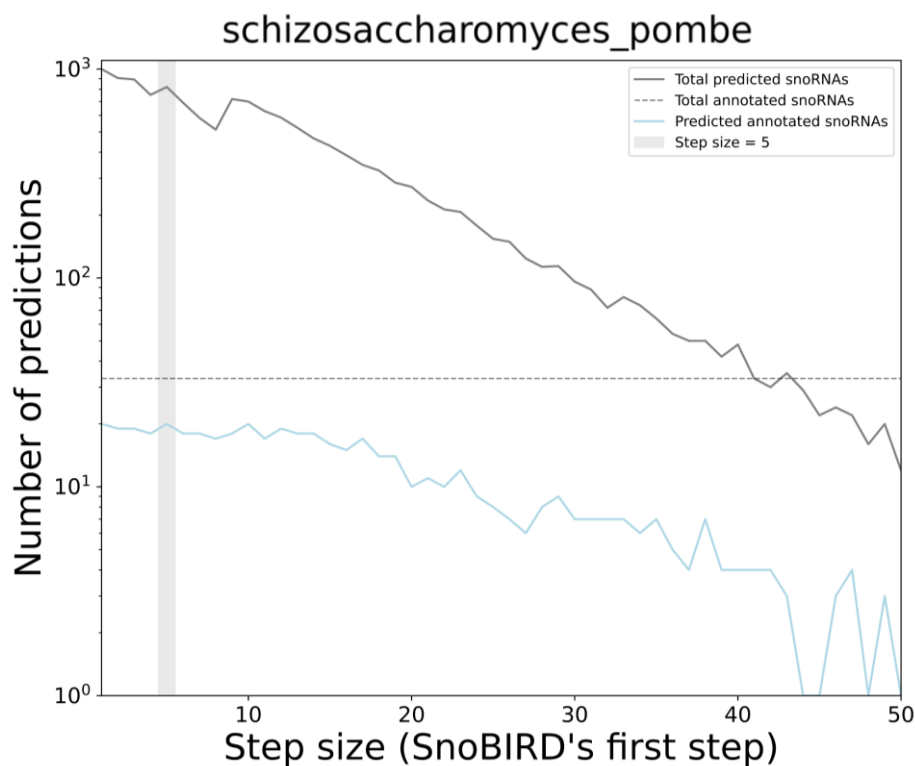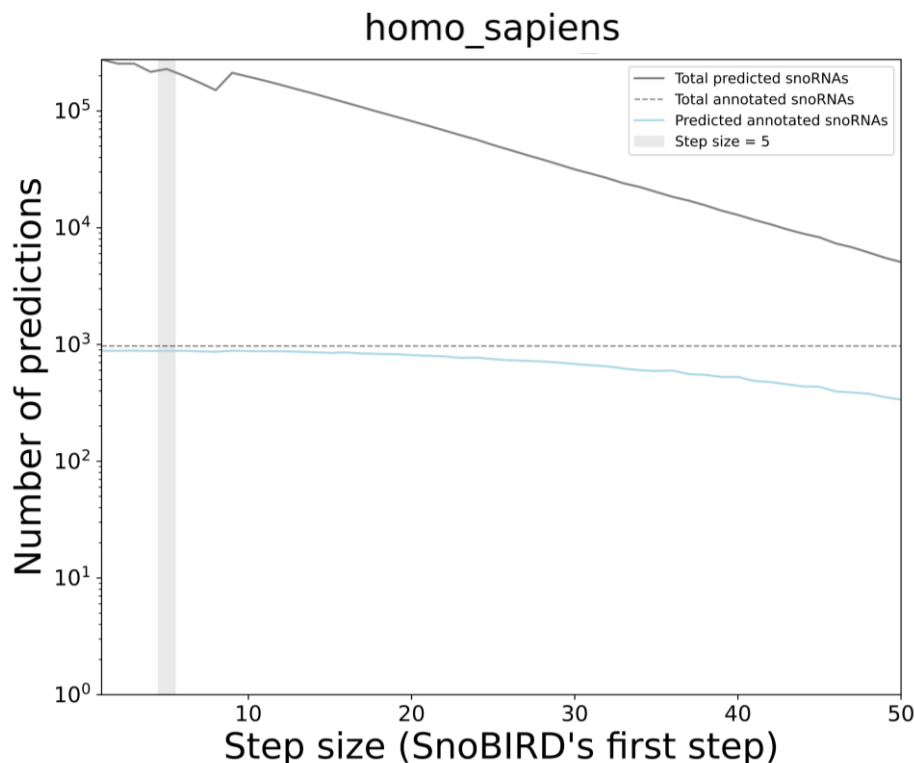

**Figure S3 (Supplemental to Methods). Effect of step size on SnoBIRD's prediction in *S. pombe* and *H. sapiens*.** Line plots depicting for *S. pombe* (top panel) and *H. sapiens* (bottom panel) the total number of SnoBIRD predictions (black line) and those overlapping annotated C/D box snoRNAs (blue line) as a function of the step size used when running SnoBIRD. The dotted horizontal line represents the number of C/D box snoRNAs annotated in that species. The shaded grey vertical region represents the chosen default step size value (step size=5) which is conservative but maximizes the number of predicted annotated C/D box snoRNAs while limiting the total number of predictions.

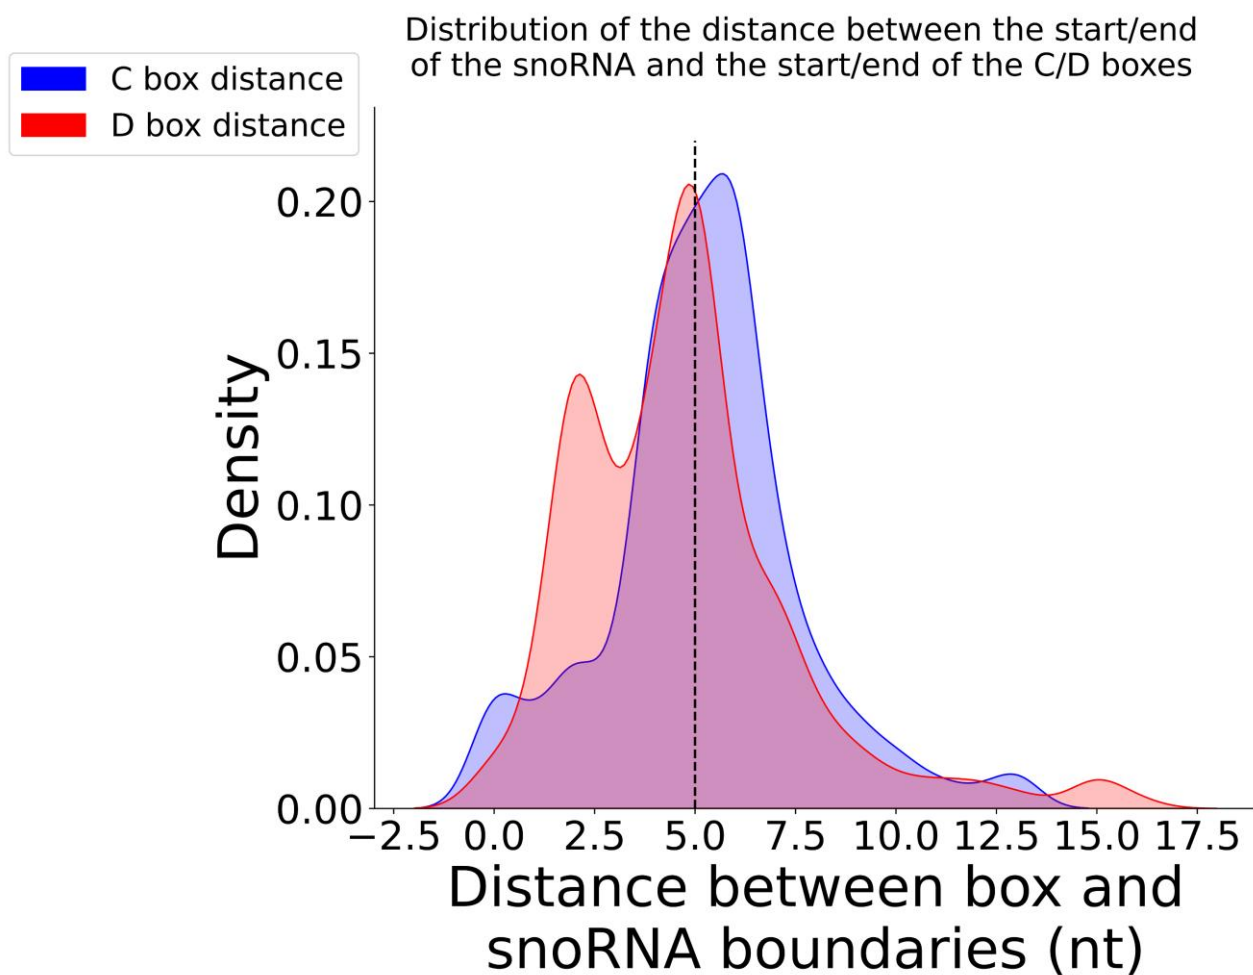

**Figure S4 (Supplemental to Methods and Figure 3). Comparison of the distance between annotated start/end and box positions of known C/D box snoRNAs.** Density plots showing the distribution of the distance between the annotated start of C/D box snoRNAs and the start of their C box (blue curve) or the distance between the annotated end of C/D box snoRNAs and the end of their D box (red curve). The vertical dotted line represents the threshold of 5 that was chosen, i.e. that snoRNAs predicted by SnoBIRD all have their start defined at 5 nt upstream of their C box and their end defined at 5 nt downstream of their D box.

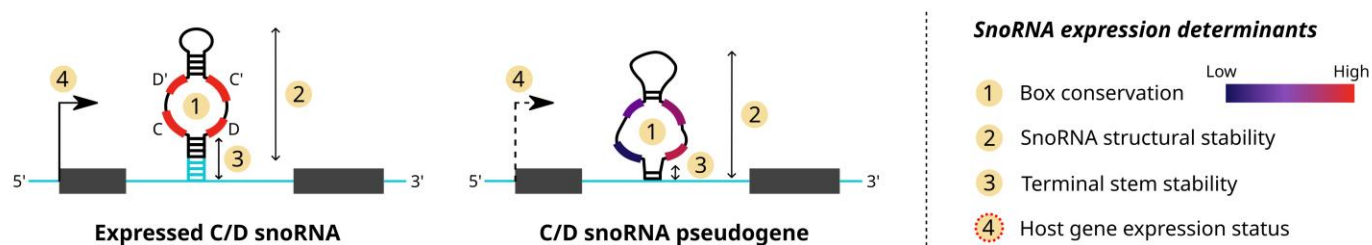

**Figure S5 (Supplemental to Figure 1). Expressed C/D box snoRNAs and C/D box snoRNA pseudogenes display different expression determinants.** Schematic representation of expressed C/D box snoRNAs and snoRNA pseudogenes. SnoRNAs should be divided in these two subclasses since they greatly differ in terms of their cellular function as well as their expression determinants. Expressed snoRNAs display conserved boxes, stable secondary structure and terminal stem and are usually located in expressed host genes. Conversely, snoRNA pseudogenes accumulate several mutations in their boxes, show unstable secondary structure and terminal stem and are generally located in non-expressed loci. Interestingly, except for the host gene expression status (red dotted circle), the other distinguishing features are all related directly to the snoRNA sequence.

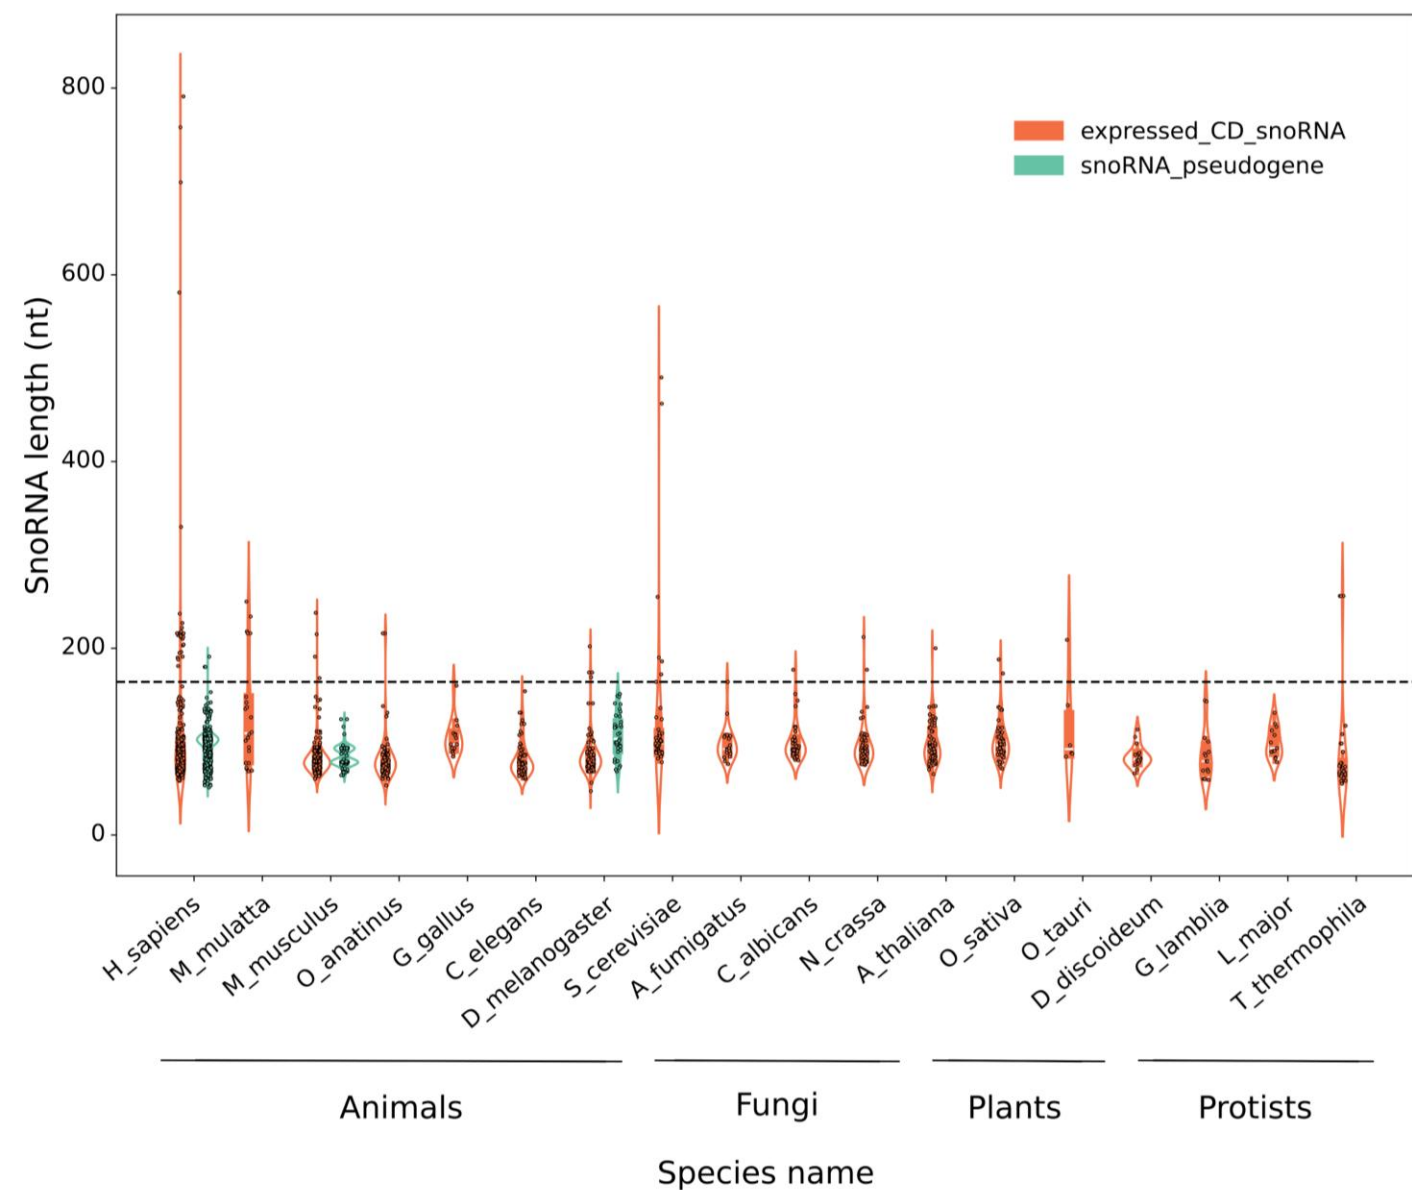

**Figure S6 (Supplemental to Figures 1 and 2). Length distribution of annotated C/D box snoRNAs across species and snoRNA subclasses.** Violin plots showing the length distribution of annotated expressed C/D box snoRNAs and snoRNA pseudogenes present in the initial dataset. C/D box snoRNA pseudogenes are present only for species with enough TGIRT-Seq datasets to reliably assess their non-expression. The horizontal dotted line represents the chosen maximal length threshold of 164 nt.

**Species distribution across  
C/D snoRNA pseudogenes**

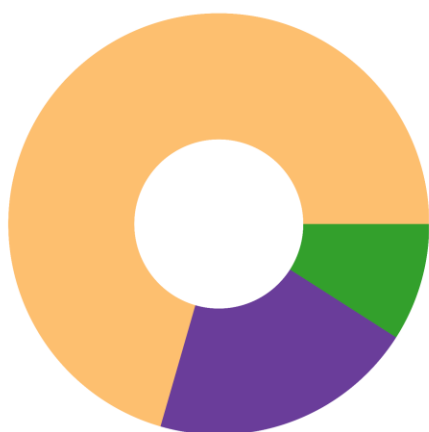

**Species distribution across  
negative examples**

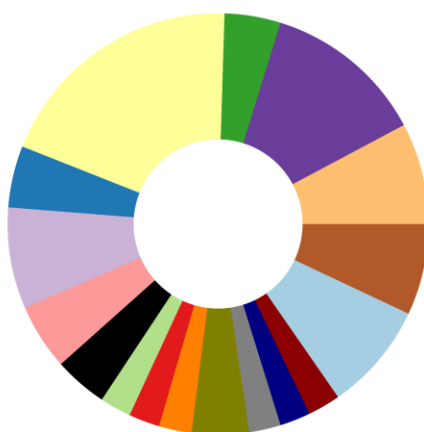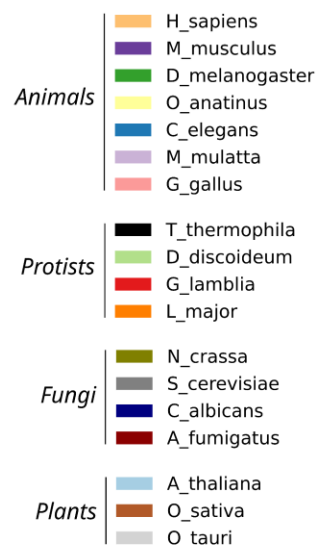

**Figure S7 (Supplemental to Figure 1). Species distribution across C/D box snoRNA pseudogenes and negative examples.** Donut charts representing species distribution from the initial dataset of the C/D box snoRNA pseudogenes class (left), i.e. for species with enough TGIRT-Seq datasets to reliably assess global snoRNA expression level, and of the negative examples (right), i.e. midsize noncoding RNAs, random exonic, intronic and intergenic regions and shuffled C/D snoRNA sequences.

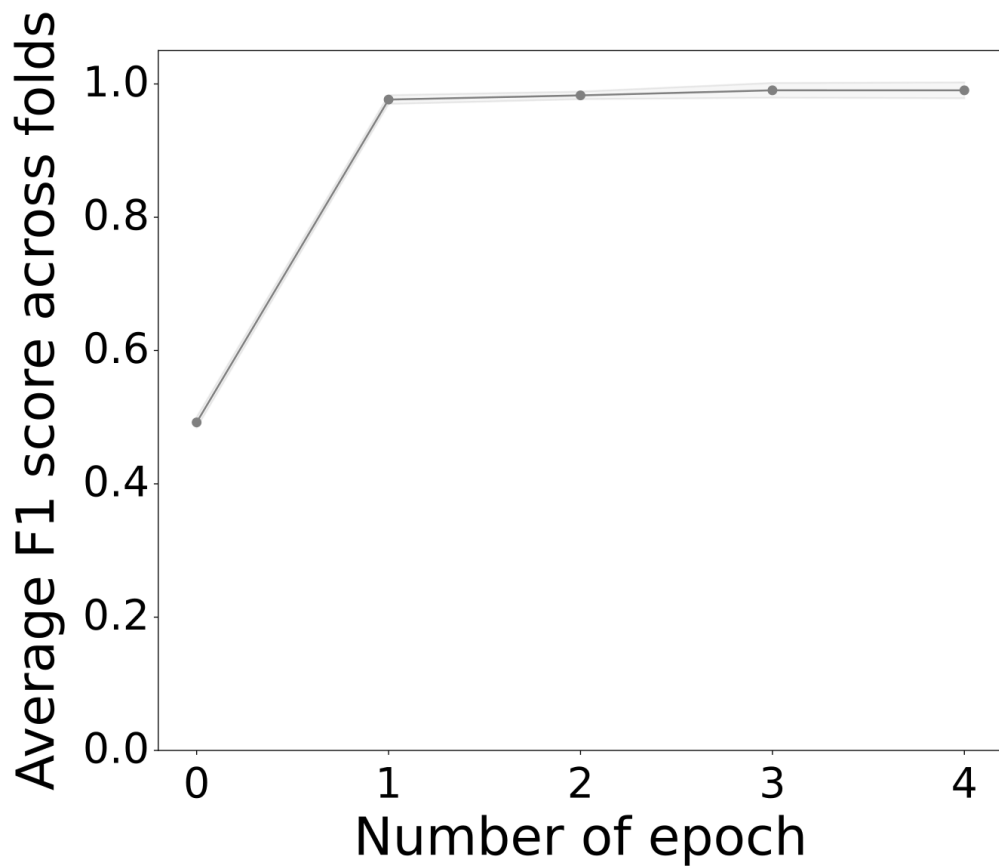

**Figure S8 (Supplemental to Figure 2). Training learning curve of SnoBIRD's first model.** Line plot depicting the average F1-score across the 10 folds during the 4 epochs of training of SnoBIRD's first model. The shaded grey cloud over and under the line represents the F1-score standard deviation across folds.

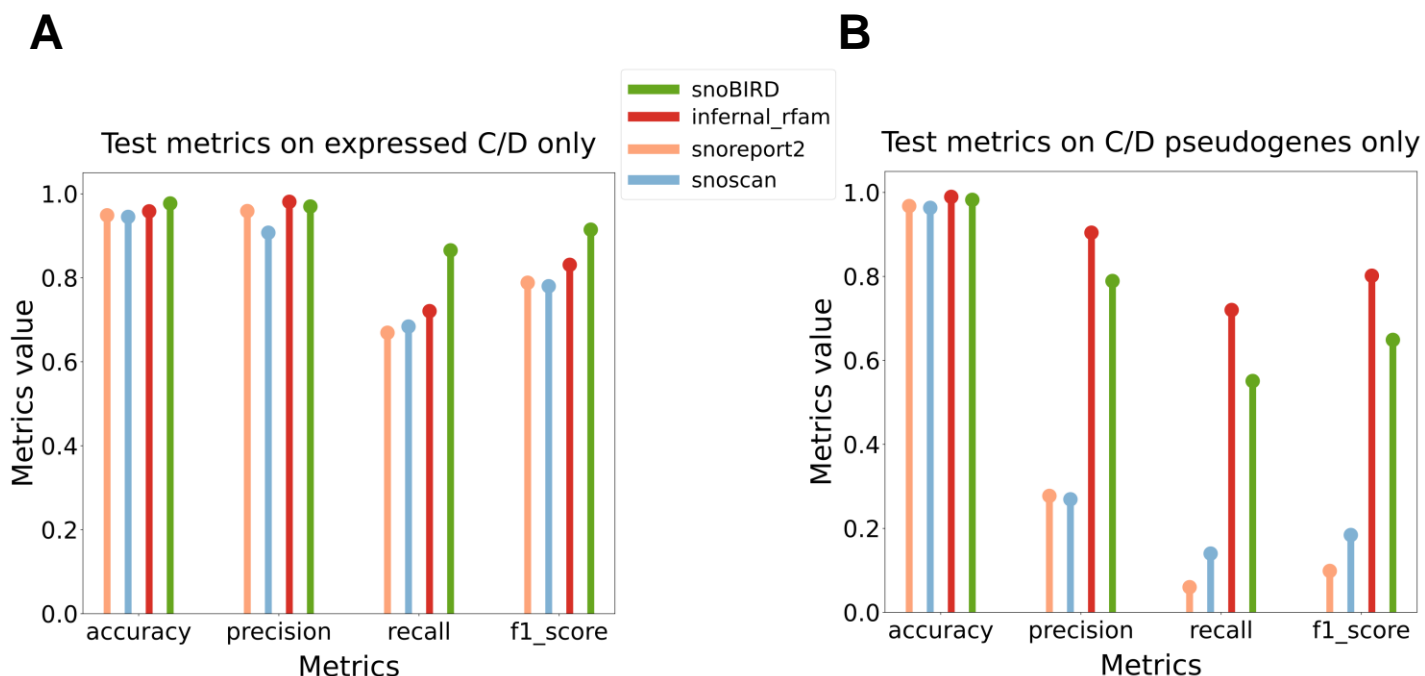

**C** Identification step true negative and false positive examples (in the test set) across tools

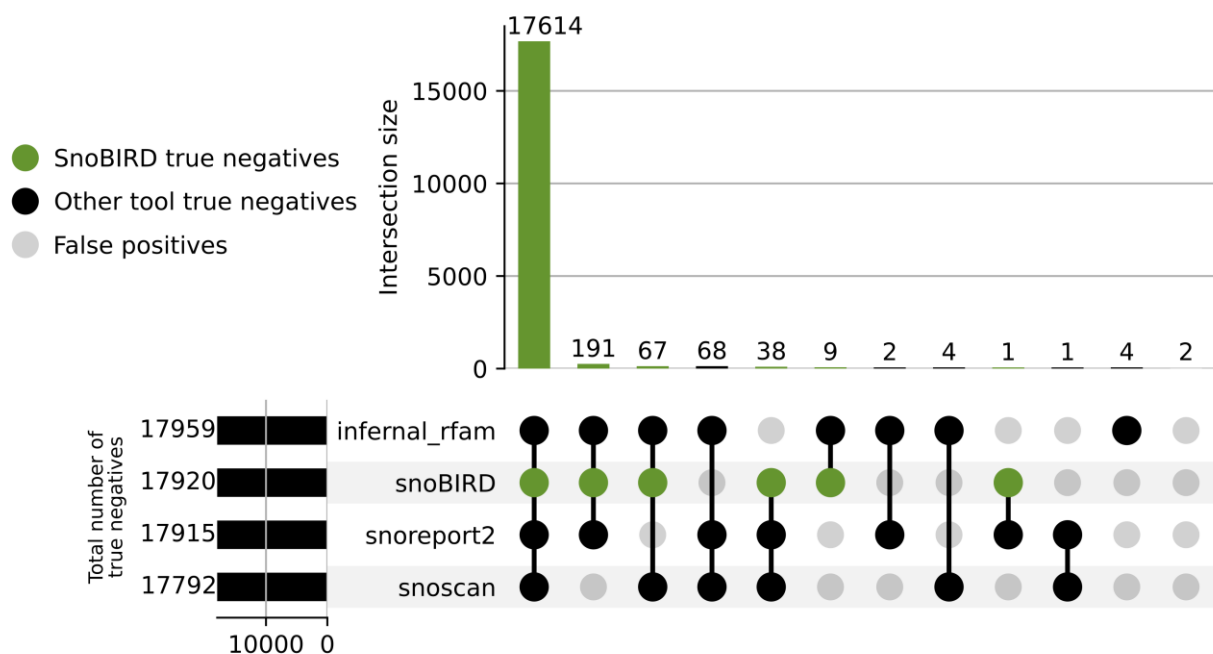

**Figure S9 (Supplemental to Figure 2). SnoBIRD outperforms most tools in terms of per subclass predictions and true negative detection.** (A) Test set metrics based on the expressed C/D box snoRNA and negative classes only. (B) Test set metrics based on the C/D box snoRNA pseudogene and negative classes only. (C) Upset plot representing the intersection of predictions between the tools regarding the negative class (i.e. not C/D box snoRNAs) predictions in the test set. The green dots and vertical bars represent SnoBIRD's true negatives (a negative predicted as such, i.e. not as a C/D box snoRNA), the black dots and vertical bars represent the other tools' true negatives, whereas the gray dots and vertical bars represent false positives (negative examples that were predicted as C/D snoRNAs). The black horizontal bars represent the total number of true negative predictions per tool.

Number of wrongly predicted examples in the test set

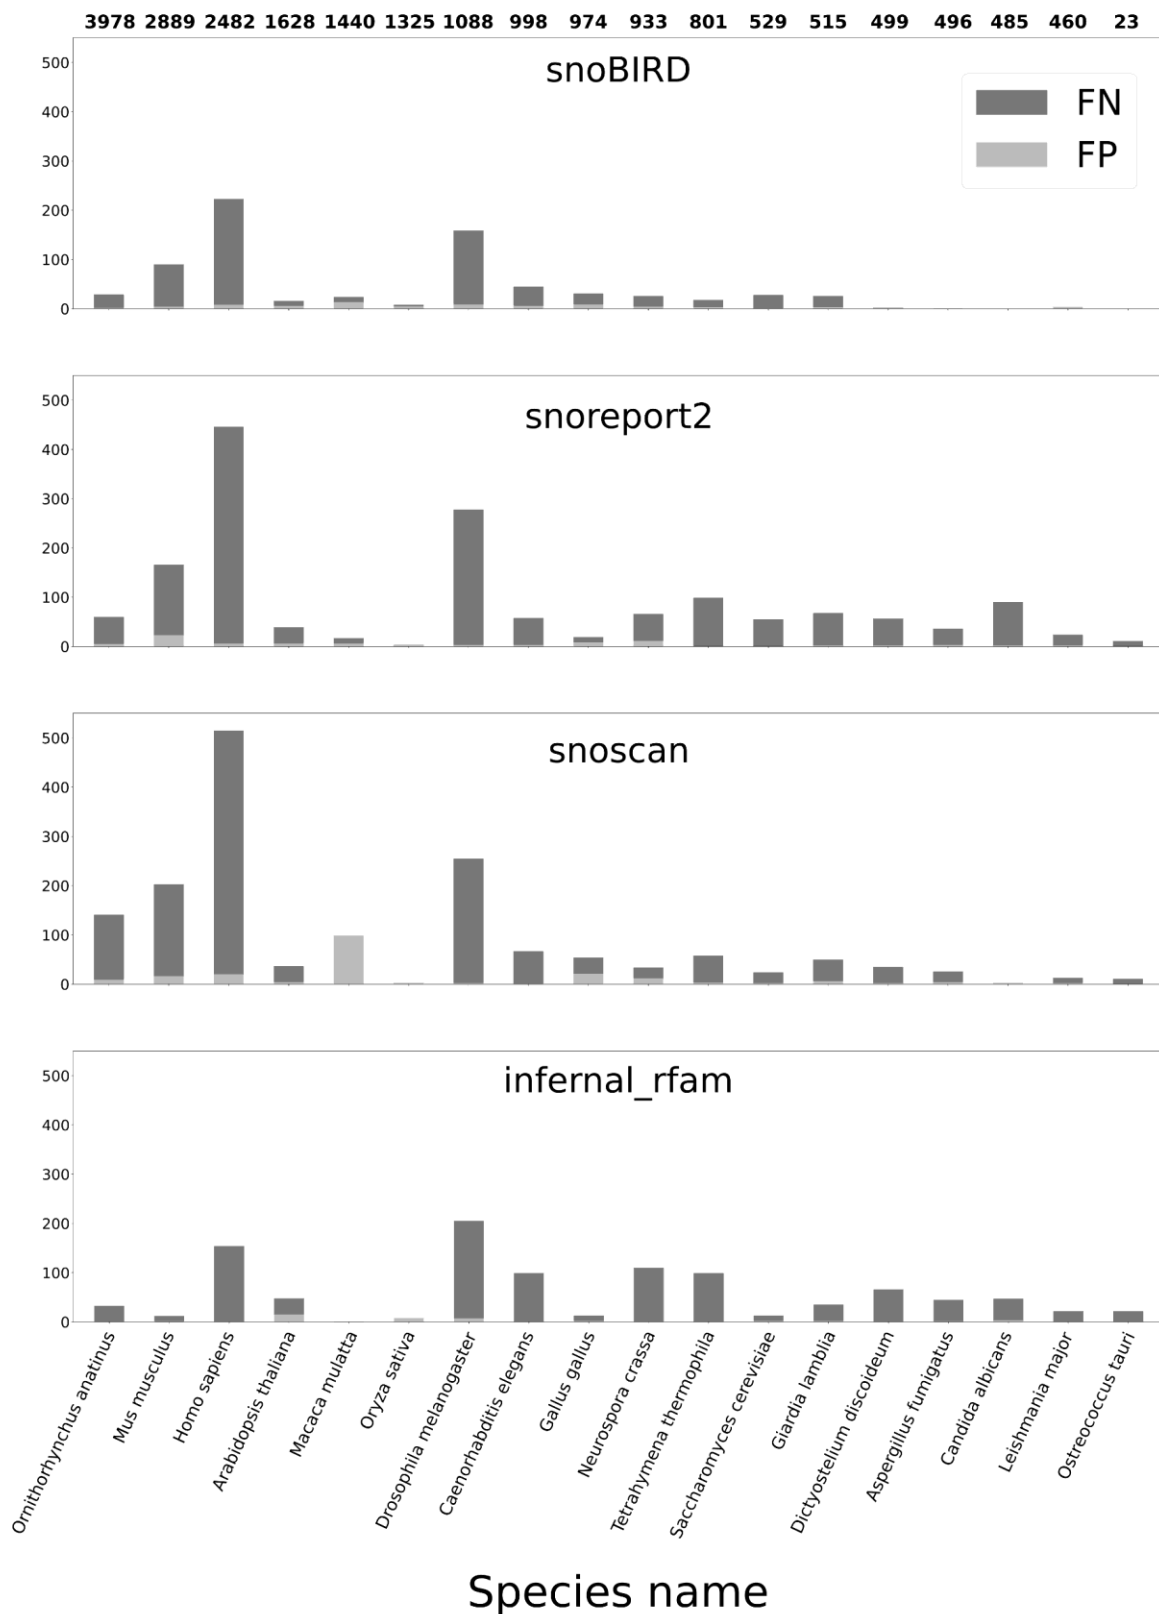

**Figure S10 (Supplemental to Figure 2). SnoBIRD shows less false negatives and across a greater variety of eukaryotes than the other tools.** Stacked bar plots showing the number of false negative (FN) and false positive (FP) examples from the test set across the different tools and per species. The total number of positive data-augmented examples per species present in the test set is represented as bold numbers above the topmost bar plot. Bars are ordered from the most to the least number of examples per species in the test set (from left to right respectively).

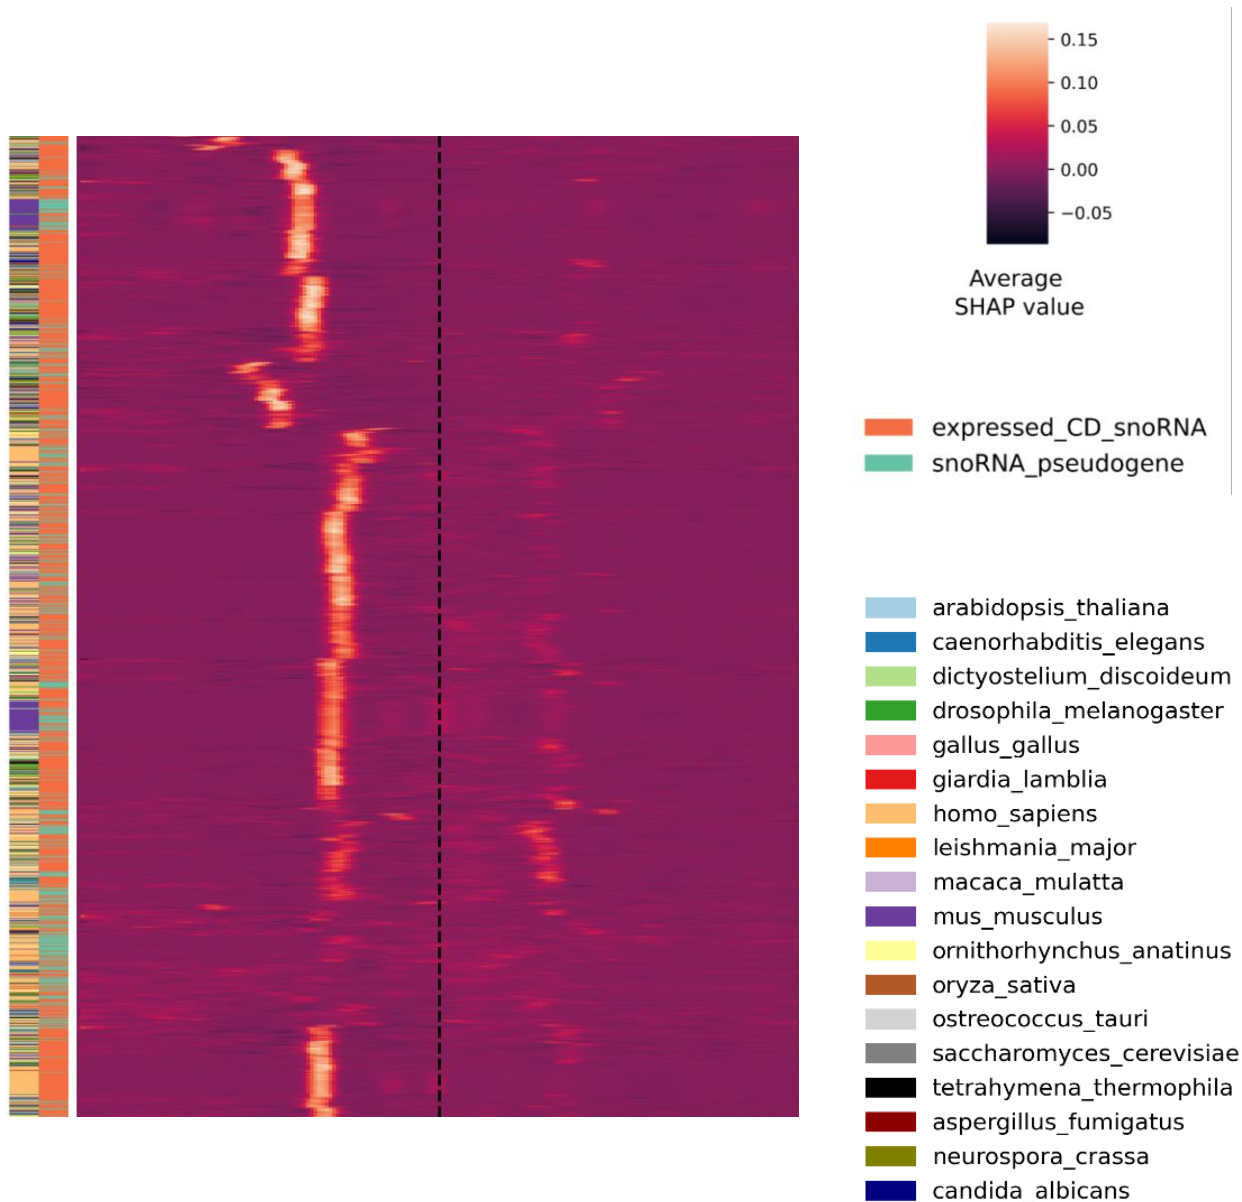

**Figure S11 (Supplemental to Figure 3). SnoBIRD’s prediction rely on different location and combination of C and D boxes.** Heatmap showing the importance of each nucleotide (nt) in the input sequence (194 nt window) for the identification step of SnoBIRD (prediction of C/D box snoRNA in the general sense). Stacked horizontal lines represent all the C/D snoRNAs in the initial dataset that were predicted as such by SnoBIRD and are clustered by SHAP profiles resemblance. Vertical lines in the heatmap represent the first to last nucleotide (from left to right respectively) in the window encompassing the snoRNA. The dotted vertical line marks the center of the window. The nucleotide importance is color-shaded and based on its average SHAP value across all 6-mers containing that given nucleotide (the legend is on the right). Species from which the snoRNAs originate are identified by the left most color bar. Expressed C/D box snoRNAs and snoRNA pseudogenes can be differentiated by the second color bar on the left.

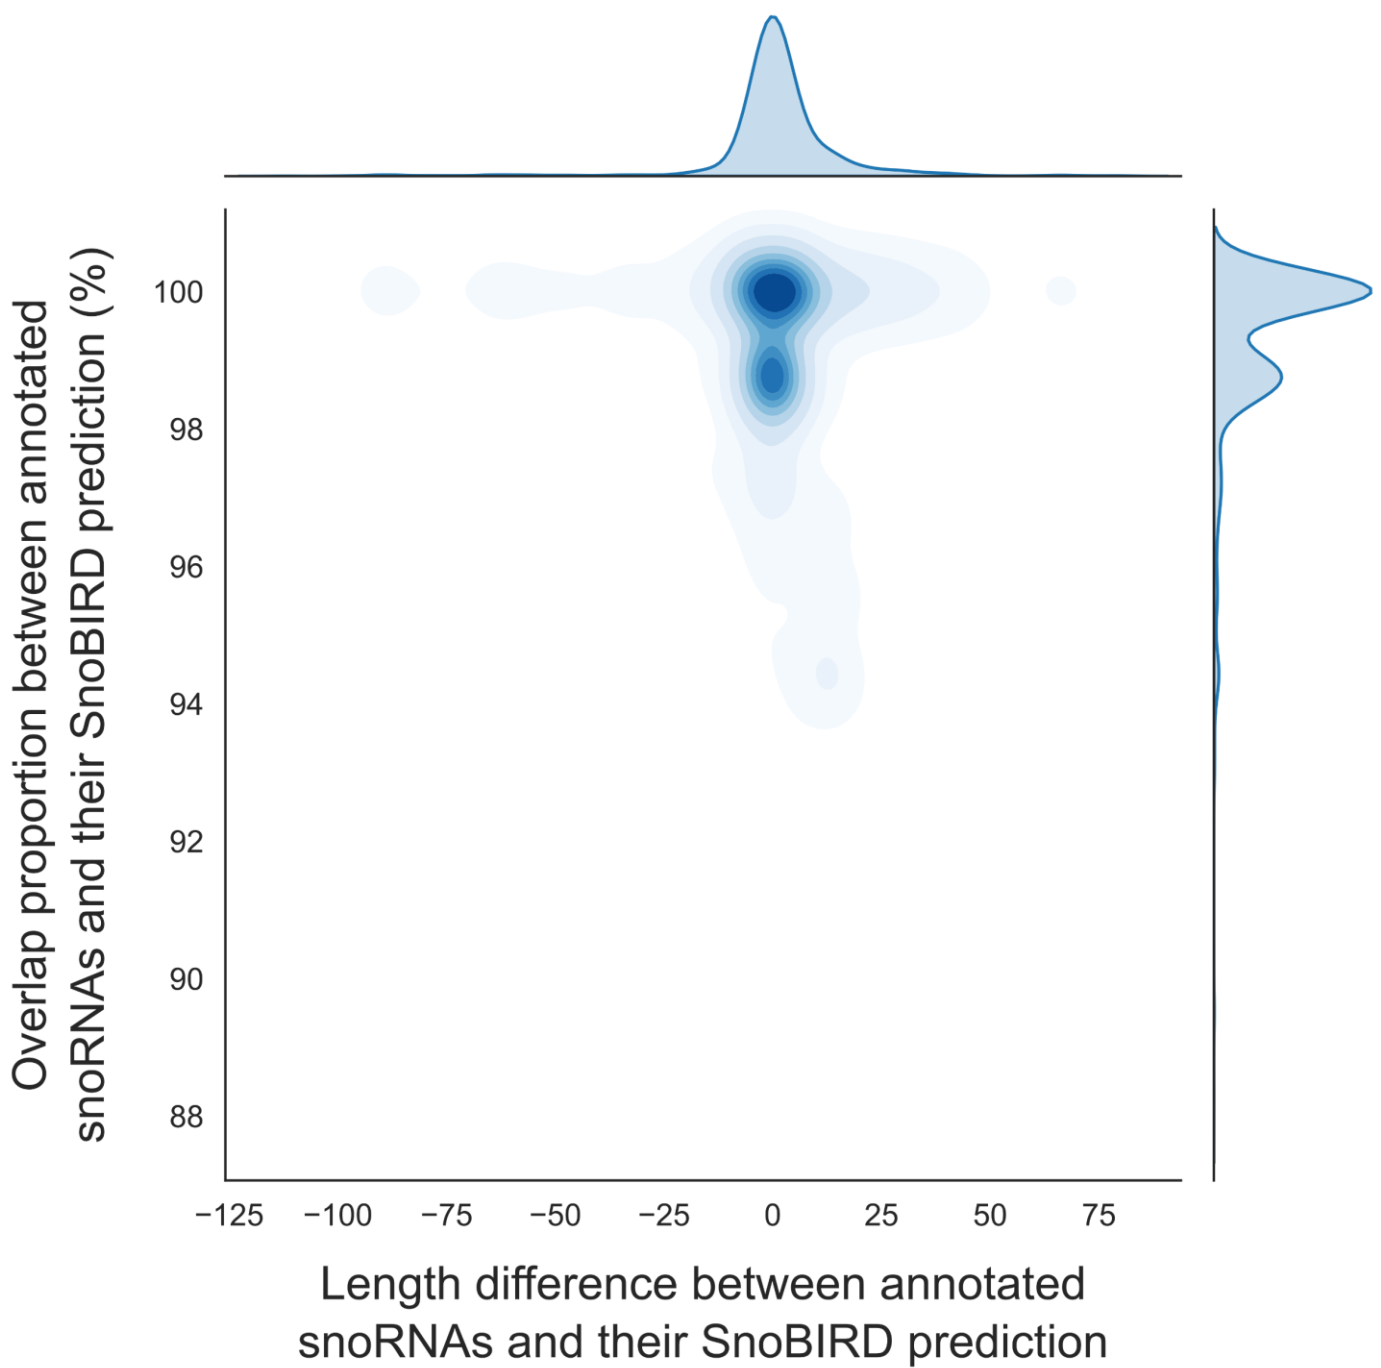

**Figure S12 (Supplemental to Figure 3). SnoBIRD predicted snoRNA limits are concordant with the annotated snoRNA limits.** Joint density plot depicting for the C/D box snoRNAs present in the initial dataset the length difference between SnoBIRD predictions and their known annotated length (x axis), as well as the overlap proportion between SnoBIRD predictions and their known annotated sequence (y axis).

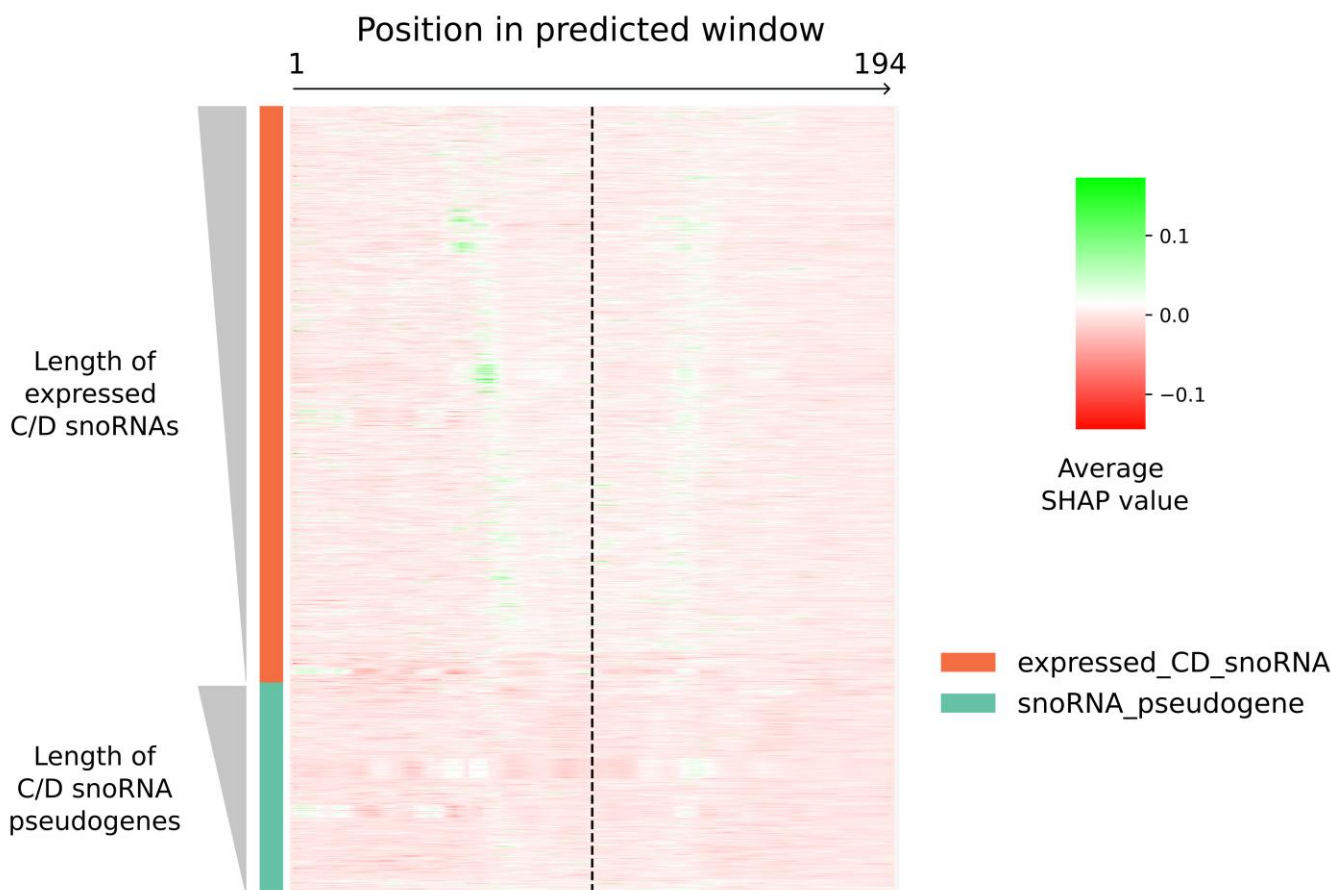

**Figure S13 (Supplemental to Figure 3). SnoBIRD's second model identifies some low-intensity biological signal.** Heatmap showing the importance of each nucleotide (nt) in the input sequence (194 nt window) for the refinement step of SnoBIRD (prediction of expressed C/D box snoRNA vs pseudogene). Stacked horizontal lines represent all the C/D box snoRNAs in the initial dataset that were predicted as such by SnoBIRD. Expressed C/D box snoRNAs were separated from snoRNA pseudogenes (represented by the left color bar), and both classes were sorted by increasing length of snoRNA within their fixed 194 nt window length (represented by the left grey gradient triangles). Vertical lines in the heatmap represent the first to last nucleotide (from left to right respectively) in the window encompassing the snoRNA. The dotted vertical line marks the center of the window. The nucleotide importance is color-shaded and based on its average SHAP value across all 6-mers containing that given nucleotide.

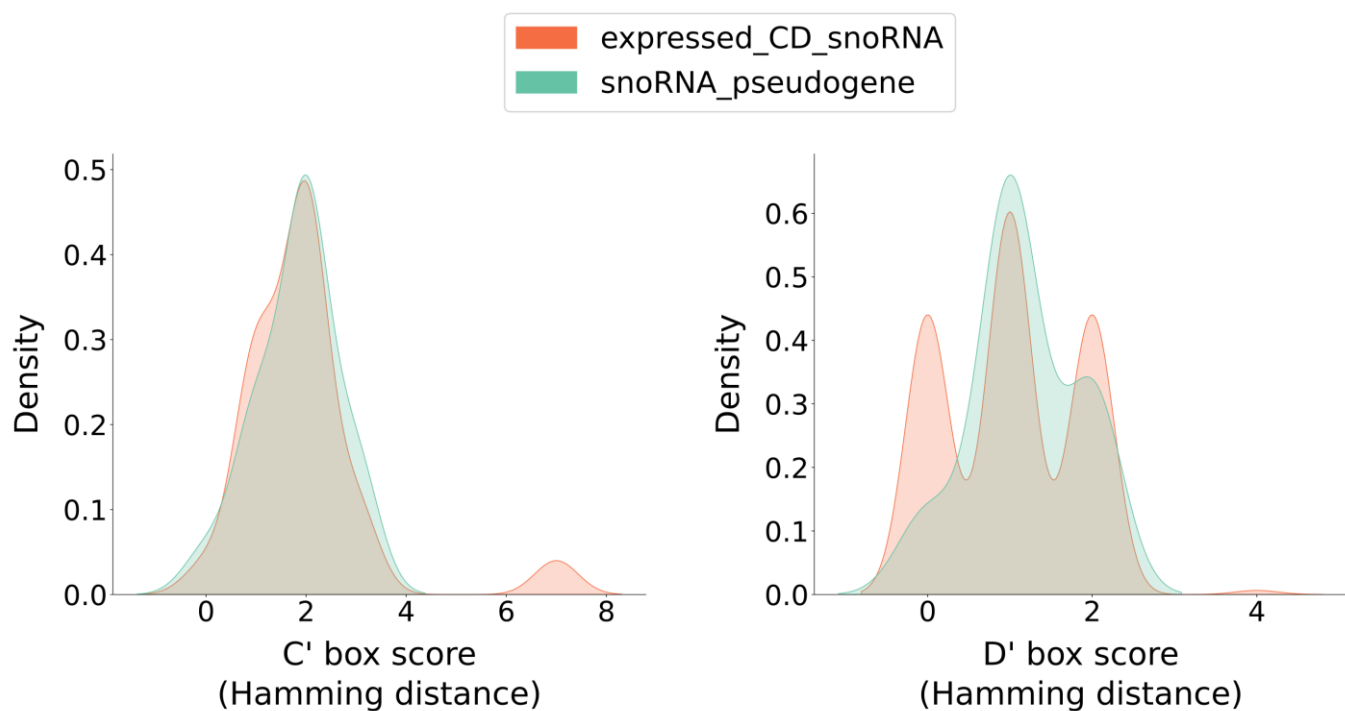

**Figure S14 (Supplemental to Figure 3). C' and D' box score distributions.** Density plots highlighting differences in snoRNA features between expressed C/D snoRNAs (orange) and snoRNA pseudogenes (teal) in the test set based on the boxes that SnoBIRD found in the predicted snoRNAs (left: C' box score; right: D' box score). Each score corresponds to the number of mutations (i.e. Hamming distance) with regards to the respective consensus sequence.

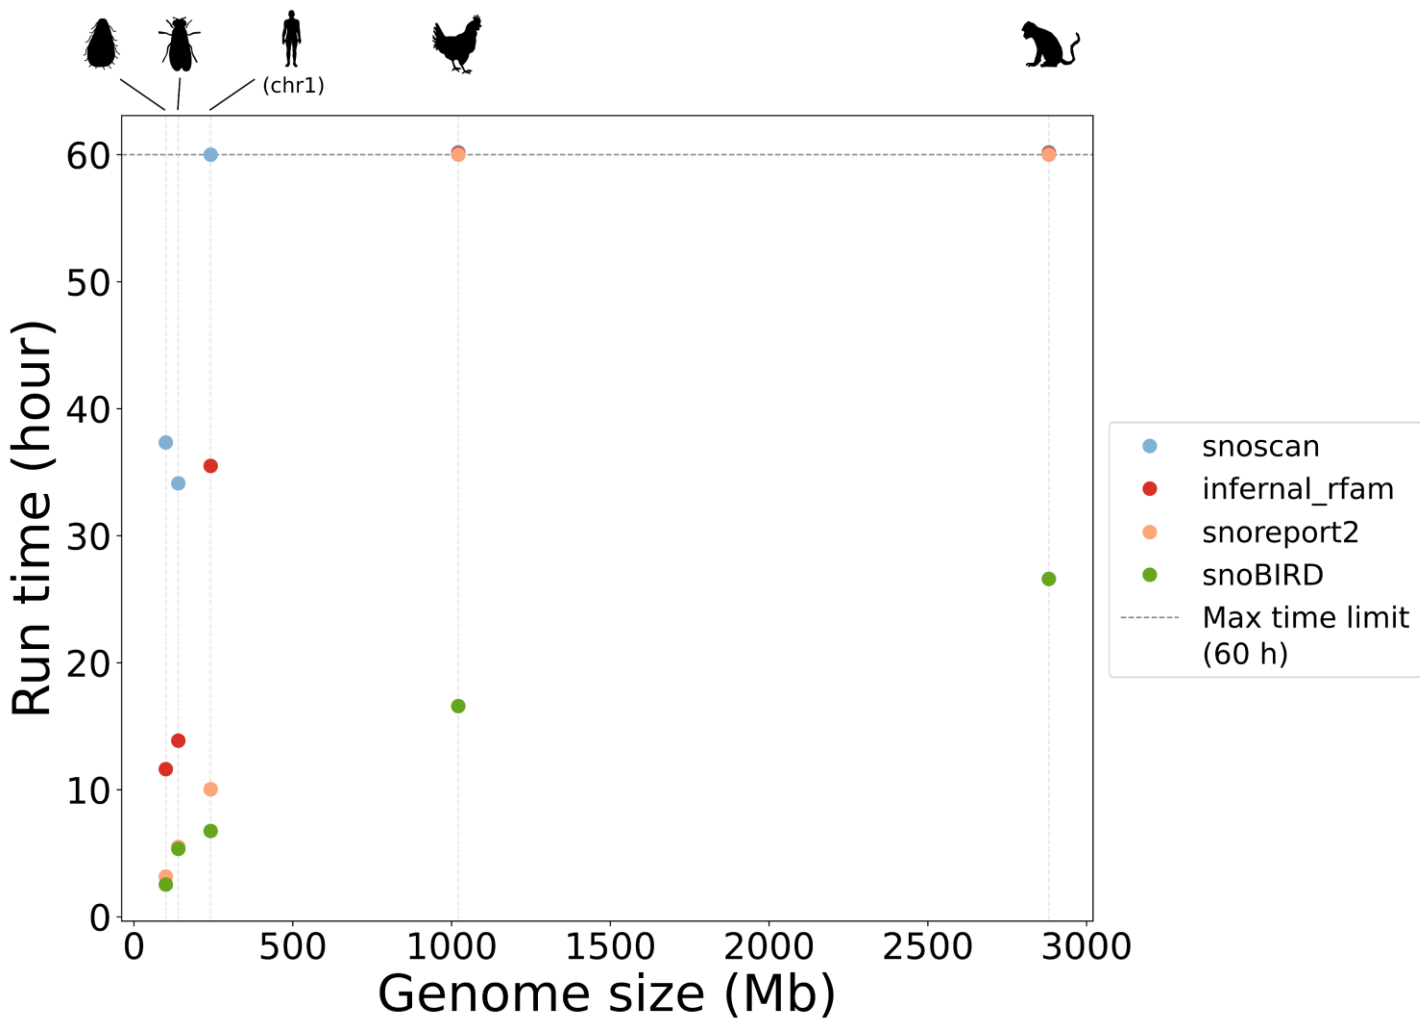

**Figure S15 (Supplemental to Figure 4). SnoBIRD is the only tool to scale well with increasing genome size.** Scatter plot showing the prediction overall run time per tool on genomes or sequences of varying length, namely *T. thermophila*, *D. melanogaster*, *H. sapiens'* chr1, *G. gallus* and *M. mulatta* genomes (each genome/sequence is marked by a light vertical dotted line). Prediction time was capped at maximally 60 hours (horizontal dotted line) to limit carbon emission as well as needless energy consumption, as only SnoBIRD clearly shows a reasonable overall run time. Of note, the human chr1 was included as control to show the performance on a single chromosome (compared to multi-chromosome sequences for the other species).

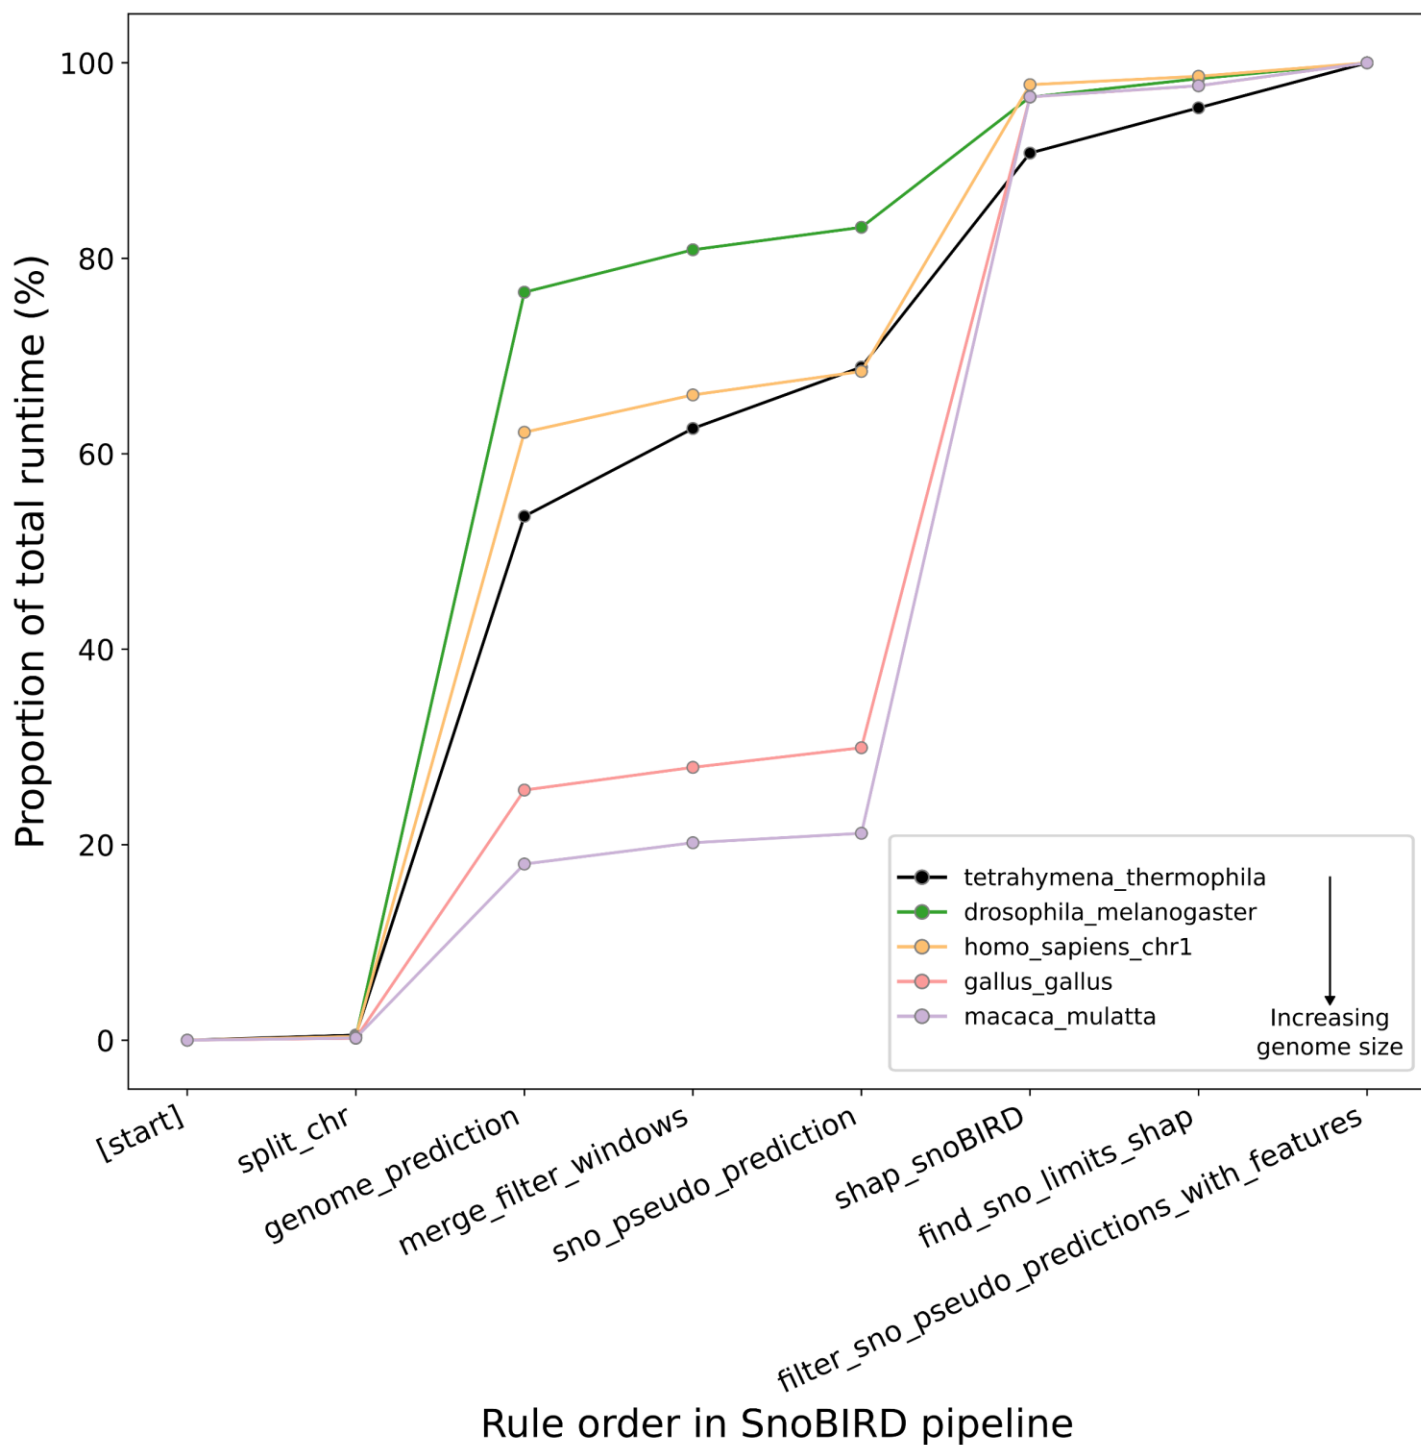

**Figure S16 (Supplemental to Figure 4). Run time per step in SnoBIRD's pipeline varies depending on input genome size.** Cumulative line plots highlighting the cumulative time (in percentage) for each step along SnoBIRD pipeline (steps are ordered on the x axis by their time of completion from the start to the end of the SnoBIRD's call) for different inputs of varying size. All SnoBIRD runs were with the same default parameters with the following updated options: -cs 10 -G V100 .

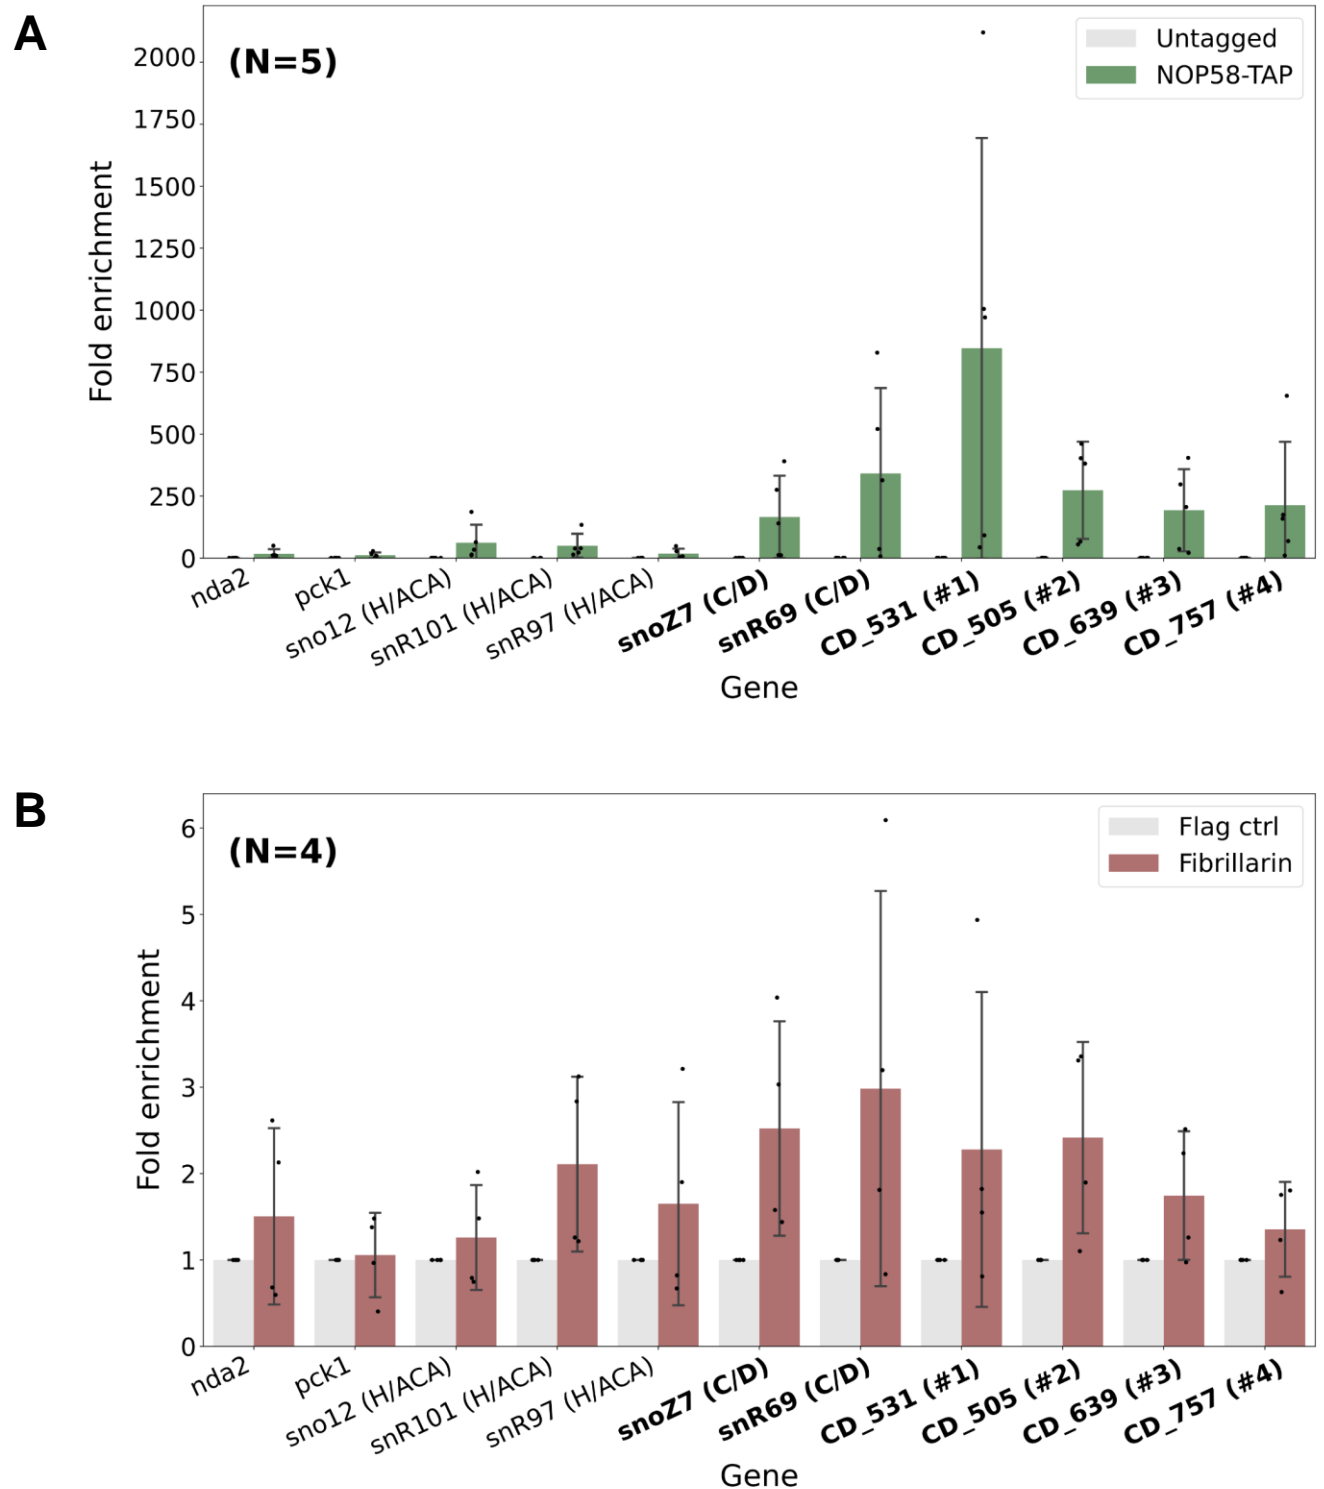

**Figure S17 (Supplemental to Figure 4). SnoBIRD predictions in *S. pombe* are experimentally validated by their immunoprecipitation with core proteins of the C/D box snoRNP. (A) Bar plot showing the fold enrichment between input and immunoprecipitation (IP) of NOP58-TAP-tagged samples of different RNAs in *S. pombe* (n=5). The right bars show the fold enrichment in the NOP58-TAP-tagged *S. pombe* strain whereas the left bars show the results in the control untagged strain. The expression level was assessed using quantitative PCR (qPCR). Negative gene controls include the protein-coding genes *nda2* and *pck1* as well as the H/ACA box snoRNAs *sno12*, *snR101* and *snR97*. Positive controls include the known C/D box snoRNAs *snoZ7* and *snR69*. Four different SnoBIRD predictions were tested (#1 to #4). (B) Same as (A), but the IP was done using a fibrillarin antibody (right bars) or a control flag antibody (left bars) (n=4). The positive controls' (C/D box snoRNAs) and the SnoBIRD-predicted C/D box snoRNAs' names are emphasized in bold.**

A

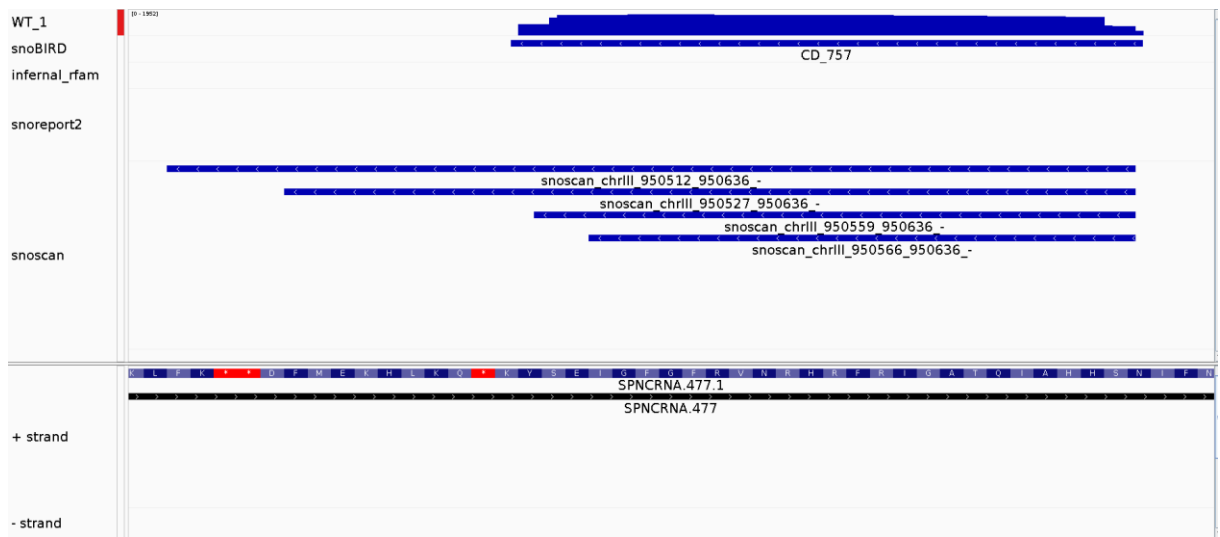

B

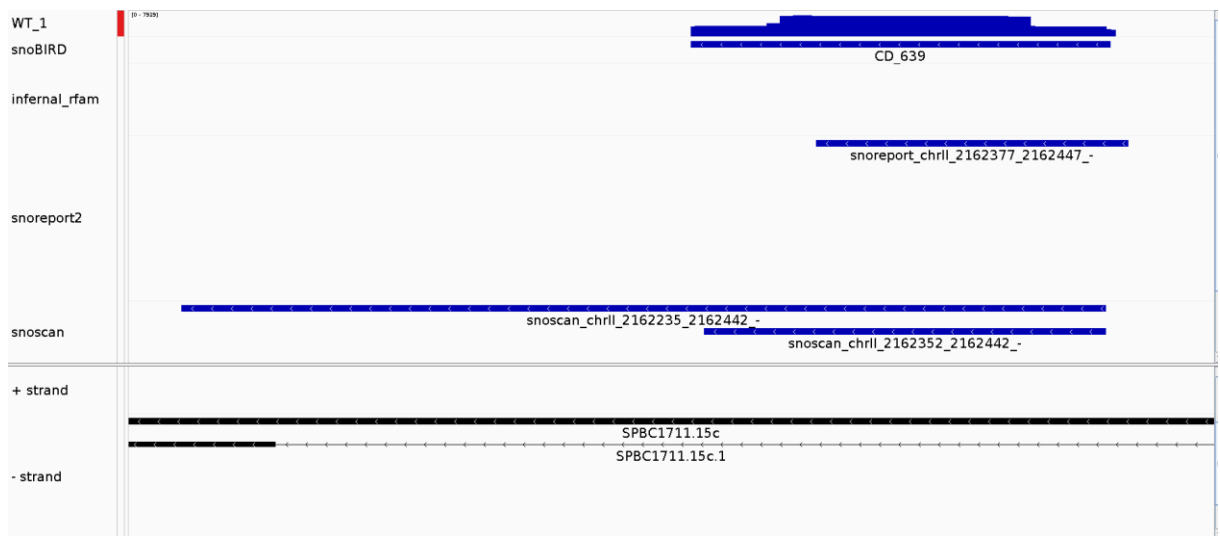

C

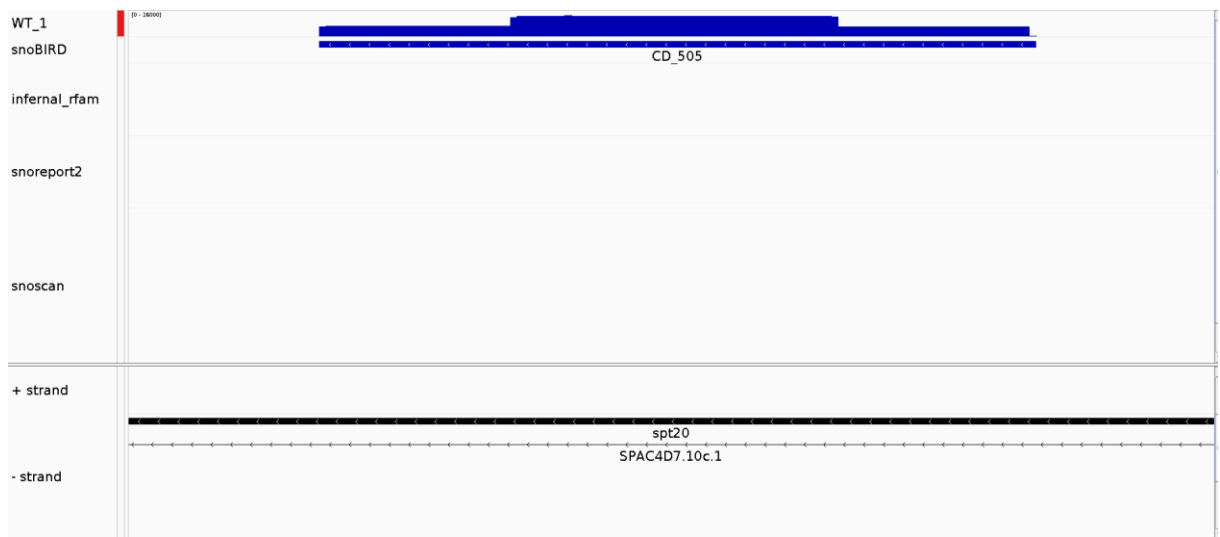

**Figure S18 (Supplemental to Figure 4). SnoBIRD's prediction in *S. pombe* identifies novel C/D box snoRNA candidates.** Integrative Genome Viewer (IGV) screenshots showing SnoBIRD'S predictions and C/D box snoRNA candidates CD\_757, CD\_639 and CD\_505, which were all validated to bind to core proteins of the C/D box snoRNP (Supplementary Figure S17). All images show as different tracks (from top to bottom) read accumulation in a wild type (WT) strain, predictions by the different tools and current genomic annotation.

A

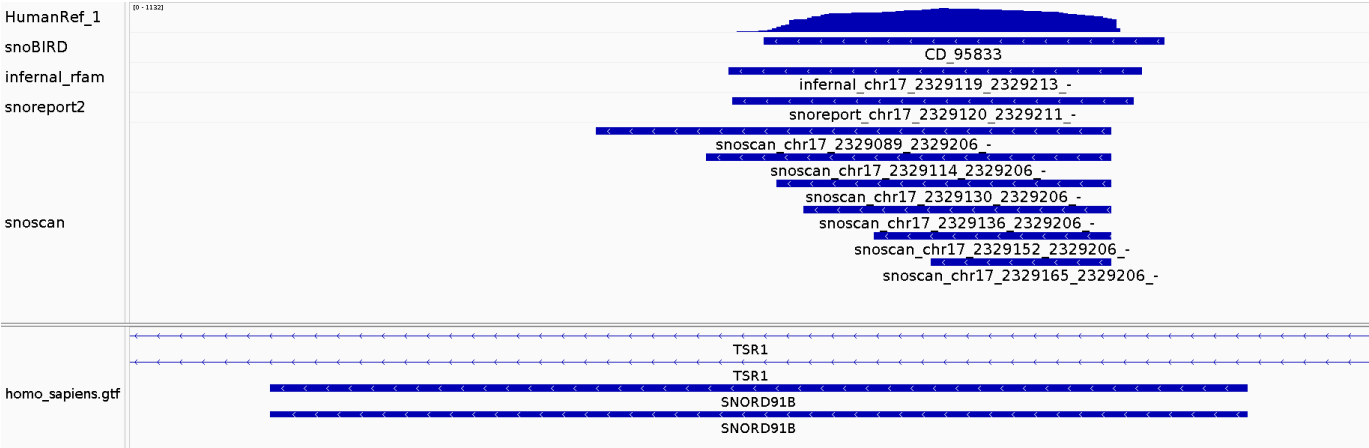

B

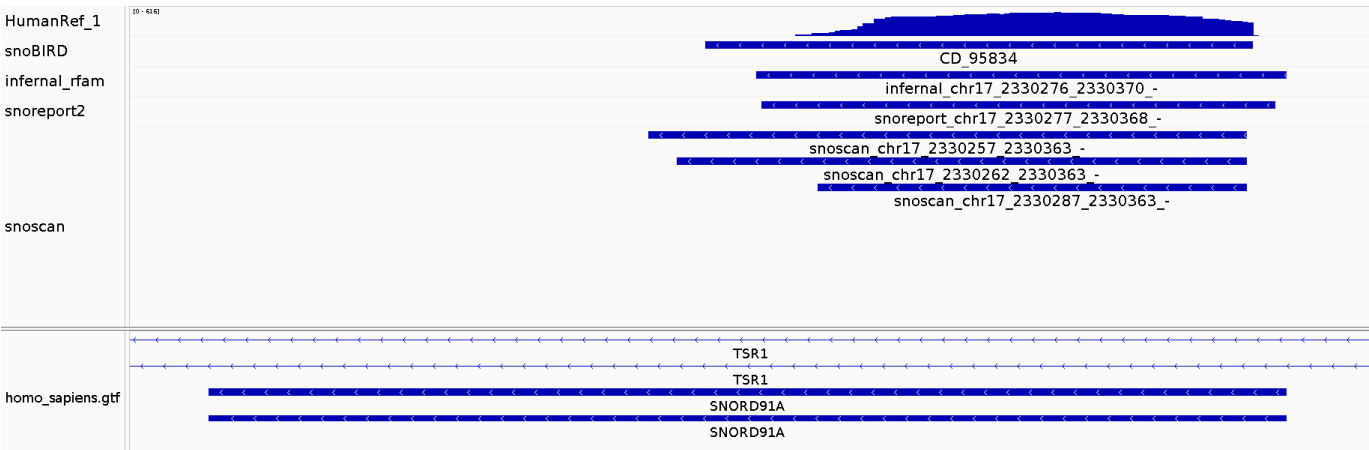

**Figure S19 (Supplemental to Figure 4). SnoBIRD can help reannotate existing C/D box snoRNAs.** Screenshots from the Integrative Genome Viewer (IGV) showing the current annotation of *SNORD91B* (**A**) and *SNORD91A* (**B**) in human and how SnoBIRD predictions can help reannotate accurate snoRNA limits according to read accumulation. For each panel, the following tracks are shown from top to bottom: read accumulation in the representative universal human reference sample 1 (HumanRef\_1) bedGraph, snoBIRD predictions, infernal\_rfam predictions, snoreport2 predictions, snoscan predictions and the current GTF annotation file showing both snoRNAs within their host gene *TSR1*.

A

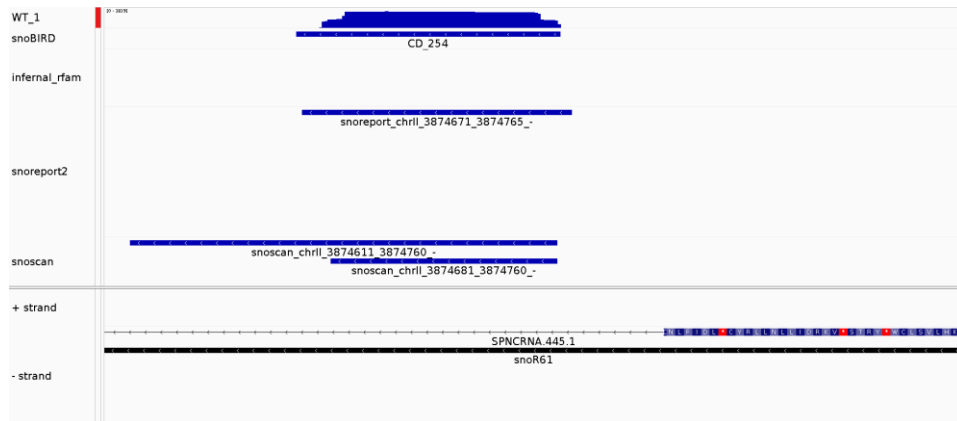

B

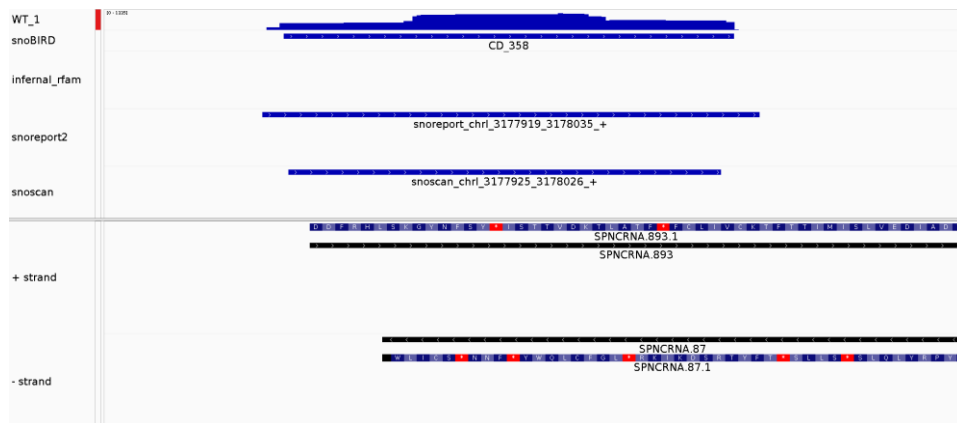

C

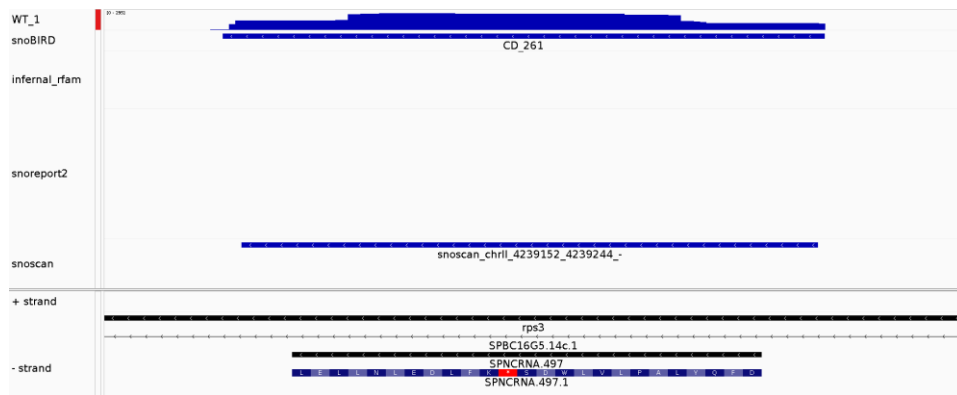

D

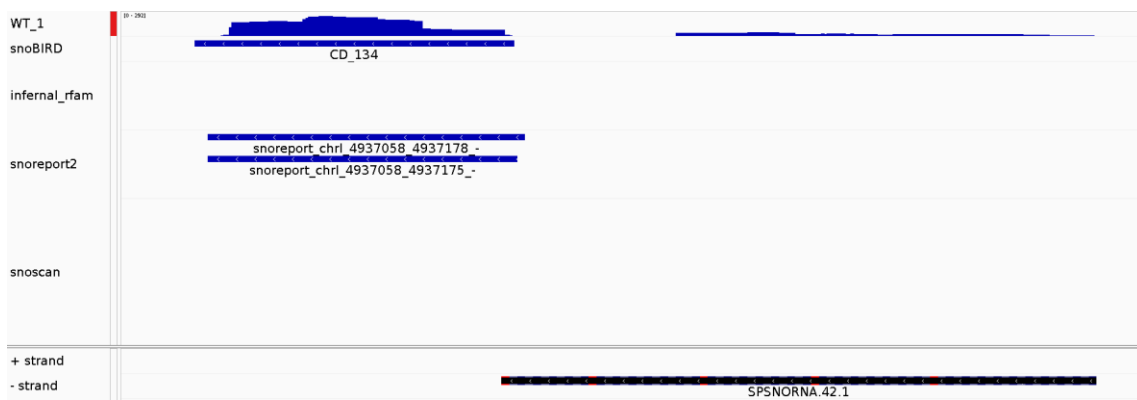

**Figure S20 (Supplemental to Figure 4). SnoBIRD's predictions in *S. pombe* help reannotate misannotated C/D box snoRNAs. (A)** Integrative Genome Viewer (IGV) screenshot showing CD\_254 within the long supposed snoR61 C/D box snoRNA. **(B)** IGV screenshot showing CD\_358 which overlaps with a supposed lncRNA. **(C)** IGV screenshot showing CD\_261 which overlaps with a supposed snRNA. **(D)** IGV screenshot showing CD\_134, a previously identified C/D box snoRNA missing from current annotations. All images include the tracks of read accumulation in a wild type (WT) strain, tools' predictions and current annotation.

# Overlap of predictions with genomic elements per tool and species

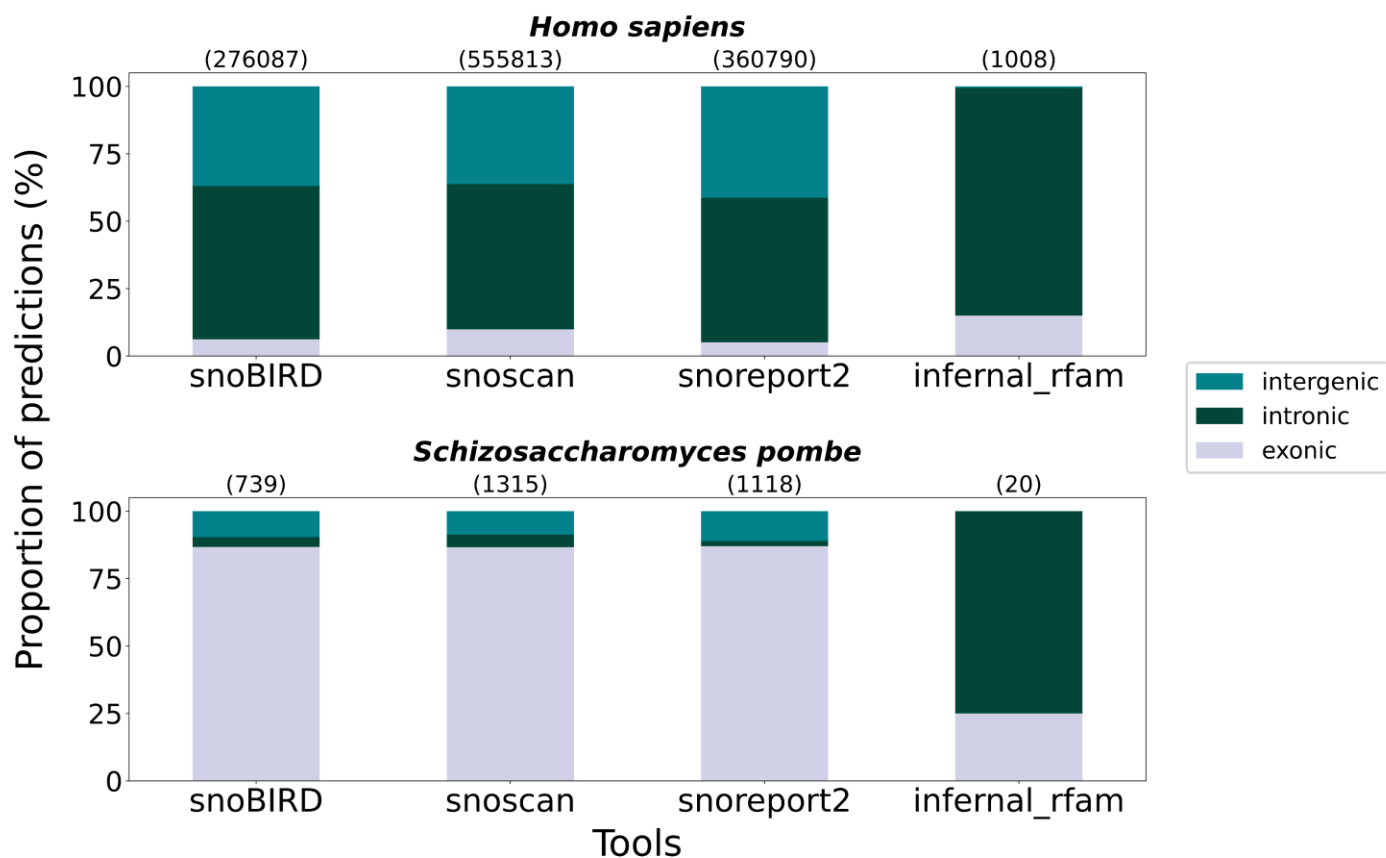

**Figure S21 (Supplemental to Figure 4). Overlap of predictions with genomic elements per tool for *H. sapiens* and *S. pombe*.** Stacked bar plots showing for *H. sapiens* (top panel) and *S. pombe* (bottom panel) the overlap of predictions with exonic, intronic and intergenic regions per tool. The total number of predictions per tool on a given genome is represented between parentheses above each bar.

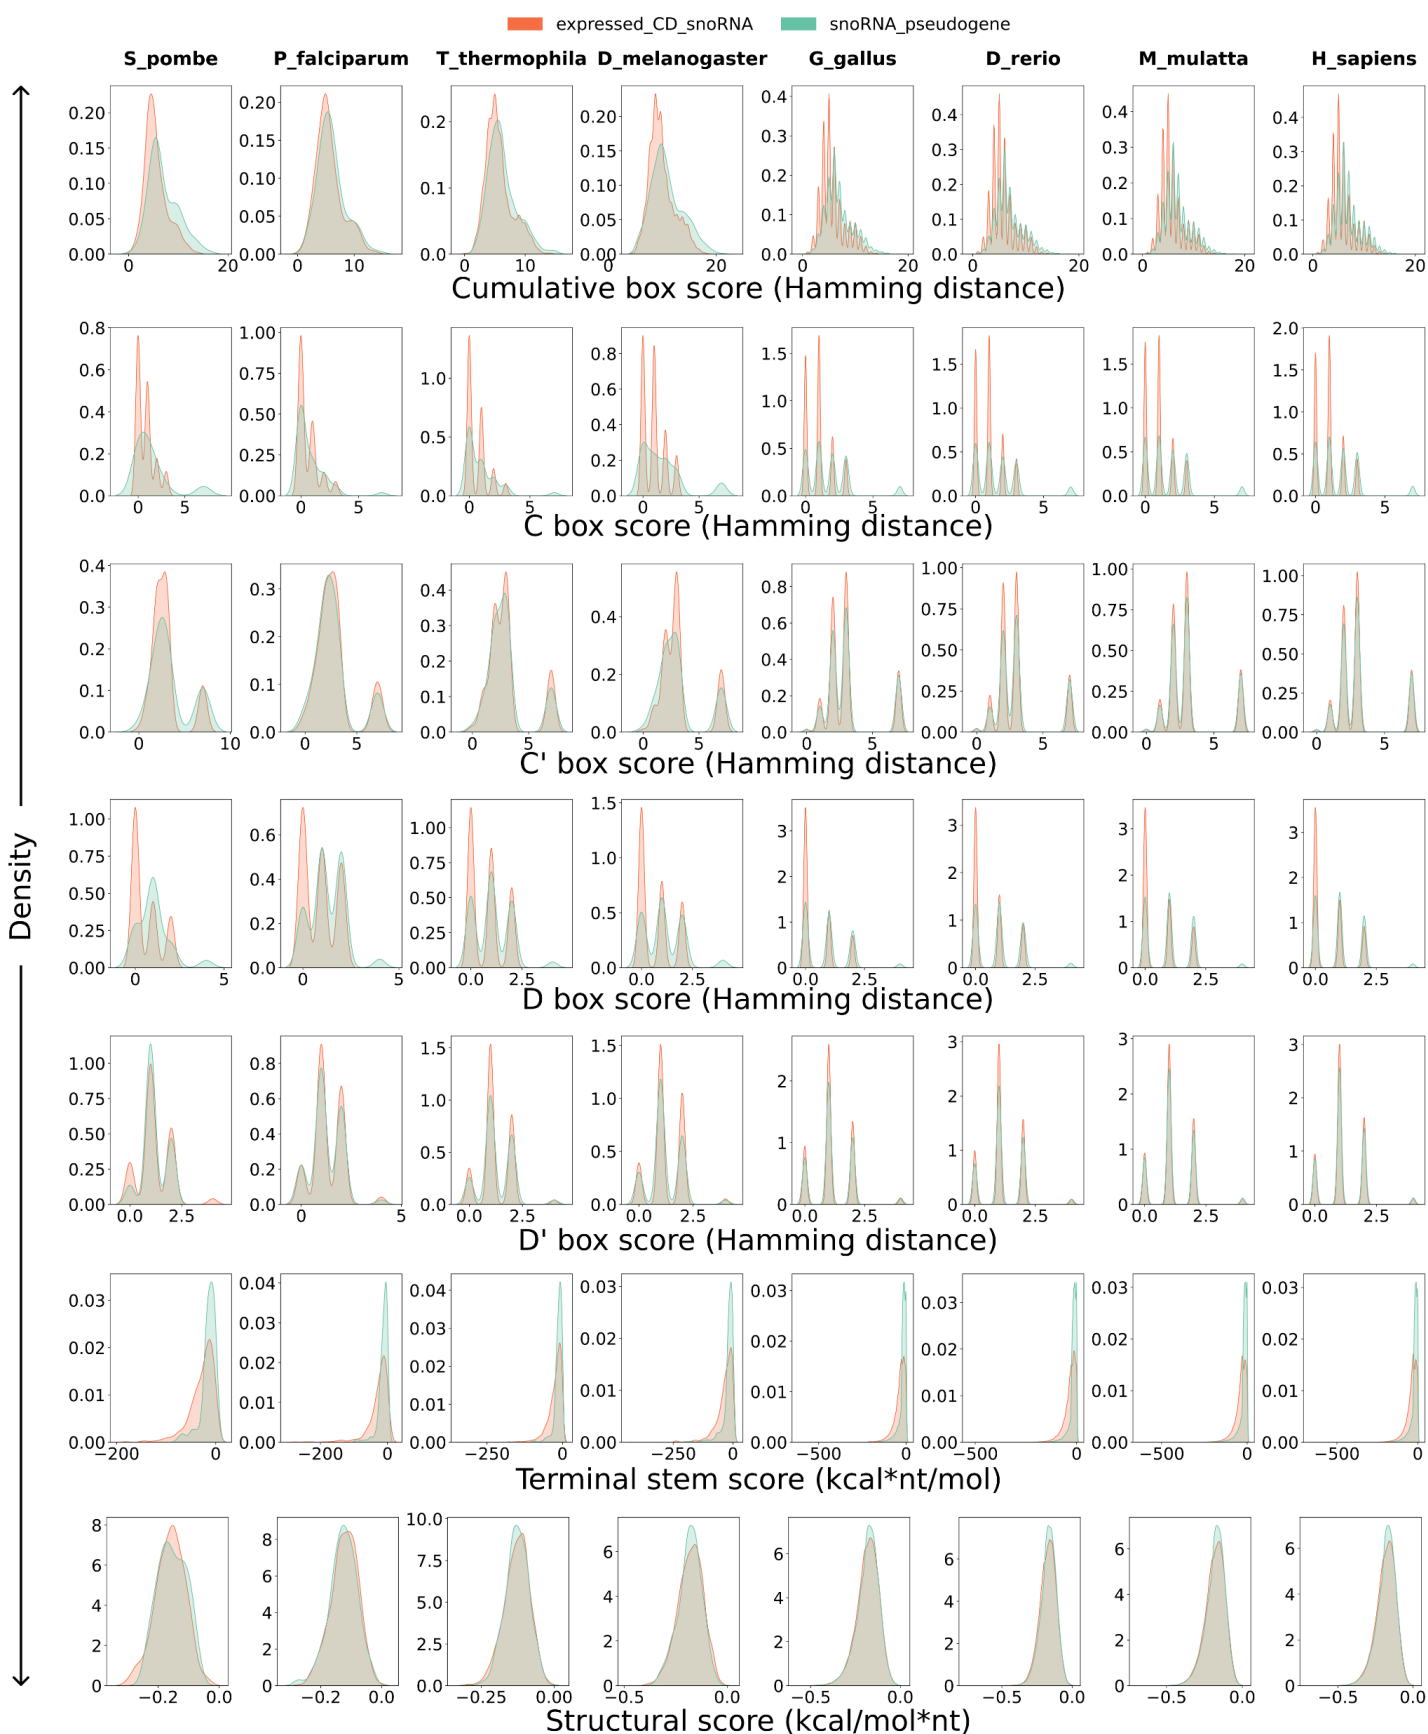

**Figure S22 (Supplemental to Figure 5). Feature distribution of the SnoBIRD predictions across different species.** Multi-density plots showing per row the different feature distributions between expressed C/D box snoRNA and snoRNA pseudogene predictions as a function of the species (i.e. per column). Hamming distance refers to the sum of mutations with regards to the respective consensus motif.

## Overlap between expressed annotated C/D and expressed SnoBIRD predictions

*Drosophila melanogaster*

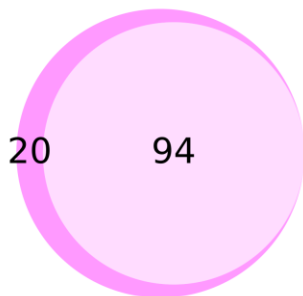

*Plasmodium falciparum*

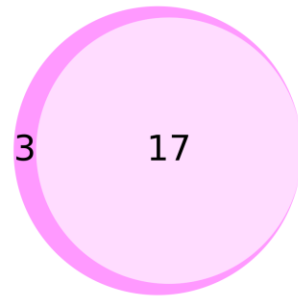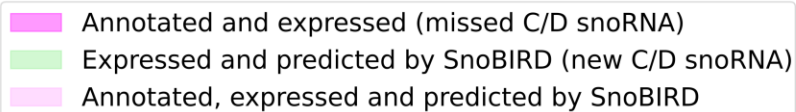

**Figure S23 (Supplemental to Figure 5).** SnoBIRD finds a large proportion of the annotated and expressed C/D box snoRNAs in *D. melanogaster* and *P. falciparum* but no new C/D box snoRNA candidates. Venn diagrams showing the intersection between annotated expressed C/D box snoRNAs and SnoBIRD's predictions across *D. melanogaster* and *P. falciparum* (the expression is based on TGIRT-Seq samples). Only the “expressed\_CD\_snoRNA” predictions of SnoBIRD were considered. No new C/D snoRNA was found by SnoBIRD in any of these species

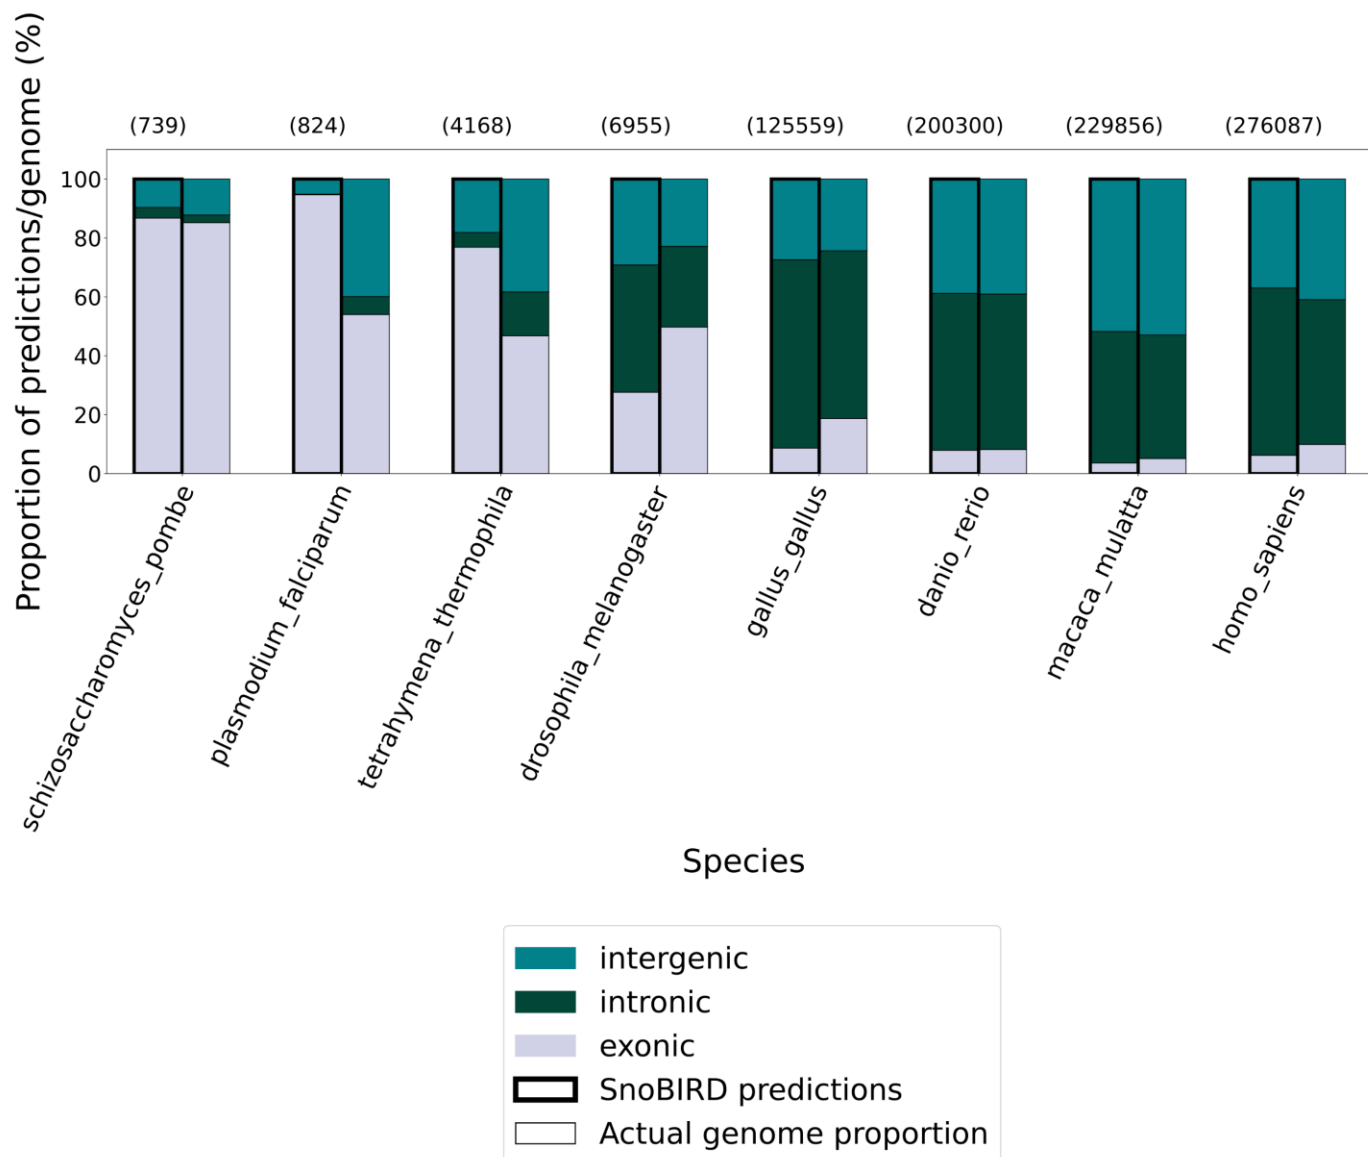

**Figure S24 (Supplemental to Figure 5). Overlap of SnoBIRD predictions with annotated genomic elements across different species genomes.** Stacked bar plots showing for different species the overlap of SnoBIRD predictions with exonic, intronic and intergenic regions (left bar with thick black borders). The actual genomic proportion of each element per species was obtained from Ensembl annotation files and is represented as the right bar with thin black borders. The total number of SnoBIRD predictions per species is represented between parentheses above each bar.

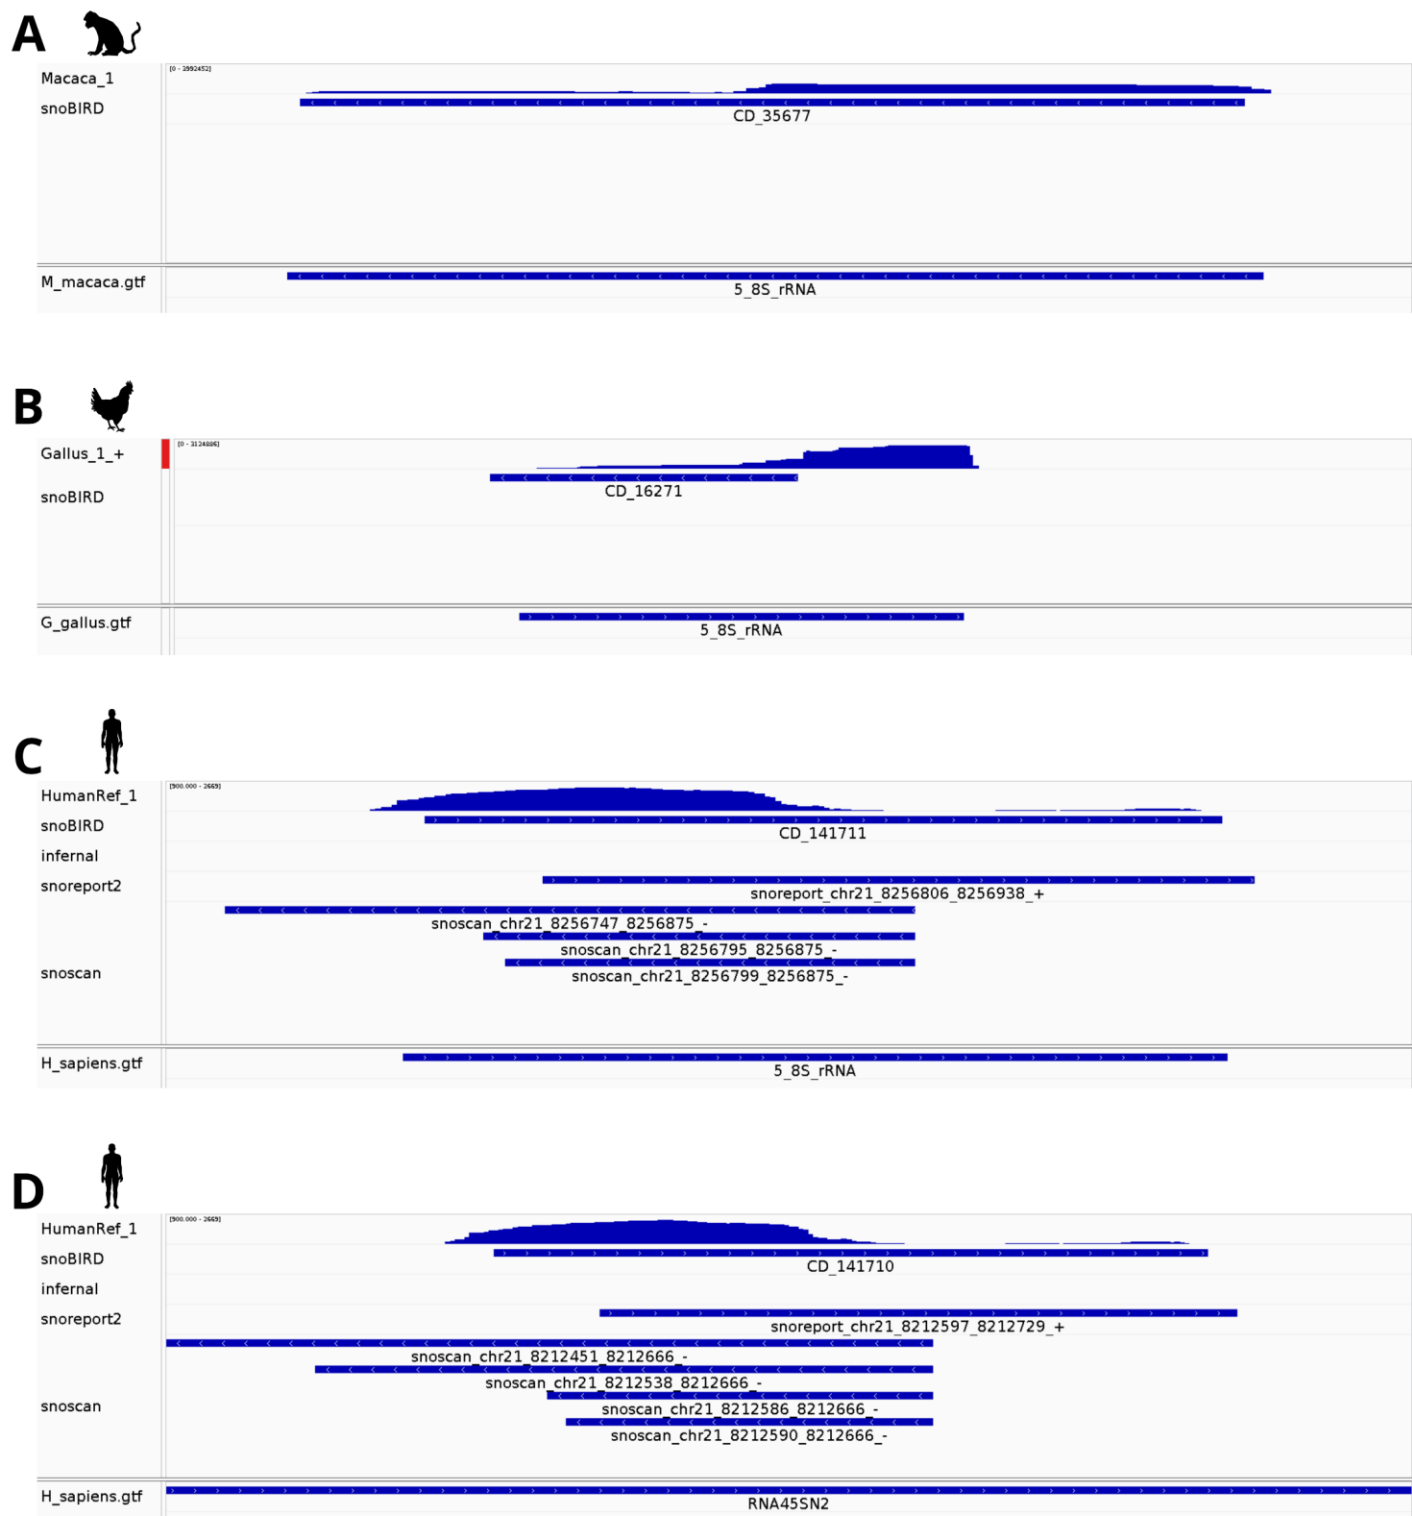

**Figure S25 (Supplemental to Figure 5). Several SnoBIRD predictions overlap with 5.8S ribosomal (r)RNA genes across different species.** Integrative Genome Viewer (IGV) screenshots of selected SnoBIRD predictions that overlap with annotated 5.8s rRNA genes (respectively in *Macaca mulatta* (**A**), *Gallus gallus* (**B**) and *Homo sapiens* (**C-D**), where in (**D**), the predicted snoRNA overlaps with the 5.8S portion of a 45S rRNA precursor gene). All images show as different tracks (from top to bottom) read accumulation in a representative sample per species, predictions by the different tools when applied in that species and current genomic annotation.

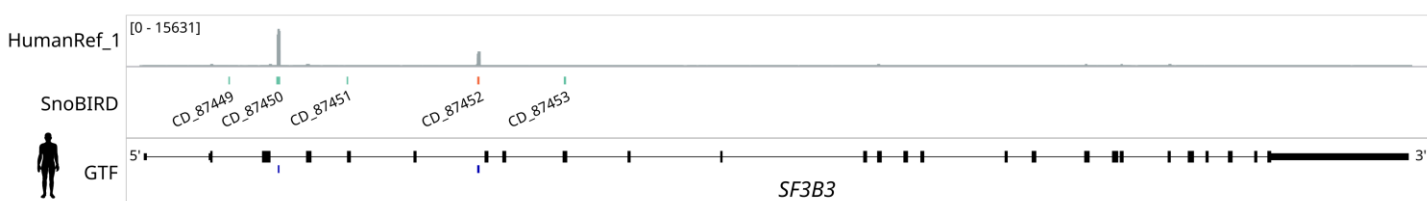

**Figure S26 (Supplemental to Figure 5). Genomic view of the conserved *SF3B3* gene locus in human.** The bottom track (GTF track) shows the exons and introns of *SF3B3* as black rectangles and lines respectively, as well as annotated C/D box snoRNA genes as blue rectangles below. The SnoBIRD track above the GTF track shows SnoBIRD predictions, with orange and teal rectangles representing expressed C/D snoRNAs and snoRNA pseudogenes, respectively. The top track shows read accumulation (bedGraph) along the locus for one representative sample, i.e. one universal human reference sample (HumanRef\_1).

How the deposited data were processed for this re-analysis (not part of the article)

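TGIRT-Seq libraries of 5 species were used: wild-type S. cerevisiae and mouse brain, each with 3 libraries of ribodepleted RNA, S. pombe with 3 libraries of gel-selected small RNAs, and universal RNA of G. gallus and M. mulatta with 2 libraries of gel-selected small RNAs each. The authors processed the reads with their published snoRNA-sensitive pipeline and deposited TPM per gene. The paper's text names neither the aligner nor the counting step. TPM is by definition divided by gene length. It has the same sum over all genes of the table in each library, so values were scaled by the authors and depth is not kept. Each species has a single condition. No groups were therefore compared, no test was made, and values are given as the mean and sample SD over libraries or per library. A value listed at 0 is given per library.

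A snoRNA was counted as expressed when its mean was above 1 TPM. The paper states this rule, for at least 1 condition, for S. cerevisiae, mouse and other species of its training set. It was applied here to S. pombe, G. gallus and M. mulatta as well, for which the paper describes filters on read coverage of its predictions. C/D box snoRNAs longer than 164 nt were left out where a length was known. The box type came from the R64 annotation for S. cerevisiae and from names beginning with Snord or SNORD for mouse, G. gallus and M. mulatta. For S. pombe the entries with a snoRNA identifier or a snoRNA family name formed a single class, which leaves out snoR61 and the U3 entries snu32 and snu3. Gene classes and lengths came from the S. cerevisiae R64 annotation and from mouse annotations on GRCm38, joined to the tables by gene identifier or name. The authors' mouse table was made with a later annotation, so mouse positions are not given. Replicate concordance was computed as Pearson's r of log2(TPM + 1) over genes with a mean above 1 TPM. The genes named were genes the study names for these species, in S. pombe without nop58, snR80 and snR107. Others were the 3 highest C/D box snoRNAs (in S. pombe, snoRNAs), the 3 nearest to 1 TPM on each side and the 3 highest genes of any kind. The 3 highest H/ACA box snoRNAs were named too, and those snoRNAs whose call differed between libraries where 5 or fewer did. YLR162W, TAR1 and other genes looked at with it, the S. pombe entry pairs and long RNAs, and the copies of Snord116l and SNORD116 were singled out after their values had been seen.

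For S. cerevisiae and mouse, products of TPM and gene length below 200 were searched for a common step between 4 and 60, a search added after the values were seen. The widest step whose score reached 0.65 of the best was kept, a share tuned until the steps of 4 simulated libraries were recovered, so these simulations are no independent test. The search was repeated with gene lengths shuffled among the low values, 20 times per library. If a step is taken as a single read, genes with a known length held 31035756, 55833778 and 19353547 reads in the S. cerevisiae libraries, which cover 77.0%, 78.1% and 82.9% of TPM. In the mouse libraries they held 36013864, 38394834 and 37558787 reads, covering 67.6%, 71.5% and 64.0% of TPM. Not every value is a whole number of steps, so these depths are estimates, and floors of 3 reads cover counting error only. In S. pombe, G. gallus and M. mulatta the depth is unknown. The computation of r was tested on simulated data for the 5 tables and differed from the expected r by at most 0.00129.

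Alternatives were another threshold (0.5, 5 or 10 TPM), every library or at least 1 library above the threshold, each library left out in turn, TPM rescaled without rRNA and tRNA genes (in G. gallus and M. mulatta without rRNA genes alone, as no entries there are named as tRNA genes) or over snoRNA genes alone, no length limit, another source of the box type, genes of a shared name counted once, a pseudocount of 0.1, no filter on low values, snoRNA genes alone, means of logarithms in place of medians, and gene classes by name. The main settings and these alternatives were fixed before the data were examined. The use of S. cerevisiae namesakes to assign S. pombe box types was chosen after seeing the data. Sequences were aligned with blastn 2.17.0+, with e-value limits of 1e-05 for the rRNA repeat and 1e-08 for Snord116l, and an identity of at least 95% counted for the rRNA repeat. Tables were computed with Python 3.11.15, pandas 2.3.3, NumPy 2.4.6 and SciPy 1.17.1, and plots were drawn with Matplotlib 3.10.9. Read coverage along genes, the candidate predictions themselves and the immunoprecipitation experiments were left out, because the tables hold gene totals only.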

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

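The alignment of YLR162W to the rRNA repeat was chosen before its result was seen, and YLR162W itself was singled out after its values were seen.

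YLR162W (chromosome XII from 489573 to 489929 of R64, plus strand), an entry annotated as protein-coding that the paper does not discuss, had a mean of 13848 ± 1028 TPM (SD, n = 3) in S. cerevisiae, with 14762, 14048 and 12734 TPM in libraries 1, 2 and 3. It ranked 7 among all entries of the table and 1 among protein-coding entries. The signal lies above the 0.132, 0.0753 and 0.246 TPM that a count of 0 would allow on this gene of 357 nt. It drew attention because it is a strong signal outside the genes the paper discusses. Reads shared with the ribosomal DNA repeat were tested by alignment. Of the YLR162W sequence, 49.6% aligned to the 35S rRNA unit, over 177 nt with 6 mismatches and an identity of 96.6%, on the strand opposite to the rRNA. The alignment is long but does not cover most of the gene, so reads from the repeat and reads of YLR162W itself cannot be told apart without positions of reads along the gene, which gene totals do not hold. The S. cerevisiae libraries share a single condition, so no biological explanation was tested.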

How the results depend on the processing

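Among the alternatives below, the C/D names plus S. cerevisiae namesakes and the box type of the S. cerevisiae namesake, both for S. pombe, were chosen after seeing the data.

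Of the values under alternatives to the counts, shares, correlations and ratios, 90 stayed within 1.5 times the count or 1 SD of the value as reported, 24 moved further and 1 changed sign. For r in G. gallus and M. mulatta, any change was counted as moved, as a single pair of libraries has no SD. These make 6 of the 24. For shares and ratios, leaving out 1 of 2 or 3 libraries cannot move a mean beyond 1 SD. Such values among the 90 could not have moved and say nothing on robustness. Counts of expressed snoRNAs stayed within 1.5 times under every alternative run except the other source of the box type in mouse and S. pombe. In S. cerevisiae the count was 41 under every alternative except for 45 without a length limit. Mouse counts ranged from 86 to 92, S. pombe from 31 to 52, G. gallus from 27 to 43 and M. mulatta from 139 to 219, apart from 253 in mouse and 25 in S. pombe with the other source of box types. The construction of that alternative gives another set of genes, 1036 in mouse, 28 in S. pombe, 50 in G. gallus and 429 in M. mulatta, where the share expressed was 47.8%. With each library left out in turn, counts ran from 88 to 89 in mouse, 39 to 41 in S. pombe, 39 to 40 in G. gallus and 187 to 195 in M. mulatta. The snoRNA share of TPM in G. gallus was 30.8% without library 1 and 14.5% without library 2, so each library alone moves it. Both values count as within 1 SD for the reason above. The mouse snoRNA share was 5.27% with classes by gene name, which leave out snoRNAs without a snoRNA name.

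Mean r between libraries moved most often. With a pseudocount of 0.1 it was 0.965 in mouse, 0.928 in S. pombe, 0.954 in G. gallus and 0.898 in M. mulatta. With no filter on low values it was 0.988, 0.990, 0.985 and 0.971, a setting that adds many genes near 0. Over snoRNA genes alone it was 0.988 in S. cerevisiae, 0.986 in mouse, 0.986 in S. pombe, 0.931 in G. gallus and 0.926 in M. mulatta. The cause was not tested for the pseudocount or for snoRNA genes alone.

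The log2 ratio of median C/D to median H/ACA TPM changed sign in mouse, to -0.31, when all annotated snoRNAs were taken, which adds the Snord116l copies near 0 to the C/D side. With all annotated snoRNAs it was 7.82 in S. pombe, -4.84 in G. gallus and -2.21 in M. mulatta. With means of log2(TPM + 1) it was -0.22 in S. cerevisiae, 2.38 in S. pombe, -3.45 in G. gallus and -1.41 in M. mulatta, and by the box type of the S. cerevisiae namesake it was 7.14 in S. pombe. The cause was not tested for these shifts.

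For single named genes, 43 values stayed within 1 SD and 12 moved, all 12 under rescaling. The genes left out of the scaling were rRNA and tRNA genes (rRNA alone in G. gallus and M. mulatta). Of the 12, 10 are in S. pombe, where tRNA takes most of TPM. All 12 rose, as they must when other genes leave the scaling. Leaving out 1 of 2 or 3 libraries cannot move a mean beyond 1 SD, so only rescaled values could have moved. Of those, SF3B3 of G. gallus and M. mulatta and SNORD111B of M. mulatta stayed within 1 SD. The lack of a length limit and classes by gene name were run for S. cerevisiae and mouse and not for the other species, whose tables carry no lengths or whose classes came from names already. Among the S. cerevisiae and mouse libraries, for which depth was estimated, it limits calls near 1 TPM most in S. cerevisiae library 3, where 1 TPM stands for 3.25 reads on a C/D box snoRNA of median length; no S. cerevisiae C/D box snoRNA lies near that level.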

Differences from the paper's values

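All alternatives named here were set before the data were examined, except where noted.

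The share of annotated C/D box snoRNAs that are pseudogenes in mouse is about 41% in Fig. 1A of the paper, read by eye, and 14.4% here. No alternative set before the data were examined removes the difference. The share here ranged from 12.5% to 17.3% over thresholds, libraries, scalings, the length limit and the counting of names. It was 75.6% when every annotated snoRNA not named as an H/ACA box snoRNA was taken. That set can hold H/ACA box snoRNAs whose names give no box type. The samples and sets differ in extent. The paper's mouse calls rest on embryonic stem cells as well as brain and on the snoRNAs of the Ensembl annotation, and the share here on brain alone and on genes named Snord. Further conditions can only lower the share over the same genes, since the paper's rule asks for 1 condition above the threshold.

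Annotated and expressed C/D box snoRNAs in G. gallus number about 100 in Fig. 5B of the paper, read by eye, and 40 here, counted over genes named SNORD. No alternative set before the data were examined removes the difference, and counts ranged from 27 to 43. The sets differ in extent, since the paper's annotated snoRNAs come from Ensembl supplemented with RNAcentral and Rfam and those counted here are the genes named SNORD in the authors' table.

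In M. mulatta they number about 280 in Fig. 5B of the paper, read by eye, and 198 here, less than 1.5 times apart. The same holds for the alternatives set before the data were examined, from 187 to 219, except every library above the threshold (176), thresholds of 5 TPM (179) and 10 TPM (162) and genes of a shared name counted once (139), which lie more than 1.5 times below the paper's count.

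In S. pombe the paper counts 32 annotated and expressed C/D box snoRNAs and the count here is 40 over a class of another extent, which holds H/ACA box snoRNAs and leaves out snoR61 and the U3 entries snu32 and snu3, less than 1.5 times apart. The class of C/D names, with snoR61, snu32 and snu3, set before the data were examined gives 25, and both rescalings, without rRNA and tRNA genes or over snoRNA genes alone, give 52, more than 1.5 times the paper's count. The other alternatives set before the data were examined range from 32 to 43, with 32 at a threshold of 10 TPM, and the C/D names plus S. cerevisiae namesakes, an alternative chosen after seeing the values, give 31.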

Other observations

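The test of identical Snord116l copies was chosen before its result was seen; the tests on S. pombe box types, SCARNA15, TAR1 and SNORD116, and the look at a wider set of Snord116l sequences, were chosen only after the results were seen.

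In S. pombe, most snoRNAs named after H/ACA box snoRNAs of S. cerevisiae lay near or below 1 TPM. Over 11 such entries the median was 0.903, 0.368 and 0.424 TPM in libraries 1, 2 and 3, and 7 had a mean at or below 1 TPM. The 11 count snR5 and snR46 more than once, under different identifiers. The lower entries had means of 0.0257 TPM (snR5) and 0 (snR46), which lowers the medians and adds to the 7. The highest of the 11 was S_pombe_snR5 at 50.6 ± 12.6 TPM (SD, n = 3). Entries named after C/D box snoRNAs, also 11, had medians of 356, 252 and 229 TPM. Poor recovery of H/ACA box snoRNAs by TGIRT-Seq whatever the size selection is argued against by the S. cerevisiae libraries, which were not size-selected. There the median of 45 C/D and 29 H/ACA box snoRNAs differed by a log2 ratio of -0.0117 ± 0.0298 (SD, n = 3). Whether the gel selection left out longer RNAs stays open. Lengths in S. pombe were not in the sources used, and entries with long S. cerevisiae counterparts go both ways. A counterpart's length need not be that of the S. pombe RNA, so these entries cannot decide it. Among S. pombe entries for U2, U3, SRP RNA, RNase P RNA, RNase MRP RNA and telomerase RNA, whose S. cerevisiae counterparts are longer than 150 nt, the highest mean was 2.01 TPM (U3), and SRP RNA and RNase MRP RNA were listed at 0 in every library. U1, U4 and U5, whose S. cerevisiae counterparts are also longer than 150 nt, had means of 4.97, 253 and 161 TPM. In the R64 annotation all 29 H/ACA box snoRNAs are longer than 150 nt, from 161 to 1004 nt, and 5 of 45 C/D box snoRNAs are. A difference in expression between box types in S. pombe stays open and was not tested, since a single condition was sequenced.

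With the classes used for all species, the log2 ratio of median C/D to median H/ACA TPM among expressed snoRNAs was 0.26 ± 0.23 in mouse and 2.87 ± 0.13 in S. pombe (SD, n = 3 each), where the remaining snoRNAs stood for H/ACA. The mouse ratio was -0.31 with all annotated snoRNAs, so its sign depends on that choice. The ratio was -4.01 and -3.65 in the G. gallus libraries and -1.91 and -1.81 in the M. mulatta libraries. The highest H/ACA box snoRNAs were snR10 at 8424 ± 105 TPM, snR11 at 7903 ± 555 TPM and snR9 at 7361 ± 1153 TPM in S. cerevisiae, and Snora28 at 719 ± 77.5 TPM, Snora21 at 665 ± 104 TPM and Snora68 at 601 ± 64.6 TPM in mouse (SD, n = 3). In G. gallus they were SNORA73 at 5743 and 7215 TPM, SNORA71 at 4272 and 5967 TPM and SNORA65 at 3345 and 3279.5 TPM, and in M. mulatta SNORA2B at 27031 and 25606 TPM, SNORA28 at 15978 and 17208 TPM and SNORA77B at 13605 and 18355 TPM. Among the remaining snoRNAs of S. pombe, a class that also holds snR40 and SNORD24, snR51b was at 802 ± 260.1 TPM.

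The most abundant entries of any kind were SCR1 (chromosome V from 441987 to 442508 of R64) at 41554 ± 805 TPM, tS(GCU)O at 29369.7 ± 3778 TPM and SUF3 at 22067 ± 4939 TPM in S. cerevisiae (SD, n = 3). In mouse brain they were mt-Tv at 74338 ± 7257 TPM, Rn7s2 at 54116 ± 8496 TPM and Gm54867 at 39088, 13318 and 79764 TPM. In S. pombe they were the tRNA genes SPBTRNAALA.10 at 137869 ± 38042 TPM, SPCTRNALEU.13 at 103879 ± 24639 TPM and SPBTRNAHIS.02 at 48219.7 ± 5009 TPM.

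The 5.8S rRNA entries were listed at 0 in every library in S. cerevisiae (RDN58-1 and RDN58-2) and in S. pombe (3 entries). In M. mulatta a single 5.8S rRNA entry held 29482 and 30759.8 TPM, another stood at 0.150 and 0.149 TPM and the last was listed at 0. G. gallus has 18 such entries, of which ENSGALG00010003618 held most of the signal.

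Of the other S. pombe genes shown in Supplementary Fig. S17, sno12 was at 0.126, 0.345 and 0.647 TPM, and nda2 was listed at 0 in library 1 and stood at 0.0125 and 0.0175 TPM in the others. pck1 stood at 0.00715 TPM in library 1 and was listed at 0 in the others, snR101 was listed at 0 in library 1 and stood at 0.0533 and 0.225 TPM in the others, and snR97 was listed at 0 in all 3. No entry is named mamRNA, and none snR69 alone. Entries with similar names are snoR69 at 399 ± 92.8 TPM and snoR69b-snosnR69 at 434 ± 189 TPM (SD, n = 3), and which of them the figure shows was not settled. Some S. pombe snoRNAs have entries under different identifiers with different values. Beside S_pombe_snR5, at 37.0, 52.9 and 61.8 TPM, snR5 was listed at 0 in libraries 1 and 3 and stood at 0.0771 TPM in library 2, and snR46 was listed at 0 in all 3 while S_pombe_snR46 was not.

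In mouse, Sf3b3 was at 1.73 ± 0.159 TPM and Snord111 at 483 ± 66.9 TPM (SD, n = 3).

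The 15 mouse C/D box snoRNAs at or below 1 TPM are all copies named Snord116l. Reads shared between identical copies were tested as the explanation. In the GENCODE sequences on GRCm38, matched by name, 14 of the 15 belong to 1 group of 30 identical entries, whose summed TPM has a mean of 0.511, still below 1 TPM. This goes against reads divided among the identical copies, but reads left out for matching many copies would keep the sum low whatever the expression. Snord116l1, Snord116l4 and Snord116l6 each stood at 0.00614 TPM in library 2. There 1 TPM stands for 9.01 reads on a gene of median length, if a step is 1 read. So small a value is less than 1 read, so some reads were divided among copies. Whether reads that match more copies were left out is not known, as the paper's text does not name the counting step. Sharing between identical copies therefore stays open. A wider set of 71 entries that align to the named copies summed to 28.3, 29.3 and 39.9 TPM, with 12 above 1 TPM and Gm23862 highest at 6.54 TPM, and sharing between similar but not identical copies stays open too. Brain was the single tissue sequenced, and no biological explanation was tested.

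Of 35 M. mulatta copies of SNORD116, 28 had a mean above 1 TPM and 14 changed their call between libraries. Of these, 12 were above 1 TPM in library 1 alone, at 7.97 to 113 TPM against at most 0.911 TPM in library 2, and summed to 789 and 3.12 TPM. The other copies summed to 5221 and 5792 TPM. Over all 35 the sum was 6009.8 TPM in library 1 and 5795 TPM in library 2, a log2 ratio of -0.0525. Reads shared between near-identical copies are a possible explanation that the sum cannot decide. The 12 copies held only 789 of 6009.8 TPM in library 1, so their loss alone would have moved the sum little. No biological explanation was tested, as both libraries come from universal RNA. Of 72 SNORD115 copies, 15 were above 1 TPM, and the family summed to 222 and 284 TPM. U3 has 107 entries in M. mulatta, 6 above 1 TPM and 80 listed at 0 in both libraries. In G. gallus, 4 of 11 SNORD58 copies and all 3 U3 entries were above 1 TPM, and in mouse 6 of 7 Snord3 genes.

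SCARNA15 was higher in G. gallus library 2 than in library 1 by a log2 ratio of 1.38. A few genes taking most of the counts would move the other abundant genes by a common factor. Over 215 other genes above 100 TPM the median log2 ratio was -0.14 with an SD of 1.34, so SCARNA15 lay 1.52 above the median, more than this spread, which argues against a shift of all genes as the whole cause. A ratio as high was seen in 6 of the 215. Differences in how the libraries were prepared stay open, and no biological explanation was tested.

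TAR1 (chromosome XII from 454696 to 455070 of R64), antisense to the 35S rRNA unit, was at 91.1, 155 and 701 TPM in S. cerevisiae libraries 1, 2 and 3, a log2 ratio of 2.51 between library 3 and the mean of the others. Of other entries looked at with it, which are not shown to lie in the unit, YLR154W-A had a ratio of 2.71, YLR154W-B 2.79, YLR154W-F 1.59, RRT15 2.91 and YLR154W-E 0.15. The 9 genes in the sense direction, which are transcribed spacers and YLR154C-G, summed to 3091, 3115 and 3380.3 TPM, a log2 ratio of 0.123. The entries of the mature rRNAs are listed at 0 in every library, so the amount of leftover rRNA is not measured by the table, and more of it in library 3 stays open. The libraries share a single condition, so no biological explanation was tested.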
